# Multi-omics analysis of interspecies interactions in a soil *Streptomyces* community provides functional insights into siderophore ecology

**DOI:** 10.1038/s41598-026-45368-6

**Published:** 2026-04-06

**Authors:** J. A. Connolly, F. Del Carratore, K. Schmidt, A. T. Bisesi, J. N. V. Martinson, J. Chua, M. Kuhs, M. M. Boneza, S. C. Heinsch, L. L. Kinkel, M. J. Smanski, W. R. Harcombe, R. Breitling, E. Takano

**Keywords:** Soil microbiome, Transcriptomics, Metabolomics, *Streptomyces*, Desferrioxamine, Siderophore, Iron competition, CRISPR base editing, Biotechnology, Microbiology

## Abstract

*Streptomyces* are key contributors to soil microbiome function, known for their biosynthetic diversity. While advances in -omics technologies have improved our understanding of microbiome composition and metabolic potential, the mechanisms underpinning interspecies interactions remain poorly resolved. Here, we investigate the molecular basis of interactions among four sympatric *Streptomyces* soil microbiome isolates, focusing on phenotypic, metabolomic and transcriptomic responses. Co-culture experiments revealed that one isolate, strain A, exhibited pronounced phenotypic changes when grown alongside each of the other three strains. Untargeted metabolomics and RNA-seq analyses showed that strain A undergoes distinct metabolic and transcriptional shifts depending on its partner, with the strongest response elicited by strain C. Despite all four strains possessing a conserved desferrioxamine biosynthetic gene cluster, only strain C constitutively produced desferrioxamine B (DFO-B), a hydroxamate siderophore, indicating a role for iron bioavailability in the interaction. Supplementation with DFO-B or iron mimicked the growth stimulation of strain A observed in co-culture with strain C, and CRISPR base editing of *desD* in strain C abolished both DFO production and the phenotypic induction of strain A. However, transcriptomic profiles of strain A varied significantly depending on the partner strain, with distinct sets of biosynthetic gene clusters and metabolic pathways activated in response to strains B and C, suggesting additional cues beyond DFO-B. In contrast, strain D did not elicit growth stimulation in its partners, and itself showed downregulation of amino acid and carbon metabolism when co-cultured with strain C. These findings indicate that *Streptomyces* interactions are not only mediated by siderophore piracy but also involve complex, strain-specific molecular responses. Our findings demonstrate that *Streptomyces* interactions are highly strain-specific and only partly mediated by siderophore piracy, with DFO-B acting as a potent interspecies cue. The divergent molecular responses to different partners suggest nuanced mechanisms of microbial sensing and competition. These insights advance our understanding of microbial crosstalk and highlight the ecological and evolutionary complexity of siderophore-mediated interactions. By integrating transcriptomics, metabolomics, and biochemical assays, we present a robust framework for dissecting microbial interactions, with implications for microbiome engineering and synthetic community design.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-026-45368-6.

## Introduction

The diversity, composition and cooperative function of the soil microbiome are of key importance to plant health. These functions range from disease suppression to plant growth promotion^1–3^. With advances in –omics methodologies, we are better able to identify which organisms and what genes are present in microbiomes, increasingly in a spatially resolved fashion^4^. However, the effective function of the microbiome is also determined by the interspecies and even interkingdom interactions between these organisms. Understanding these interactions has in general proven more elusive.

A key bacterial genus of the soil microbiome is *Streptomyces*, which is particularly well-studied for its capacity to produce diverse secondary metabolites that have often been leveraged as high-value compounds such as antibiotics^5^. Production of such compounds is often regulated by intercellular small molecule signals like γ-butyrolactones^6^, chemical cues from neighbouring organisms^7^, and global developmental transcriptional/translational genes (*whi/bld*)^8^. Indeed, restoration of a functional *bldA* copy to allow aerial differentiation has successfully activated a ‘silent’ biosynthetic gene cluster (BGC) in *Streptomyces*^9^. In this study, we distinguish between signals and cues: signals are evolved characteristics or behaviours that convey information and confer mutual benefit to both sender and receiver, whereas cues are molecules or traits that provide information to a receiver without necessarily benefiting the emitter^10^.

*Streptomyces* are capable of synthesising molecules that drive interkingdom and interspecies interactions. For example, *Streptomyces* can utilise volatile compounds such as geosmin to recruit insects to aid the spread of their spores^11^. *Streptomyces* are also often present in insect microbiomes, where they can form mutualistic interactions such as the protection of bees from insect pathogens^12,13^. Interactions can also be mediated by antibiotics at sub-inhibitory concentrations^14,15^ or alternative natural products (NPs) such as arginoketides^16^. In laboratory settings, sympatric *Streptomyces* display antagonistic interactions^17^, yet in nature co-exist together with other diverse bacterial, archaeal, and eukaryotic taxa^18^.

An important factor that drives many soil microbiome interactions is the bioavailability of iron. Iron is both essential and toxic (at high intracellular concentrations) to all bacteria. Therefore, complex mechanisms have evolved for the precise control of iron homeostasis, and the scavenging of iron from the environment. Soil microbes, including *Streptomyces*, widely utilise secreted siderophores to scavenge iron. These are small molecules produced by microbes and plants, which tightly bind available iron, allowing for its uptake^19^. Iron bioavailability is a key determinant of microbiome competition; bacteria can use siderophore production, uptake and lack thereof, to regulate community and host interactions^20–23^. Such siderophore-mediated interactions have also been observed in *Streptomyces*^24–26^. However, not all strategies for the control of intracellular iron in *Streptomyces* are fully understood^27^.

The engineering of soil microbiomes, such as through synthetic biology, is promising for real-world applications to crops^28^. However, we must understand how these microbes interact within a community before these benefits can be realised in full in a persistent manner. *Streptomyces* species play a pivotal role in soil microbiomes, and understanding their mechanisms of interaction is particularly important, especially considering their biosynthetic talents.

Here we explore a community of four sympatric *Streptomyces* isolates, observing their interactions and antagonistic effects phenotypically, biochemically and with untargeted metabolomics and transcriptomics. In particular, we explore a strong interaction phenotype governed by piracy of hydroxamate iron chelators. The *Streptomyces* strains investigated in this study, referred to here as strains A, B, C, D, are a subset of those isolated from a single soil core from the Cedar Creek Ecosystem Science Reserve in Minnesota, USA, as described previously^29^. ANI comparisons (Supplementary Table S2) and autoMLST^30^ phylogenetic analysis (Fig. 1) indicate that each isolate is closest to a different described *Streptomyces* species. Strains A and D meet the 95% threshold for placement as known named species, at 98.1% to *Streptomyces virginiae* and 96% to *Streptomyces hokutonensis* respectively. Strains B and C do not meet this threshold to any named species. These isolates were previously observed to participate in pairwise inhibitory interaction networks with other sympatric *Streptomyces*, displaying a high degree of antagonism^17^.

**Fig. 1:**
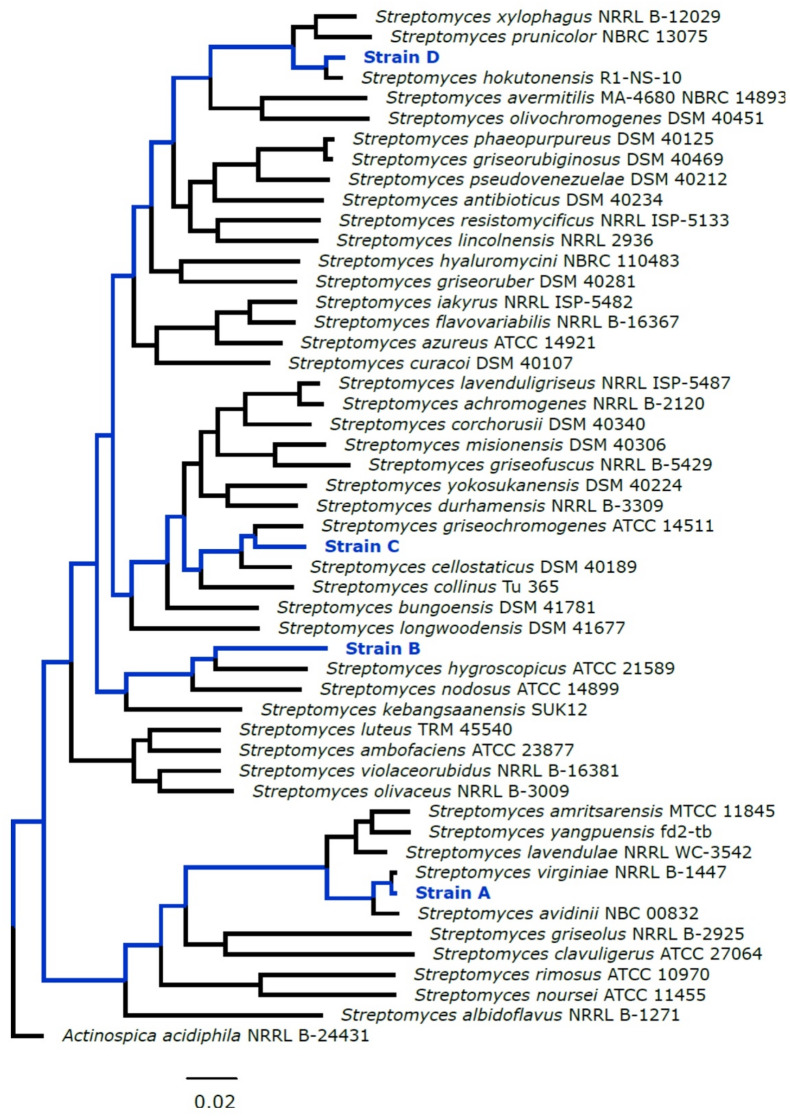
Phylogenetic tree of the four environmental isolates with selected type strains. Generated using AutoMLST^30^. The conserved genes aligned for generation of this are listed in Supplementary Table S1.

## Results

### Environmental *Streptomyces* show distinctive phenotypic and inhibitory interactions

The environmental *Streptomyces* strains were inoculated in pairs 1 cm apart, and phenotypes were monitored daily from 2 to 6 days post-inoculation (Fig. 2A). We observed distinct phenotypic interactions, the most striking was the positive effect of strain C on the colony area of strain A. In the experimental conditions, when grown axenically, strain A fails to increase in colony area after day 2. Yet it exhibits clear directional growth towards partner strains, most markedly to strain C, with strain A growing to a larger surface area, accompanied by formation of aerial hyphae as indicated by the white colour of the macrocolony. A similar response is observed when A is paired with B and D, to lessening degrees. Automated measurement of growth areas on day 6 confirmed that strain A responds significantly to all partner strains when compared with itself (Fig. 2B). Conversely, with its growth unleashed, strain A inhibits or outcompetes the growth of strain C, with a visible directional interface (Fig. 2A, blue outline); growth in strain C was significantly (*P* < 0.01) decreased when next to A compared with itself on day 6 (Fig. 2B). Presence of strain C inhibits the growth of strain D in a non-directional manner (Figs. 2A, red outline; Fig. 2B; Figure S14). The paired growth interaction phenotypes are summarised in Fig. 2C. Transcriptomic and metabolomics approaches were undertaken to investigate the molecular drivers of these interactions, and the effects they have on receiving strains.

**Fig. 2:**
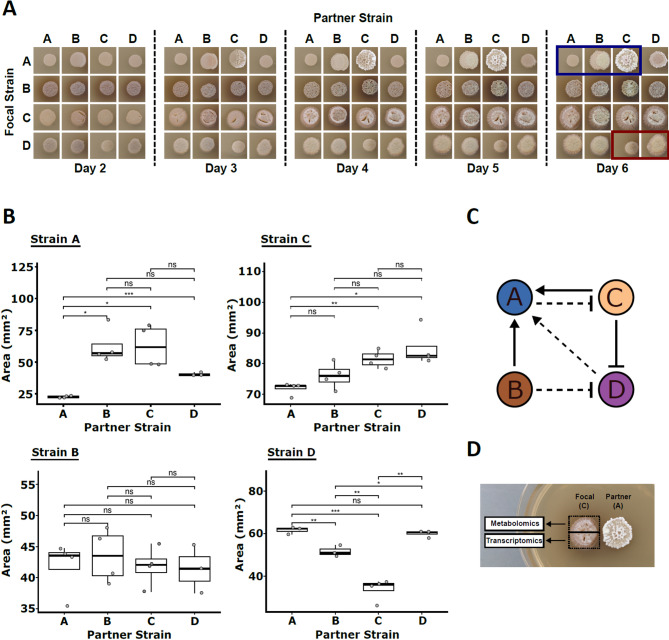
(**A**) Daily interaction phenotypes on ISP2 agar, *n* = 3. Rows represent the focal strain photographed. The partner strain (indicated by the column) is always to the right of the photographed focal strain in these images. The red and blue outlines highlight major phenotypic changes in the focal strain in response to partners. Close-up images of the interaction between A and C are included in Figure S14. Where the focal strain and partner strain are the same, these are grown next to each other in the same manner as when the partner is different. (**B**) Box plots of algorithmically determined growth areas on day 6, *n* = 4. Significance levels are indicated as follows: *** = *P* < 0.001, ** = *P* < 0.01, * = *P* < 0.05, ns = not significant. (**C**) Strain interaction network summary. Arrows represent growth promotion, bars represent inhibition/competition, dashes represent weaker effects. (**D**) Interaction phenotype analysis: strains were inoculated 1 cm apart and sampled daily from day 2 to 6 in triplicate, with half the spot used for metabolomic and transcriptomic sample preparation as indicated.

### Untargeted metabolomics and transcriptomics indicate extensive responses to partner strains

As shown in Fig. 2D, samples for untargeted metabolomics and transcriptomics were harvested from each interaction plate. For the metabolomics analysis, rectangular plugs containing both agar and mycelia were excised from the plate in triplicate, on days 2 through 6. Cold methanol extractions of these were analysed on a Q Exactive Plus MS instrument after UHPLC separation on a C18 column. Peaks were identified using mzMatch^31^, and annotation was performed using the integrated probabilistic annotation (IPA) method^32^^33^. The effect of the pre-processing pipeline is shown in Supplementary Figure S7.

The analysis detected 7187 main peaks in positive mode and 3539 in negative mode. The PCA score plot generated from the metabolomics data acquired in positive mode for the day 4 samples is shown in Fig. 4C. To identify the ions associated with the metabolites produced by each strain in response to different partners, we performed the statistical analysis described in the Methods section. Briefly, when looking for peaks produced by A in response to C, we selected peaks showing a strong statistically significant increase (*p*_*adj*_ < = 0.05 and log2FC > = 1.5) in at least one time point in each of the following two comparisons: A-C vs. A-A and A-C vs. C-A. The results of such analysis are summarized in the heatmaps shown in Fig. 3. All features selected for this analysis are shown in all comparisons, irrespective of the comparison they were selected in. The majority of such filtered ions were not matched to the IPA reference databases, or produced matches not known to be produced by *Streptomyces* (Supplementary Figure S6). This could be because such interaction-emergent compounds from non-model *Streptomyces* isolates are more likely to be uncommon or unknown.

Consistent with the phenotypic response (Fig. 2A), most peaks selected by this analysis are produced by strain A (Fig. 3). It is worth noting that strain A shows a different metabolic signature depending on which strain it is growing next to. It is particularly interesting to notice that metabolites seemingly produced by strain A in response to strain B are not produced in response to strain C (and vice versa), suggestive of a strain-specific metabolic response by strain A.

From the same interaction plates, samples for transcriptomics analysis were also collected. To explore the transcriptional landscape of our interacting strains, RNA-seq was performed in triplicate on days 2, 3 and 4. 

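RNA was sequenced from colony pairs of the 4 Streptomyces strains A, B, C and D, spotted next to each other or next to themselves (axenic) and harvested on days 2, 3 and 4. The libraries were made as pools of the 4 strains, in mixes in which every strain came from 1 pairing; library 2c of day 3 mix 1 held 109 reads of strain A, 0.00204% of its reads. In mix 1 each strain came from next to itself. In mix 2 strain A came from next to C, B from next to A, C from next to B and D from next to C. In mix 3 A came from next to B, B from next to D, C from next to A and D from next to A. In mix 4 A came from next to D, B from next to C, C from next to D and D from next to B. Each pairing occurs in 1 mix only, so partner and mix were not varied apart. Days 2 and 4 had 3 libraries of each mix. On day 3 there were 5 of mix 1 (replicates 1, 2, 2b, 2c and 3), 3 each of mixes 2 and 3, and 1 of mix 4, so day 3 values of A next to D, B next to C, C next to D and D next to B have no replicate. Replicates 2, 2b and 2c of day 3 mix 1 were summed to 1 value. Library 2b was less like 2 than libraries 1 and 3 were. In strain A the scaled log2 counts of 2 and 2b correlated at 0.7694, against 0.9111 for 1 and 2 and 0.8842 for 2 and 3. The paper describes plates in quadruplicate for each pairing and day and sampling in triplicate, and a supplementary table lists replicates 1 to 4 of each pairing with the mix numbers; whether these numbers are the plates is not stated, so the p-values measure the spread between these samples. The authors trimmed adapters with BBDuk, removed rRNA reads, aligned the rest with BBMap to the 4 genomes joined together and discarded reads that fit more than 1 place. They then counted reads per annotated gene in R; tool versions and the strand setting are not given in the sources used here. The values used here are these counts, not normalised. The 36 libraries held 1264698 to 11373761 counted reads (median 5462366.5), and the values rest on these, while the paper states 30 M sequenced read pairs per sample. On day 2 the library totals were 4368714 to 7333781 (median 6248243) in mix 1, 7243202 to 10107375 (median 9479672) in mix 2, 5052147 to 11001873 (median 7067443) in mix 3 and 1264698 to 4795720 (median 3060972) in mix 4. On day 3 they were 3309632 to 5346722 (median 4296343) in mix 1, 4396379 to 5186735 (median 4489746) in mix 2, 5293966 to 6366947 (median 6235470) in mix 3 and 6666233 in the library of mix 4. On day 4 they were 2796501 to 5824066 (median 4708847) in mix 1, 5578011 to 6984297 (median 6261383) in mix 2, 8309948 to 11373761 (median 8689492) in mix 3 and 4759370 to 8971855 (median 5207903) in mix 4. After replicates 2, 2b and 2c were summed, strain A took 395093 to 4171197 reads, B 276169 to 7353250, C 182084 to 2414790 and D 369668 to 4649756 reads per sample. Each strain was analysed on its own, with its reads scaled by TMM and given as CPM, counts scaled to the same total for every sample of that strain. Genes that passed edgeR's filter on low counts were tested with its quasi-likelihood test against the axenic group of the same day, which covered 6952 genes in A, 8339 in B, 7347 in C and 7556 in D. A gene was counted as changed at an adjusted p (Benjamini-Hochberg) under 0.05 and a log2 fold change beyond 2 or -2, the thresholds of Fig. 4B. Members of gene lists were counted as higher or lower at an adjusted p under 0.05 at any fold change. SE is an approximate standard error of a log2 fold change, worked back from its test, and values after ± are SDs. Intervals and floors cover counting error only, and reads in the overlap of neighbouring genes may count for either gene.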

Differential analysis with DEseq2^34^ revealed a strong correlation between transcriptional response and phenotype (Figs. 2A and 4A and B). 

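Next to strain C, 1489 of 6952 tested genes of strain A changed between day 2 and day 4, 916 higher and 573 lower on day 4. Next to itself 62 genes changed (25 higher, 37 lower), next to strain B 22 (7 higher, 15 lower) and next to strain D 129 (58 higher, 71 lower). With the replicate number as a block the counts were 1049 next to C, 26 next to itself, 0 next to B and 74 next to D, and thinned to equal totals 840, 29, 16 and 60. Next to B another split of the 6 libraries into groups of 3 gave 21. The WhiB family regulator Ga0334680_114664, from a family that holds regulators of sporulation, went from 185 CPM on day 2 to 0.863 CPM on day 4 next to C (adjusted p = 7.44e-11, n = 3 each). Next to itself it had a log2 fold change of -0.24 (SE 0.33, adjusted p = 0.83). The aminosugar transaminase Ga0334680_116072, an enzyme of deoxysugar synthesis, went from 0.448 to 192 CPM next to C (adjusted p = 4.59e-09). In axenic colonies the steroid 5-alpha reductase family gene Ga0334680_111342 fell by 5.78 on the log2 scale (SE 0.39, adjusted p = 2.87e-12), and Ga0334680_11550, a polyketide cyclase or lipid transport protein, fell by 5.33 (SE 0.43, adjusted p = 7.89e-11). Next to B the transporter gene Ga0334680_112491, annotated as the ATP-binding protein of oleandomycin transport, rose (log2 fold change 2.64, SE 0.38, adjusted p = 0.000176). Next to D the LysM domain protein Ga0334680_113156 rose (log2 fold change 4.17, SE 0.56, adjusted p = 1.57e-05); LysM domains bind cell wall glycans. The count next to B was 14 without day 2 mix 3 replicate 2, 61 without day 4 mix 3 replicate 1 and 6 without day 4 mix 3 replicate 3. Next to D it was 85 without day 2 mix 4 replicate 2, 226 without day 2 mix 4 replicate 3 and 206 without day 4 mix 4 replicate 2. Ga0334680_116072, Ga0334680_111342, Ga0334680_11550 and Ga0334680_112491 share bases with a gene beside them.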

When growing next to itself or to strain D, strain A has little increase in size after day 2. Conversely, strain A growth greatly increases when next to strain B and strain C which likely explains the high number of differentially expressed genes identified. 

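Against axenic strain A of the same day, strain A next to C had 521 changed genes on day 2 (348 higher, 173 lower) and 2071 on day 3 (1335 higher, 736 lower). Next to B it had 853 on day 2 (495 higher, 358 lower) and 801 on day 3 (398 higher, 403 lower). Next to D it had 2 on day 2 and 15 on day 3 (n = 1 next to D), all higher. On day 2 the oligopeptide-binding protein gene Ga0334680_114981 rose from 10.1 CPM to 2599 next to C (log2 fold change 7.99, SE 0.61, adjusted p = 8.14e-12) and to 339.6 next to B (5.05, SE 0.55, adjusted p = 1.47e-08). The oleandomycin transport gene Ga0334680_112491 rose by log2 fold changes of 6.60 next to C (SE 0.47, adjusted p = 2.22e-12) and 3.19 next to B (SE 0.42, adjusted p = 4.11e-07), and had -0.95 next to D (SE 0.59, adjusted p = 0.581). Adjacent genes for a trans-aconitate methyltransferase, Ga0334680_113192, and a glyoxalase family protein, Ga0334680_113191, fell on day 2 next to both C (-4.48, SE 0.65, adjusted p = 2.91e-06 and -4.93, SE 0.59, adjusted p = 1e-07) and B (-4.75, SE 0.66, adjusted p = 9.26e-07 and -4.54, SE 0.58, adjusted p = 2.05e-07). On day 3 the WhiB family regulator Ga0334680_114664 was at 11.5 CPM next to C against 418 in axenic colonies (-5.15, SE 0.41, adjusted p = 1.05e-11), and Ga0334680_111342 was higher next to C (2.69, SE 0.30, adjusted p = 3.48e-09), B (1.95, SE 0.29, adjusted p = 3.19e-06) and D (3.04, SE 0.35, adjusted p = 6.45e-07; n = 1 next to D, with the spread taken from the other groups). The 2 genes of day 2 next to D, named after their values were seen, are the CsbD-like gene Ga0334680_117226 (4.21, adjusted p = 0.036) and the hypothetical gene Ga0334680_11327 (2.07, adjusted p = 0.0483). For Ga0334680_117226 the adjusted p is 0.317, 0.104 and 0.163 without day 2 mix 1 replicates 1, 2 and 3 and 0.563 without mix 4 replicate 2. That count was 0 without day 2 mix 1 replicate 1, 2 or 3 or mix 4 replicate 2, 14 without mix 4 replicate 3 and 12 without mix 4 replicate 4. From the larger growth of strain A next to B and C, the paper proposes an explanation for its high number of differentially expressed genes. Ga0334680_112491 and Ga0334680_111342 have an end inside a neighbouring gene.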

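Among genes annotated as polyketide or nonribosomal peptide synthases, the enzymes that assemble many Streptomyces antibiotics, strain A next to C had 4 of 11 tested genes higher and 2 lower, next to B 3 higher and 3 lower, and next to D 4 lower. The nonribosomal peptide synthase gene Ga0334680_111318 rose from 23.3 to 1320.4 CPM next to C (log2 fold change 5.78, SE 0.55, adjusted p = 1.6e-10). The polyketide synthase gene Ga0334680_116081, annotated as of the myxalamid type, rose next to C (4.42, SE 0.47, adjusted p = 1.3e-09) and next to B (3.75, SE 0.46, adjusted p = 5.9e-08), and Ga0334680_111425 did so next to both (3.04, SE 0.41, adjusted p = 1.6e-07 and 2.16, SE 0.40, adjusted p = 4.4e-05). Ga0334680_117453, a nonribosomal peptide synthetase-like gene, fell next to C (-2.52, SE 0.23, adjusted p = 6.6e-11), B (-2.69, SE 0.23, adjusted p = 7.6e-11) and D (-1.29, SE 0.22, adjusted p = 8.1e-05). In strain D, 6 of 10 such genes were lower next to C, 4 next to B and 4 next to A (1 higher). They include the rifamycin-type polyketide synthase genes Ga0104731_01978 (log2 fold change -1.20, SE 0.23, adjusted p = 0.00019) and Ga0104731_01981 (-1.26, SE 0.29, adjusted p = 0.0024), both next to C. In strain C, 3 of 24 were lower next to A. As sets against the other genes (camera), the adjusted p was 0.71 in A next to C, 0.683 next to B and 0.0329 next to D (0.294 with an estimated correlation). In D it was 0.000742 next to C, 0.0031 next to B and 0.0106 next to A (adjusted p = 0.0745, 0.129 and 0.199 with an estimated correlation), and in C next to A 0.0795. Adjusted over the list alone, D had 7, 6 and 6 lower next to C, B and A, and 1 higher next to C and to A. Ga0334680_111318, Ga0334680_111425, Ga0104731_01978 and Ga0104731_01981 overlap a neighbouring gene.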

Summaries of the response of BGC core gene expression are included in Supplementary Figures S1-S4.

Enrichment analysis was performed to determine if pathways, as determined by KEGG^35,36^,^37^ annotation, were significantly overrepresented as differentially regulated in the RNA-seq dataset. 

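In strain A next to C, 8 of 12 tested genes for nitrogen and phosphate uptake rose and 1 fell on day 4. The phosphate transport genes Ga0334680_113636, Ga0334680_113637 and Ga0334680_113638 lie side by side. The binding protein Ga0334680_113636 rose from 20.0 to 775 CPM (log2 fold change 5.20, SE 0.51, adjusted p = 3.2e-10), and the permease Ga0334680_113638 rose from 9.86 to 243 CPM (4.63, SE 0.42, adjusted p = 8.4e-11). Glutamine synthetase Ga0334680_112423, which fixes ammonium, rose from 4.82 to 240.1 CPM (5.76, SE 0.60, adjusted p = 1e-09). Of 37 genes for aerial hyphae and sporulation, 23 fell and 6 rose next to C, and 20 fell and 8 rose next to B. The list also takes gas vesicle genes, so its counts and set test are not of sporulation alone. The paper reports that strain A formed aerial hyphae next to C, while most called genes of this list fell there. The gas vesicle gene Ga0334680_117234 fell next to C (-5.38, SE 0.58, adjusted p = 1.7e-09) and B (-3.81, SE 0.41, adjusted p = 4.8e-09). The stage II sporulation gene Ga0334680_114181 fell next to B (-3.16, SE 0.39, adjusted p = 7.8e-08). In the phosphotransferase system, which imports sugars, 4 of 7 genes fell next to C, among them the N-acetylglucosamine component Ga0334680_111553 (from 315 to 18.5 CPM, -4.01, SE 0.31, adjusted p = 3.2e-12) and HPr Ga0334680_115718 (-2.46, SE 0.38, adjusted p = 1.4e-06). Next to B 1 rose and 2 fell. Of 5 sulfur assimilation genes, 4 fell next to C, such as sulfite reductase Ga0334680_115978 (-1.77, SE 0.27, adjusted p = 1.1e-06), and 3 fell next to B. Nitrogen and phosphate uptake differed from the other genes as a set next to C (camera adjusted p = 0.00171; 0.247 with an estimated correlation), with 9 higher and 1 lower adjusted over the list alone. Sporulation did so next to C (adjusted p = 0.00171; 0.0165 with an estimated correlation; 7 higher and 23 lower adjusted over the list alone) and next to B (0.0117; 0.0943 with an estimated correlation; 8 higher and 21 lower). The phosphotransferase and sulfur lists follow pathways that the study reports from these samples, so their direction is not independent evidence; their adjusted p next to C was 0.101 for both. Ga0334680_113637, Ga0334680_113638, Ga0334680_117234 and Ga0334680_115978 share bases with a gene beside them.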

Despite extensive transcriptional shifts in strain A, no single pathway was significantly enriched. This likely reflects a broad, diffuse regulatory response rather than targeted activation of specific metabolic functions. The pronounced growth response of strain A to partner strains suggests that widespread expression changes may obscure individual pathway-level significance.

The other strains – B, C and D – all had pathways differentially overrepresented in response to partners, with amino acid, carbon metabolism and phosphotransferase systems featuring prominently (Figures S15, S16 & S17). 

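On day 4 next to strain A, 8 of 67 amino acid biosynthesis genes of strain D rose, among them argininosuccinate synthase Ga0104731_00938 (log2 fold change 1.47, SE 0.24, adjusted p = 0.00013) and argininosuccinate lyase Ga0104731_02291 (1.15, SE 0.26, adjusted p = 0.0037), adjacent steps of arginine synthesis. Of 17 genes for branched-chain amino acid synthesis 3 rose, with ketol-acid reductoisomerase Ga0104731_07027 going from 386 to 854 CPM (1.14, SE 0.17, adjusted p = 2.1e-05). In glycolysis 8 of 27 rose and 1 fell. Enolase Ga0104731_06092 (0.99, SE 0.19, adjusted p = 0.001) and glucose-6-phosphate isomerase Ga0104731_08246 (1.26, SE 0.26, adjusted p = 0.0015) rose, and 1-phosphofructokinase Ga0104731_05932, which acts on imported fructose, fell (-2.08, SE 0.35, adjusted p = 0.00019). Of 6 phosphotransferase genes 2 rose and 1 fell, the fructose component Ga0104731_05934 (-1.76, SE 0.29, adjusted p = 0.00013). Strain B next to A raised 2 of 14 genes for degradation of branched-chain amino acids, the leucine degradation enzymes 3-methylcrotonyl-CoA carboxylase Ga0151166_3486 (from 31.4 to 117 CPM, 1.90, SE 0.28, adjusted p = 7.7e-05) and hydroxymethylglutaryl-CoA lyase Ga0151166_3488. In D the camera adjusted p was 0.00301 for amino acid biosynthesis, 0.00359 for the branched-chain list, 0.00302 for glycolysis and 0.682 for the phosphotransferase system (adjusted p = 0.21, 0.199 and 0.272 for the former 3 with an estimated correlation). In B degradation had 0.0389 (0.146 with an estimated correlation). Adjusted over the list alone, D had 9 higher, 5 higher, 11 higher and 2 lower, and 3 higher and 1 lower in these lists, and B 2 higher. All are pathways that the study reports from this dataset, glycolysis for D next to C, so their direction is not independent evidence. Ga0104731_08246, Ga0104731_05932, Ga0104731_05934 and Ga0151166_3488 have an end inside a neighbouring gene.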

Temporal PCA analysis highlights strain C as the dominant driver of transcriptional variation across partner strains (Fig. 4A). 

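Partner explained 51.89% of the variance between the 34 samples of strain A in log2 CPM, and day 7.595%. Setting strain A next to C against the rest explained 29.81%, next to itself 18.12%, next to B 11.15% and next to D 10.64%. In strain D partner explained 24.41% and day 10.75%, with 14.01% for D next to C. In strain B day took more than partner (19.33% and 14.07%), and B next to C took 9.183%. In strain C day again took more than partner (21.03% and 11.8%), with 4.962% for C next to D and 4.611% for C next to itself. The first and second principal components carried 49.26% and 13.47% of the variance in A, 24.97% and 15.32% in B, 22.04% and 13.23% in C and 15.73% and 10.69% in D. Components were taken from log2 CPM with a prior count of 2, centred and not scaled, over the tested genes of each strain; no p-value goes with these shares. The sample with the fewest reads, day 2 mix 4 replicate 2, stood apart: its first component was 142.16 in B, where the others lay between -20.40 and 17.87, and its second was -96.67 in C, where the others lay between -30.00 and 17.51. The shares of B and C rest partly on this 1 sample. Over the 500 most variable genes, the first component carried 73.97% in A, 41.28% in B, 48.41% in C and 31.82% in D.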

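Next to strain C on day 4, strain D lowered a block of genes for sorbitol and mannitol uptake. The binding protein gene Ga0104731_02781 fell from 80.4 ± 19.3 to 1.30 ± 1.14 CPM (SD, n = 3 each; log2 fold change -5.87, SE 0.53, adjusted p = 1.1e-10), and the adjacent DeoR family regulator Ga0104731_02780 fell from 119 to 4.48 CPM (-4.69, SE 0.44, adjusted p = 1.7e-10). The permease genes Ga0104731_02782 (-3.60, SE 0.50, adjusted p = 2e-06) and Ga0104731_02783 (-4.03, SE 0.62, adjusted p = 8.5e-06) and the dehydrogenase gene Ga0104731_02784 (-3.63, SE 0.48, adjusted p = 5.4e-07) fell with them. In the phosphotransferase system the fructose component Ga0104731_05934 fell from 254 to 37.0 CPM (-2.79, SE 0.32, adjusted p = 2.3e-08); of 6 genes tested 1 was higher and 2 lower. Of 67 amino acid biosynthesis genes 10 were higher, among them diaminopimelate decarboxylase Ga0104731_06790 of lysine synthesis (1.04, SE 0.27, adjusted p = 0.0067) and the gene Ga0104731_02437, annotated as acetylornithine deacetylase or succinyl-diaminopimelate desuccinylase (0.87, SE 0.19, adjusted p = 0.0011). Of 17 branched-chain amino acid biosynthesis genes 3 were higher, such as ketol-acid reductoisomerase Ga0104731_07027 (1.18, SE 0.17, adjusted p = 2e-06). Of 10 sulfur assimilation genes 4 were higher and 1 lower, with sulfite reductase Ga0104731_07792 (2.17, SE 0.36, adjusted p = 2.5e-05) and sulfate adenylyltransferase Ga0104731_07788 (1.89, SE 0.43, adjusted p = 0.0017) among the higher. The camera adjusted p was 0.0267 for amino acid biosynthesis (0.335 with an estimated correlation), 0.0267 for the branched-chain list (0.327 with an estimated correlation), 0.505 for the phosphotransferase system, whose median and test differ in sign, and 0.136 for sulfur assimilation. Adjusted over the list alone, 10, 8, 3 and 5 genes of these lists were higher, and 2 phosphotransferase genes and 1 sulfur gene lower. The study chose these pathways on these samples, so their direction is not independent evidence. Ga0104731_02781, Ga0104731_02782, Ga0104731_02783, Ga0104731_02784, Ga0104731_05934, Ga0104731_07792 and Ga0104731_07788 share bases with a gene beside them.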

Notably, strain D experiences significant downregulation of amino acid biosynthesis, carbon metabolism, phosphotransferase activity, and fructose/mannose metabolism when co-cultured with strain C (Figure S17). In contrast, pyruvate metabolism and glycolysis are upregulated, suggesting metabolic adaptation to competitive stress. 

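In strain D next to C 11 of 27 glycolysis genes were higher and 1 lower on day 4. Glyceraldehyde-3-phosphate dehydrogenase Ga0104731_00810 rose from 626 to 3424 CPM (log2 fold change 2.44, SE 0.34, adjusted p = 2.1e-06), pyruvate kinase Ga0104731_06856, the step that makes pyruvate, rose (0.86, SE 0.16, adjusted p = 0.00016), and so did enolase Ga0104731_06092 (1.02, SE 0.19, adjusted p = 0.00023). The lower gene, 1-phosphofructokinase Ga0104731_05932, fell from 126 to 13.8 CPM (-3.18, SE 0.39, adjusted p = 1.5e-07). Of 49 genes of the citrate cycle and pyruvate dehydrogenase 14 were higher and 3 lower, with pyruvate dehydrogenase Ga0104731_03136 (0.92, SE 0.19, adjusted p = 0.00086) and fumarase Ga0104731_06500 (1.04, SE 0.16, adjusted p = 1.1e-05) among the higher. Glycolysis had a camera adjusted p of 0.00294 and the citrate cycle list 0.0109 (adjusted p = 0.327 and 0.335 with an estimated correlation). Adjusted over the list alone, 14 glycolysis genes were higher and 2 lower, and 17 citrate cycle genes higher and 3 lower. The paper reports glycolysis and pyruvate metabolism as higher in these samples, so their direction is not independent evidence. From these pathways the paper proposes a metabolic adaptation of strain D to competition. In coordinates Ga0104731_05932 overlaps a neighbouring gene.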

The corresponding inhibition of strain D’s growth further supports a resource-driven interaction dynamic (Fig. 2B and C). However, some similar responses are seen in strain B to C, without the corresponding phenotypic inhibition. 

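Strain B next to C raised all 6 ATP synthase genes tested and all 5 of sulfur assimilation on day 4. The ATP synthase alpha subunit Ga0151166_6086 rose from 1099.7 to 2940.3 CPM (log2 fold change 1.42, SE 0.16, adjusted p = 2.3e-08) and the gamma subunit Ga0151166_6087 rose with it (1.58, SE 0.18, adjusted p = 3.8e-08). Sulfate adenylyltransferase Ga0151166_6797 rose from 50.0 to 209 CPM (2.08, SE 0.24, adjusted p = 5.3e-08), and sulfite reductase Ga0151166_6801 also rose (2.09, SE 0.28, adjusted p = 5.8e-07). Glyceraldehyde-3-phosphate dehydrogenase Ga0151166_0346 rose (1.71, SE 0.29, adjusted p = 3.9e-05), within a glycolysis list of 27 with 3 higher and 2 lower. The N-acetylglucosamine phosphotransferase component Ga0151166_3600 fell (-1.85, SE 0.36, adjusted p = 0.00027), 1 of 2 lower among 5. Of 30 genes of NADH dehydrogenase complex I 10 fell, among them subunit L Ga0151166_5272 (-0.76, SE 0.19, adjusted p = 0.004). Of 57 amino acid biosynthesis genes 4 rose and 5 fell, with methionine synthase Ga0151166_2173 higher (1.16, SE 0.22, adjusted p = 0.00015) and histidinol-phosphate aminotransferase Ga0151166_4654 lower (-1.10, SE 0.22, adjusted p = 0.00031). The camera adjusted p was 6.97e-11 for ATP synthase and 4.05e-09 for sulfur assimilation, and both lists keep an adjusted p under 0.05 with an estimated correlation (0.000602 and 0.0315). It was 0.904 for glycolysis, 0.313 for the phosphotransferase system, 0.0777 for complex I and 0.994 for amino acid biosynthesis. Adjusted over each list alone the counts were unchanged, except 1 higher and 11 lower in complex I. Sulfur, phosphotransferase and amino acid lists were chosen by the study on these samples and are not independent evidence of direction. Ga0151166_6087, Ga0151166_6797 and Ga0151166_6801 overlap a neighbouring gene.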

Comparing strain B grown axenically with strain C paired-culture, valine, leucine and isoleucine biosynthesis pathways are significantly downregulated, and corresponding degradation pathways upregulated (Figure S15). 

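For synthesis of branched-chain amino acids, strain B next to C had 2 of 15 tested genes lower on day 4. L-threonine ammonia-lyase Ga0151166_8062, the entry step to isoleucine, fell (log2 fold change -1.45, SE 0.27, adjusted p = 0.00016). For their degradation 2 of 14 genes were higher, 3-methylcrotonyl-CoA carboxylase Ga0151166_3486 (1.48, SE 0.28, adjusted p = 0.00018) and hydroxymethylglutaryl-CoA lyase Ga0151166_3488 (1.71, SE 0.31, adjusted p = 9.8e-05), both of leucine degradation. The camera adjusted p was 0.484 for synthesis and 0.441 for degradation. Adjusted over the list alone, 2 synthesis genes were lower, and 2 degradation genes were higher and 1 lower. Both lists were chosen by the study on these samples and give no independent evidence of direction. Ga0151166_8062 and Ga0151166_3488 share bases with a gene beside them.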

Figure 4B summarises the results of a differential expression analysis of the transcriptomics data for day 4. 

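On day 4 strain A next to C had 2304 changed genes of 6952 tested (33.14%), 1316 higher and 988 lower than in axenic colonies. Genes not read at all in axenic colonies were read next to C. The transaminase gene Ga0334680_116072 reached 192 ± 36.6 CPM (SD, n = 3), at least 211-fold higher, and the acyl-CoA dehydrogenase gene Ga0334680_116486 181 ± 48.2 CPM, at least 199-fold higher, each against a floor of 3 counts over the axenic group. Ga0334680_116478, a predicted outer membrane protein, was at least 161-fold higher, the ABC transporter gene Ga0334680_111296 at least 123-fold and the succinyltransferase-like gene Ga0334680_116054 at least 117-fold (adjusted p = 5.2e-09, 2.9e-06, 2.9e-06, 8.5e-07 and 1.9e-07). The ArsR family regulator Ga0334680_116885 was at least 76.1-fold higher and the heavy-metal chelation protein Ga0334680_115732 at least 72.1-fold (adjusted p = 6.7e-09 and 4.4e-07). The carboxylesterase gene Ga0334680_11384 went from 11.6 ± 4.85 to 10071 ± 2188 CPM (log2 fold change 9.67, SE 0.72, adjusted p = 1.1e-12). Among the lowered genes are some of sporulation and of gas vesicles. The WhiB family regulator Ga0334680_114664 fell from 359 to 0.863 CPM, a ratio of 405 (counting interval 112 to 3352), the sporulation and cell division gene ssgA, Ga0334680_113216, by a ratio of 243 (interval 67.1 to 2012) and the gas vesicle gene Ga0334680_117229 by 210.3 (interval 37.5 to 8331); their adjusted p was 8.6e-13, 1.7e-09 and 7.2e-11. The DNA repair protein Ku gene Ga0334680_115196 fell from 533 to 2.51 CPM (-7.59, SE 0.74, adjusted p = 2.7e-10). The CsbD-like gene Ga0334680_117226 was at least 53.8-fold lower, the gas vesicle gene Ga0334680_117235 at least 11.1-fold, and the phage genes Ga0334680_113833 and Ga0334680_113834 at least 11.8-fold and 7.89-fold (adjusted p = 0.00012, 0.00032, 8.6e-06 and 0.00073). The regulator Ga0334680_116494, annotated for molybdate transport, was at least 8.81-fold lower and the 16S rRNA gene Ga0334680_113086 at least 14.1-fold (adjusted p = 0.00033 and 8.8e-05); rRNA reads were removed before counting, so the latter is a remainder. Ga0334680_116072, Ga0334680_115732, Ga0334680_117235 and Ga0334680_113086 have an end inside a neighbouring gene.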

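Next to B on day 4, strain A had 1115 changed genes (16.04% of those tested), 581 higher and 534 lower. The oligopeptide-binding protein gene Ga0334680_114981 rose from 9.07 ± 2.75 to 895 ± 368 CPM (log2 fold change 6.55, SE 0.59, adjusted p = 2.6e-10), and the oleandomycin transport genes Ga0334680_112491 (6.46, SE 0.49, adjusted p = 1.6e-11) and Ga0334680_112492 (5.53, SE 0.43, adjusted p = 1.9e-11) rose too. The NlpC family hydrolase Ga0334680_114499 rose from 10.5 to 764 CPM (6.11, SE 0.40, adjusted p = 1.2e-12) and the LysM domain protein Ga0334680_113156 from 46.9 to 2465 CPM (5.69, SE 0.58, adjusted p = 2.4e-09). Alpha-glucosidase Ga0334680_112440 (5.60, SE 0.59, adjusted p = 4.3e-09) and the acyl-CoA ligase Ga0334680_116488 (5.90, SE 1.12, adjusted p = 6.2e-05) rose. The trans-aconitate methyltransferase Ga0334680_113192 fell from 1446 to 35.8 CPM (-5.34, SE 0.67, adjusted p = 1e-07) and the adjacent glyoxalase family gene Ga0334680_113191 from 1258 to 31.5 CPM (-5.32, SE 0.59, adjusted p = 1.1e-08). The AraC-like regulator Ga0334680_11299 (-4.88, SE 0.54, adjusted p = 9.1e-09), the anti-anti-sigma factor Ga0334680_116764 (-5.11, SE 0.46, adjusted p = 2.5e-10), the lanthionine synthetase-like gene Ga0334680_116794 (-4.79, SE 0.38, adjusted p = 2.8e-11) and the peptide or nickel transport gene Ga0334680_115859 (-5.75, SE 0.83, adjusted p = 1.2e-06) fell. Next to D, 268 genes changed, 123 higher and 145 lower. The steroid reductase family gene Ga0334680_111342 rose from 3.34 to 75.8 CPM (adjusted p = 1.1e-09), Ga0334680_11550 from 30.4 to 723 (adjusted p = 4.8e-09) and Ga0334680_116547, a D-inositol-3-phosphate glycosyltransferase, from 17.6 to 259.8 (adjusted p = 4.9e-10). The glycosyltransferase Ga0334680_115045 was at least 8.19-fold lower (adjusted p = 0.003) and biotin carboxylase Ga0334680_116808 fell from 16.4 to 1.43 CPM (adjusted p = 0.002). The count next to D was 174 without day 4 mix 4 replicate 1. Ga0334680_112491, Ga0334680_112492, Ga0334680_112440, Ga0334680_116488, Ga0334680_116764, Ga0334680_116794, Ga0334680_115859, Ga0334680_111342, Ga0334680_11550 and Ga0334680_115045 overlap a neighbouring gene.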

Each volcano plot shows the differentially expressed genes identified when comparing the gene expression profile of the focus strain grown next to each partner, when compared with the axenic culture. Not surprisingly, the number of differentially expressed genes correlates with the phenotypic changes shown in Fig. 2A. 

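Of strains B, C and D, strain B next to C changed the most genes on day 4, 223 (132 higher, 91 lower). In strain D 186 genes changed next to C (101 higher, 85 lower), 113 next to B (93 higher, 20 lower) and 82 next to A (37 higher, 45 lower). In strain C 32 changed next to D (14 higher, 18 lower), 26 next to A (22 higher, 4 lower) and 15 next to B (7 higher, 8 lower). Strain B had 11 next to A (7 higher, 4 lower) and 4 next to D. With the samples of each strain thinned to its own smallest total, B next to C had 51 and D next to C had 92. These totals were 276169 reads in B and 369668 in D, so the 2 strains were not compared at the same depth. Which of these 2 changed more genes may depend on depth. In B next to C the ABC-2 type transporter genes Ga0151166_6167 and Ga0151166_6168 rose from 3.18 to 1404 ± 639 CPM (SD, n = 3; log2 fold change 8.52, SE 0.52, adjusted p = 8.8e-15) and from 2.20 to 619 CPM (8.22, SE 0.49, adjusted p = 8.8e-15), and the adjacent histidine kinase Ga0151166_6169 rose (5.51, SE 0.34, adjusted p = 8.8e-15). Carbonic anhydrase Ga0151166_6736 (6.60, SE 0.60, adjusted p = 2.8e-10) and the tellurite resistance gene terC, Ga0151166_2517 (5.34, SE 0.38, adjusted p = 5.7e-13), rose, while the high-affinity nickel transport gene Ga0151166_7538 (-3.92, SE 0.29, adjusted p = 9e-13), the adjacent Fe-Mn superoxide dismutase Ga0151166_7539 (-3.29, SE 0.26, adjusted p = 1.2e-11) and the protease-like gene Ga0151166_2826 (-4.26, SE 0.43, adjusted p = 3.4e-09) fell. In D the hydroxylase Ga0104731_05386 went from 4.90 to 3589.9 ± 283 CPM next to C (log2 fold change 9.49, adjusted p = 3.2e-08), the ABC-2 type transporter genes Ga0104731_02211 and Ga0104731_06893 had log2 fold changes of 7.95 and 7.89 (adjusted p = 2.9e-15 and 3e-15), and the drug exporter Ga0104731_00999 fell from 144 to 2.29 CPM (adjusted p = 6e-11). Next to B, D raised glutamine synthetase Ga0104731_03167 from 10.8 to 336 CPM (adjusted p = 4.2e-11), the ammonium transporter Ga0104731_07135 from 4.29 to 143 (adjusted p = 1.4e-07) and the WhiB family regulator Ga0104731_08388 by a ratio of 97.8 (counting interval 26.9 to 811, adjusted p = 1.4e-07). Next to A, D raised formate dehydrogenase Ga0104731_02054 from 455 to 2703 CPM (adjusted p = 1e-07) and lowered the phenylacetate degradation genes Ga0104731_08832, at least 19.9-fold (adjusted p = 0.0006), and Ga0104731_08835, from 36.4 to 2.52 CPM (adjusted p = 3.4e-05). The count of D next to A was 47 without day 4 mix 3 replicate 2. The paper states that the number of differentially expressed genes correlates with the changes in phenotype of Fig. 2A. Ga0151166_6167, Ga0151166_6168, Ga0151166_6169, Ga0104731_02211, Ga0104731_06893, Ga0104731_07135, Ga0104731_08832 and Ga0104731_08835 share bases with a gene beside them.

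**Figure D1:**
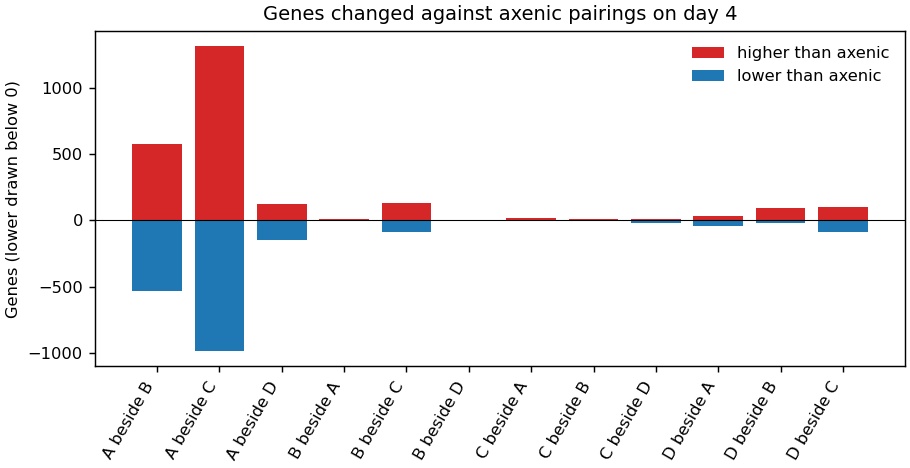
Number of genes higher (bars above 0) and lower (bars below 0) than in axenic colonies on day 4, for each focal strain and partner. Strain A next to C has the tallest bars, 1316 higher and 988 lower.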

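The smaller responses concern few genes. In B next to A the adjacent TetR family regulator Ga0151166_7490 and MFS transporter Ga0151166_7489 rose from 8.93 ± 3.31 to 218 ± 33.2 CPM and from 17.3 ± 4.77 to 180.0 ± 7.56 CPM (adjusted p = 2.7e-09 and 1.6e-05), and the DNA translocase gene Ga0151166_6053 of the FtsK family fell from 51.9 to 5.05 CPM (adjusted p = 1.2e-05). In C next to A the mucin-like gene Ga0181102_4580 rose from 519 ± 188 to 2914 ± 799 CPM (adjusted p = 4.9e-06), with the fatty acid synthesis gene Ga0181102_6356, an enoyl reductase, at a log2 fold change of 2.14 (adjusted p = 6.4e-05). Next to B, C lowered the CBS domain genes Ga0181102_0688 and Ga0181102_0696 (log2 fold change -2.35 and -2.39, adjusted p = 0.00015 and 0.001) and raised the flavin reductase Ga0181102_3415 (2.09, adjusted p = 0.00014). Another split of these 6 libraries into groups of 3 called 125 genes, against 15 by partner. Next to D, C raised the histidine kinase Ga0181102_6770 from 40.7 to 261 CPM (adjusted p = 0.00016) and the adjacent Ga0181102_6771 (adjusted p = 6.7e-05). The 4 genes of B next to D are Ga0151166_6148, a dicarboxylate transport gene (2.22, adjusted p = 0.021), Ga0151166_6053 (-2.16, adjusted p = 0.019) and, named after their values were seen, the hypothetical genes Ga0151166_4748 (3.04, adjusted p = 0.0359) and Ga0151166_3015 (-2.55, adjusted p = 0.047). The adjusted p of Ga0151166_6148 there is 0.0668 and 0.213 without mix 1 replicates 1 and 2 and 0.106 and 0.157 without mix 3 replicates 1 and 2, and that of Ga0151166_6053 is 0.0555 without mix 1 replicate 2 and 0.0834 and 0.155 without mix 3 replicates 1 and 2. On day 4 without a given library these counts moved as follows. B next to D had 2 without mix 1 replicate 1, 1 without mix 1 replicate 2, 0 without mix 3 replicate 1 and 1 without mix 3 replicate 2. C next to A had 59 without mix 1 replicate 1, 11 without mix 1 replicate 2, 14 without mix 1 replicate 3, 16 without mix 3 replicate 1 and 6 without mix 3 replicate 2. C next to B had 69 without mix 1 replicate 1, 4 without mix 1 replicate 2, 6 without mix 1 replicate 3 and 52 without mix 2 replicate 1. C next to D had 125 without mix 1 replicate 1, 6 without mix 1 replicate 2, 11 without mix 1 replicate 3, 20 without mix 4 replicate 1 and 9 without mix 4 replicate 3. Ga0181102_6770, Ga0181102_6771 and Ga0151166_4748 have an end inside a neighbouring gene.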

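Some ribosomal protein genes of strain A were higher or lower next to every partner. Next to D 38 of 72 were higher and 2 lower, next to B 30 higher and 8 lower, and next to C 19 higher and 14 lower. Of all 6952 tested genes 738 were higher and 703 lower next to D at the same adjusted p. Next to B these were 1559 and 1526, and next to C 2069 and 1925. The ribosomal protein genes S12P Ga0334680_114583 (log2 fold change 1.28, SE 0.21, adjusted p = 7.4e-05) and S7P Ga0334680_114584 (1.67, SE 0.29, adjusted p = 0.00015) rose next to D, and L10P Ga0334680_114578 (1.57, SE 0.22, adjusted p = 8e-07) and S3P Ga0334680_114605 (1.91, SE 0.29, adjusted p = 2.4e-06) next to B. Of 46 genes of the citrate cycle and pyruvate dehydrogenase, 12 rose and 11 fell next to D, 19 rose and 10 fell next to B, and 12 rose and 18 fell next to C. Citrate synthase Ga0334680_112858 (1.79, SE 0.27, adjusted p = 2.4e-05) and succinate dehydrogenase Ga0334680_114743 (2.14, SE 0.32, adjusted p = 1.8e-05) rose next to D, while aconitase Ga0334680_115871 fell next to C (-2.98, SE 0.27, adjusted p = 7.3e-11). In glycolysis 7 of 24 rose and 6 fell next to C, with glyceraldehyde-3-phosphate dehydrogenase Ga0334680_11263 going from 231 to 6673 CPM (4.85, SE 0.36, adjusted p = 1.1e-12). Of 5 ATP synthase genes 3 rose and 1 fell next to C, among them subunit B Ga0334680_115251 (2.34, SE 0.29, adjusted p = 2.9e-08). In strain D next to C, 7 of 27 complex I genes and 4 of 5 ATP synthase genes rose, such as NADH dehydrogenase subunit F Ga0104731_04453 (1.49, SE 0.18, adjusted p = 1.5e-07) and ATP synthase subunit C Ga0104731_06806 (1.78, SE 0.24, adjusted p = 8.5e-07). Camera's adjusted p for ribosomal proteins was 9.31e-13 in A next to D (0.294 with an estimated correlation), 0.0997 next to B and 0.953 next to C; adjusted over the list alone the counts were 42 higher and 2 lower, 31 and 9, and 18 and 14. This list also takes enzymes that modify the ribosome, such as RimI acetylases; of 55 ribosomal proteins proper, a list made after the data were seen, 26 rose and 7 fell next to B. The citrate cycle list takes the trans-aconitate methyltransferase Ga0334680_113192 by its name, which is not an enzyme of the cycle. For D next to C camera gave an adjusted p of 0.00228 for complex I and 1.22e-05 for ATP synthase (adjusted p = 0.0745 and 0.0745 with an estimated correlation), and for A next to C 0.728 for the citrate cycle, 0.983 for glycolysis and 0.554 for ATP synthase. Ga0334680_114605, Ga0334680_115251 and Ga0104731_04453 overlap a neighbouring gene.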

Whilst it is apparent that the expression of core metabolism genes in these strains adjusts to neighbouring bacteria, suggestive of competition for local nutrients as expected, there is no apparent correlation with observed inhibitory phenotypes. Given the presence of tens of BGCs for putative secondary metabolites in each strain, it is reasonably likely antibiotic production drives the observed inhibitions.

**Fig. 3:**
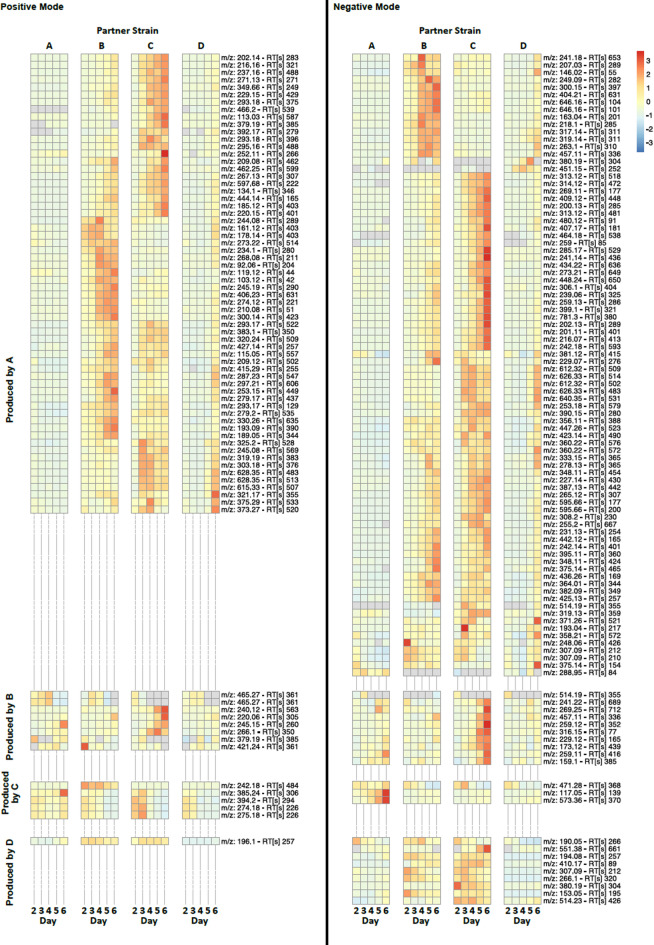
Heatmaps of the normalised intensities associated with the ions likely produced by the different strains. The peaks to display were chosen based on significant difference from self (e.g. A-C vs. A-A) and the inverse partner (e.g. A-C vs. C-A) in at least one time point. Intensities were row-scaled (Z-scores) to visualise relative intensity patterns. Ions detected in positive mode are on the left and in negative mode on the right. Each column represents one sampling day, and each group of columns represents one partner strain.

**Fig. 4:**
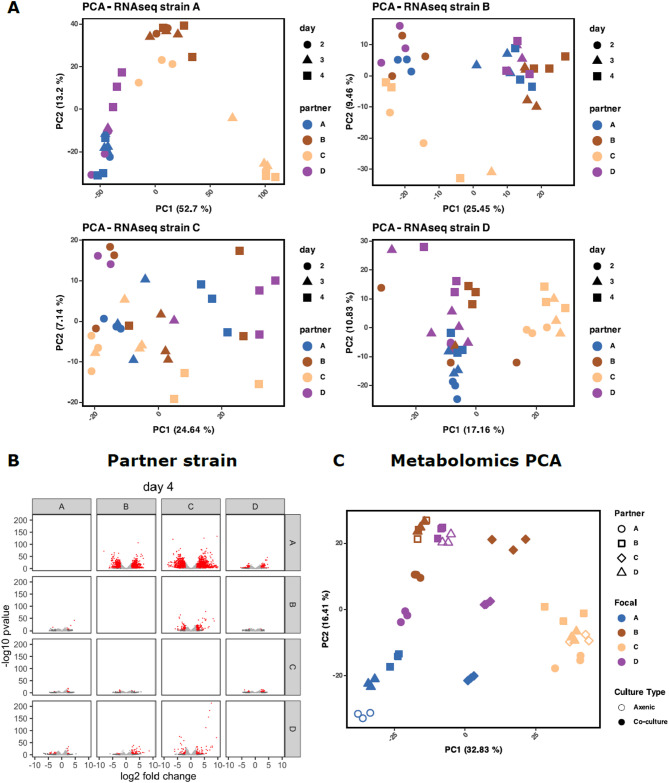
(**A**) Temporal PCA of transcriptomics datasets. (**B**) Volcano plots of fold change with respect to axenic pairings on day 4. Genes with significant adjusted p-values (< 0.05) and a log_2_fc > 2 or < − 2 are indicated in red. (**C**) PCA of detected LC-MS peaks on day 4. Intensity data for peaks collected in negative and positive modes were cleaned and aggregated.

### The BGC for the siderophore desferrioxamine is well conserved in the four strains, yet production is highly varied

Manual inspection of the annotated LC-MS dataset revealed an enrichment of desferrioxamine (DFO)-related ions in strain C, with weaker production in strains B and D, and none in strain A. This pattern mirrored preliminary observations that both iron supplementation and commercially sourced desferrioxamine B (DFO-B) could stimulate growth in strain A, prompting us to examine whether DFOs contribute to the interaction phenotypes observed.

Desferrioxamines are a group of related hydroxamate siderophores of clinical importance first discovered in *Streptomyces pilosus*, where they were described as growth factors (“Wuchsstoffe”)^38^. The DFO biosynthetic pathway has been elucidated in *Streptomyces coelicolor* M145, which primarily produces desferrioxamine E (DFO-E, Fig. 5A), as well as DFO-B and related metabolites^39^,^40^. 

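In strain A the desferrioxamine genes lie side by side on the chromosome: desE Ga0334680_112881, which encodes the binding protein for ferrioxamine, desF Ga0334680_112882, desA Ga0334680_112883, desB Ga0334680_112884, desC Ga0334680_112885 and desD Ga0334680_112886, the last of which joins the hydroxamate units. In strain B they are desE Ga0151166_3490, desA Ga0151166_3493, desB Ga0151166_3494, desC Ga0151166_3495 and desD Ga0151166_3496. In strain C they run from desD Ga0181102_5199 to desE Ga0181102_5204, and in strain D from desE Ga0104731_03923 to desD Ga0104731_03928, each with desF between desE and desA. In every strain desA to desD overlap at their ends, so reads at the joints may count for either gene. On day 4 in axenic colonies (n = 3) the reads of desE came to 416 ± 125 CPM in A, 127 ± 23.8 in B, 1603 ± 149 in C and 235 ± 64.4 in D, with SDs after ±.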

The BGC is well conserved across *Streptomyces*, including the four strains of interest here, where biosynthesis genes *desA*, *desB*, *desC*, *desD* show 81–94% amino acid similarity to their *S. coelicolor* homologs, and are identified by antiSMASH^41^ (Fig. 5B). *desE* encodes a siderophore binding protein involved in ferrioxamine uptake^42^, and is conserved in our strains. However, *desF*, which encodes a putative ferrioxamine reductase, is absent in the BGC of strain B, which instead has ORFs encoding an IS106/110/902 family transposase and a short hypothetical protein. 

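In place of desF, strain B has the genes Ga0151166_3491, annotated as a hypothetical protein, and Ga0151166_3492, annotated as an IS transposase, between desE Ga0151166_3490 and desA Ga0151166_3493. On day 4 in axenic colonies Ga0151166_3491 was at 4.45 ± 2.86 CPM and Ga0151166_3492 at 1.79 ± 0.936 CPM (SD, n = 3). The desF genes of the other strains, Ga0334680_112882, Ga0181102_5203 and Ga0104731_03924, were at 191 ± 20.6, 644 ± 28.4 and 159.7 ± 59.7 CPM. The transposase may share reads with copies elsewhere, which the authors' alignment discarded.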

No orthologs to *desF* are present elsewhere in the genome of strain B suggesting it may have an alternative strategy for the release of iron from DFOs.

Here we focus on the linear desferrioxamine B (DFO-B), as its medical use renders it readily available for biochemical assay use. Desferrioxamine E was also identified in the LC-MS analyses (Supplementary Figure S8) but was only available for purchase in small quantities in the ferrioxamine E form, already bound to iron, and therefore less well integrated with the accompanying biochemical tests.

Metabolomic analysis revealed strain C to be the highest DFO-B producer under the conditions tested, with the highest ion counts at all timepoints. DFO-B was also observed from strain B at a lower level from day 5 onwards (Fig. 5C). The metabolomic extraction method used captured both exo- and endo-metabolites, hence the detection of diffusible compounds, such as DFO-B, produced by the partnering strain should be expected. This explains the DFO-B corresponding ions detected in all strains when in combination with the strongly producing C. Notably, no DFO-B was detected from strain A axenic cultures.

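In axenic strain C the biosynthesis gene desA, Ga0181102_5202, was at 1465 ± 133 CPM on day 2, 2801 ± 639.9 on day 3 and 2946 ± 89.9 on day 4 (SD, n = 3 each). On day 4 desB Ga0181102_5201 was at 1983 CPM, desD Ga0181102_5199 at 2029 and desC Ga0181102_5200 at 578, and on day 3 the binding protein gene desE was at 1683 CPM. Next to A, B and D on day 4 desA of C had log2 fold changes of -0.06, 0.11 and 0.46 (SE 0.24 each), and the smallest adjusted p of any desferrioxamine gene of C on that day was 0.35. CPM are scaled to each strain's own reads and carry no gene length, so levels compare only roughly between strains and genes.

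**Figure D2:**
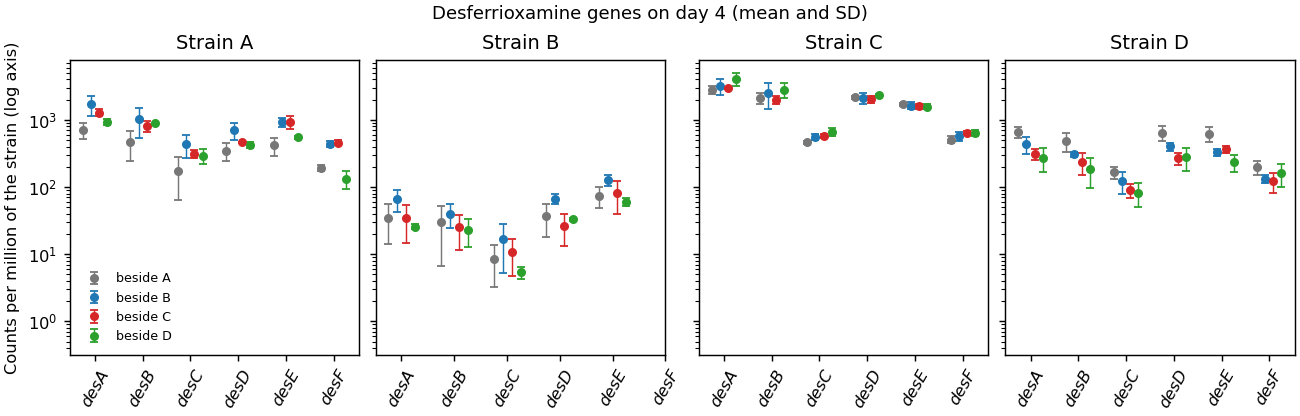
Mean CPM (log axis) of desA to desF in each strain on day 4, with bars for the SD of 3 libraries and a colour for each partner. In axenic colonies desA lies at 2946 CPM in strain C and at 66.0 CPM in strain B.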

A corresponding high level of transcription of the established DFO genes, *desA-E*, was observed in strain C (Fig. 5D). No significant transcription or any increase was observed for strain B by day 4. 

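In axenic strain B desA, Ga0151166_3493, was at 69.2 ± 29.5 CPM on day 2, 66.6 ± 12.0 on day 3 and 66.0 ± 23.4 on day 4. On day 4 desB Ga0151166_3494 was at 40.3 CPM, desC Ga0151166_3495 at 16.8 and desD Ga0151166_3496 at 67.4. On day 2 next to C desA, desD and desE were lower, desA with -4.49, SE 0.89, adjusted p = 0.0026, desD with -2.90, SE 0.52, adjusted p = 0.001 and desE with -3.32, SE 0.56, adjusted p = 0.00057, each a log2 fold change; desB (-3.01, SE 0.73, adjusted p = 0.017) and desC (-3.70, SE 0.91, adjusted p = 0.019) were lower too. With the replicate number as a block the day 2 adjusted p is 0.0552 for desA, 0.0597 for desB and 0.0999 for desC, thinned to equal totals it is 0.684 for desE, 0.976 for desD, 0.926 for desC and 1 for desB, and with 1 library left out up to 0.0818 for desB and 0.102 for desC. On day 4 next to C desA had -0.90, SE 0.51, adjusted p = 0.25, and desD fell (-1.31, SE 0.37, adjusted p = 0.012). The day 4 fall of desD has an adjusted p of 0.0674 without mix 1 replicate 2 and 0.0569 without mix 4 replicate 1. On day 3 next to C (n = 1, with the spread taken from the other groups) desA had -4.01, SE 1.07, adjusted p = 0.033, an adjusted p that becomes 0.1 with the replicate number as a block, 0.0524 without mix 1 replicate 1 and 0.0635 without replicate 3.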

LC-MS analysis of strain B indicated DFO-B production from day 5. No defects (such as nonsense or missense mutations affecting conserved residues) were apparent in the DNA sequence of the DFO BGC of strain A when aligning to other *Streptomyces* species.

DmdR1 is an iron-regulating transcription factor demonstrated to bind to the iron box operator upstream of *desA*^43^. The corresponding gene and iron boxes are conserved in all four strains. 

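The gene for the iron regulator DmdR1 of strain A, Ga0334680_113450, was at 778 ± 349 CPM in axenic colonies on day 4 and at 86.9 ± 22.8 CPM next to C (SD, n = 3 each; log2 fold change -3.14, SE 0.36, adjusted p = 6e-09). It was lower next to C on day 3 (-2.77, SE 0.35, adjusted p = 4.1e-08), next to B on day 4 (-2.30, SE 0.34, adjusted p = 1.3e-06) and next to D on day 4 (-1.51, SE 0.33, adjusted p = 0.0012). In axenic colonies on days 2 and 3 it was at 413 and 630.3 CPM. In the other strains dmdR1 was at 107 CPM in B (Ga0151166_4213), 167 in C (Ga0181102_4592) and 132 in D (Ga0104731_05823) on day 4 in axenic colonies, and no partner moved it there past an adjusted p of 0.05 in edgeR on any day.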

No apparent patterns were observed in *dmdR1* transcription in the strain combinations, although it is notably also highly expressed in strain C, the best DFO producer (Fig. 5D). A second iron-regulating transcription factor, DmdR2 has been described in *S. coelicolor*^43^; however, no orthologs to the corresponding gene are present in the genomes of strains A, B, C and D. DmdR1 is the orthologue of the iron-dependent regulator IdeR from *Streptomyces avermitilis*^27^, and BLAST searches using both proteins return the same single locus in each of our genomes.

*vtlA* encodes a putative VIT1-like exporter that has been implicated as being involved in iron homeostasis in *S. coelicolor*. The encoding gene, *vtlA*, has a DmdR1 operator box upstream, and is part of the CatR regulon^44^. 

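The annotation names no vtlA, so both genes annotated as VIT1/CCC1 family transporters are given for each strain. In strain A Ga0334680_112238 was at 12.8, 13.9 and 14.3 CPM in axenic colonies on days 2, 3 and 4, and Ga0334680_112413 at 6.21, 12.0 and 11.3. Ga0334680_112238 rose next to C on day 2, to 85.8 CPM (log2 fold change 2.81, SE 0.38, adjusted p = 9.3e-07), and next to B on day 2 (1.93, SE 0.38, adjusted p = 0.00012). Ga0334680_112413 fell next to D on day 4 (-3.28, SE 0.81, adjusted p = 0.0038). In strain C Ga0181102_6086 was at 26.2, 22.2 and 11.1 CPM and Ga0181102_6340 at 9.36, 3.09 and 7.37 on the 3 days. In strain D Ga0104731_02675 was at 4.89, 4.11 and 6.56 CPM and Ga0104731_02972 at 281, 92.7 and 53.5; the latter fell next to C on day 2 (-2.59, SE 0.23, adjusted p = 2.2e-10).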

Little expression of *vtlA* was observed in strains A, C and D at any time or partner combination. However, *vtlA* is expressed in strain B, with the DFO BGC largely unexpressed (Fig. 5D). This may be the first indication of an alternative strategy or iron homeostasis state of strain B. The *cdtABC* operon was first implicated in siderophore uptake in pioneering *S. coelicolor* work, where its disruption prevented uptake of salmycin, an antibiotic DFO analogue, yet not DFO-B itself^45^. However, DFO-B was later observed to bind CdtB and DesE in vitro^42^. It is plausible DFO-B uptake is mediated by both in vivo, and this redundancy may explain why *cdtABC* disruption does not prevent DFO-B uptake, however, this remains to be directly confirmed. 

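In strain B the VIT1/CCC1 family genes were Ga0151166_2602, at 278 ± 27.2, 213 ± 26.0 and 215 ± 38.6 CPM in axenic colonies on days 2, 3 and 4 (SD, n = 3 each), and Ga0151166_2371, at 3.52, 4.12 and 5.05 CPM. Which of them is vtlA is not stated in the paper's text. Next to C on day 4 Ga0151166_2602 had a log2 fold change of 0.39 (SE 0.22, adjusted p = 0.25).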

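The annotation names no cdtB. Strain C has the iron complex substrate-binding gene Ga0181102_8037 apart from desE, and in axenic colonies it was at 1268 ± 182 CPM on day 2, 971 ± 324 on day 3 and 709 ± 429.7 on day 4 (SD, n = 3 each). Next to D on day 4 its log2 fold change was -1.19, SE 0.35, adjusted p = 0.07, next to A -0.48, SE 0.35, adjusted p = 0.52 and next to B -0.61, SE 0.35, adjusted p = 0.5.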

In strain C, *cdtB* is strongly expressed, which together with strong expression of *desA-E* and DFO production, seems logical. 

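In strain A, 4 genes are annotated as iron complex substrate-binding proteins apart from desE, and the paper's text pairs none of them with the name cdtB, so all are given. Next to C on day 4 Ga0334680_111320 was at 1106 ± 91.3 CPM against 4.89 ± 2.23 in axenic colonies (SD, n = 3 each; log2 fold change 7.81, SE 0.71, adjusted p = 7.3e-11), and on day 3 at 819 against 5.00 (7.42, SE 0.71, adjusted p = 2.5e-10). On day 2 it had -0.70, SE 0.66, adjusted p = 0.46. Ga0334680_117162 rose next to C on day 3 (5.03, SE 0.73, adjusted p = 5.5e-07) and day 4, to 57.3 CPM (3.80, SE 0.64, adjusted p = 6.6e-06). Ga0334680_115735 was not read in axenic colonies on day 4 and reached 90.9 ± 27.3 CPM next to C, at least 99.9-fold higher (adjusted p = 5e-08). Ga0334680_112505 was at 518 CPM in axenic colonies on day 4 and had a log2 fold change of 0.07, SE 0.42, adjusted p = 0.9 next to C, after being lower on day 2 (-1.91, SE 0.44, adjusted p = 0.0012). The permease gene Ga0334680_111323, close to Ga0334680_111320, rose on day 4 (5.40, SE 0.51, adjusted p = 1.4e-10). Ga0334680_111320, Ga0334680_117162, Ga0334680_115735 and Ga0334680_111323 overlap a neighbouring gene.

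**Figure D3:**
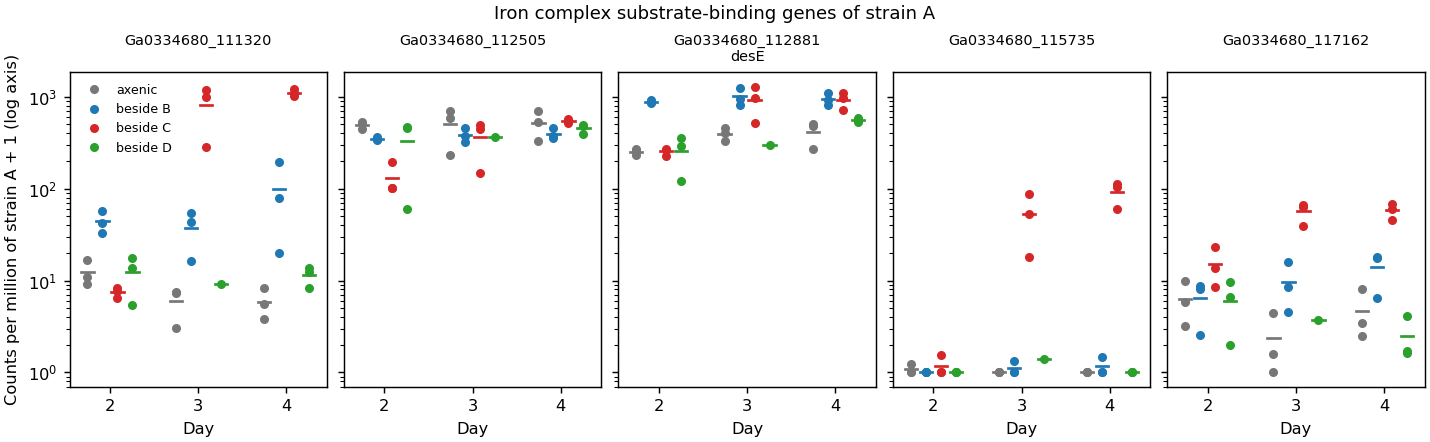
CPM plus 1 (log axis) of the iron complex substrate-binding genes of strain A on days 2, 3 and 4, with a point for each library, a bar for the mean and a colour for each partner. Next to C Ga0334680_111320 lies at 1106 CPM on day 4, and in axenic colonies at 4.89 CPM.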

In strain A, when next to the strong DFO producer C, *cdtB* expression is increased 300–350 fold compared with axenic, albeit where the expression is very low. CdtB strongly binds DFO-B and is thought to facilitate its uptake^42^. 

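Next to strain B, Ga0334680_111320, an iron complex substrate-binding gene of strain A, was at 43.2 ± 12.4 CPM on day 2, 36.7 ± 19.3 on day 3 and 97.4 ± 89.4 on day 4 (SD, n = 3 each). It was higher than in axenic colonies on day 2 (log2 fold change 2.03, SE 0.58, adjusted p = 0.0058), day 3 (3.00, SE 0.69, adjusted p = 0.0009) and day 4 (4.30, SE 0.67, adjusted p = 4e-06). Ga0334680_117162 was higher next to B on day 3 (2.47, SE 0.79, adjusted p = 0.014) and day 4 (1.65, SE 0.65, adjusted p = 0.038). The day 4 call of Ga0334680_117162 ends without day 4 mix 1 replicate 1 (adjusted p = 0.117), mix 1 replicate 3 (0.147), mix 3 replicate 2 (0.0971) or mix 3 replicate 3 (0.0968), and that of day 3 without mix 1 replicate 1 (0.115) or mix 3 replicate 3 (0.109). Ga0334680_111320 and Ga0334680_117162 share bases with a gene beside them.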

A less extreme activation of *cdtB* expression was observed with strain A partnered with B (Fig. 5D), which corresponds with its lesser production of DFOs (Fig. 5C). However, *cdtB* expression remains at very low levels. This makes sense in the context of there being no detectable DFO production by B at the earlier timepoints sampled for RNA-seq, and this also supports confounding factors influencing the B-A interaction other than just DFOs.

Regardless of the intriguing implications of the RNA-seq analyses on how the DFO cluster and related gene expression result in DFO-B production, the metabolomics analysis indicates that strain C is a high DFO producer and strain A, a poor one. Therefore, next, biochemical routes were explored to understand if DFOs have a role in this interaction.

**Fig. 5:**
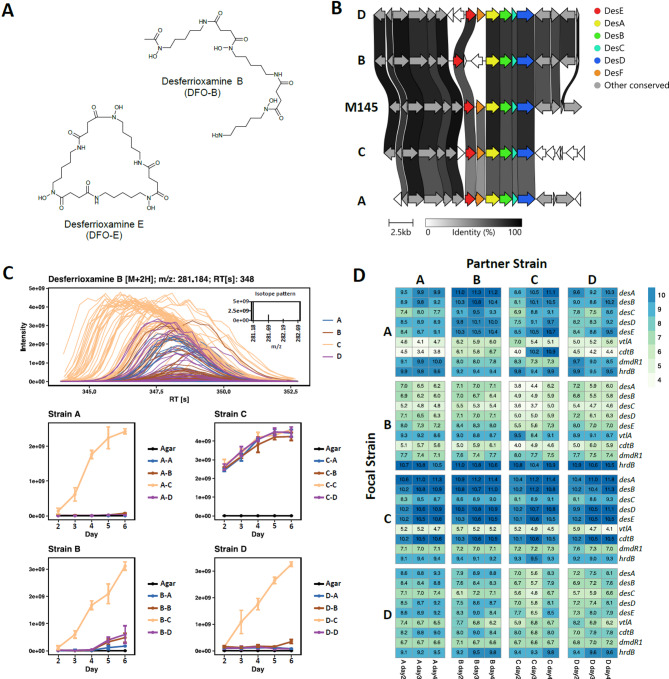
(**A**) Chemical structures of DFO-B and DFO-E. (**B**) Genomic alignment of DFO BGCs, including the model *S. coelicolor* M145. Bars indicate nucleotide identity. The established desferrioxamine BGC is highlighted by the coloured genes. Generated using clinker^46^. (**C**) LC-MS detection of DFO-B. Top panel overlays extracted ion chromatograms showing detected peak shape across the retention time window, and the isotopic spectra. Bottom panels show abundance of ion m/z 281.184 corresponding to DFO-B [M+ 2 H] in each strain combination, including agar controls. (**D**) Heatmap for a curated set of DFO-related genes expression levels and presented in the same grid format as Fig. 3. Expression values shown were obtained using the Median of Ratios method from the DESeq2 package.

### Desferrioxamine B is the major cue underpinning the strain C to A interaction

Strain A displayed a significant change in phenotype when inoculated next to commercial DFO-B (Fig. 6A). This is reminiscent of its interaction with the highly DFO-B producing strain C, with substantial increases in aerial growth, differentiation and size. Similar morphologies in strain A could be elicited with FeCl_3_ (Supplementary Figure S9).

Strain A was inoculated onto ISP2 agar in a 24-well plate with a serial 2-fold dilution of DFO-B from 256 nM to 16 nM, and a 0 nM control. Growth in the microwell plate allowed in situ measurements of colony size and thickness, with 900 (30 × 30) datapoints per reading per well. The response of strain A to low DFO-B concentrations appeared linear (Fig. 6B). Consistently across all tests performed, strain A demonstrated a strong response to DFO-B, ferrioxamine E and iron chloride (Supplementary Figures S9, S10). These observations, in combination with the consistently high production of DFO-B observed in strain C and its absence in strain A, suggest that DFO-B is likely key to the phenotypic interactions observed between strains C and A.

To test the impact of strain C’s DFO production on the interactions, we aimed to generate a strain C mutant deficient in DFO production. However, strain C failed to accept spCas9 CRISPR plasmids pCMU-4 and pCM-4.4 (not shown), which can be a challenge in non-model environmental isolates such as this^47^. Instead, CRISPR base editing was pursued, where a mutant Cas9 variant nicks a targetable sequence, with a fused cytidine deaminase (in the version used in this work) generating cytidine to thymine mutations across a window. This allowed for the generation of nonsense mutations in the gene of interest.

The core DFO biosynthesis gene *desD* was targeted in strain C; deletion of the orthologous gene in *S. coelicolor* has previously been demonstrated to abolish DFO production^39^. Potential protospacers were screened using CRISPyweb^48^, with manual appraisal of suitability of the editing window based on previous findings^49^, with a preference for specificity and occurring early in the gene to ensure disruption of function. Two protospacers were designed to generate Q140* and W241* in *desD*, cloned to pCRISPR-cBEST and mobilised to strain C (Supplementary Figure S11). Edits were appraised by PCR and sequencing, all four of the exconjugants screened were successful mutants. Both mutants were generated for redundancy; both should disrupt DesD functionality as they result in significant truncations of the 589 amino acid protein.

A similar phenotype to WT was observed for the *desD* mutant strains, with no apparent deficiency in growth on agar (Supplementary Figure S12). This suggests that despite strain C’s high production of DFOs, it does not require DFOs for growth in this setting. Indeed, it seems unlikely that iron would be limiting in the rich ISP2 agar used. Chrome azurol solution (CAS) has been developed as a colorimetric biochemical assay for detection of siderophores, including its proven use for DFO detection. This was replicated in this study first in liquid assays using commercially purchased DFO-B. Colorimetric indication of DFO-B was somewhat apparent 1 h post-application, but significantly better differentiated at 16 h post mixing, where DFO-B was detected to 20 µM (*n* = 2, Supplementary Figure S13).

The application of the CAS siderophore assay as an overlay on agar plates successfully detected strain C’s inherent high siderophore production (Fig. 6C), with the orange zone nearly covering the plate. Both of the *desD* nonsense mutation versions abolished siderophore production as detectable by CAS assay, suggestive that the mutations were successful and that DFOs represent the major component of siderophore activity for strain C in this setting. No siderophore activity was observed for axenic strain A. These biochemical observations align with the DFO production as detected by LC-MS. Finally, the strong induction of growth in strain A by strain C was again observed, and abolished with the inactivation of *desD* in strain C (Fig. 6D). This demonstrates that DFO production in C is the driver of the phenotypic response in strain A, mediating this intriguing interaction between these sympatric environmental strains.

**Fig. 6:**
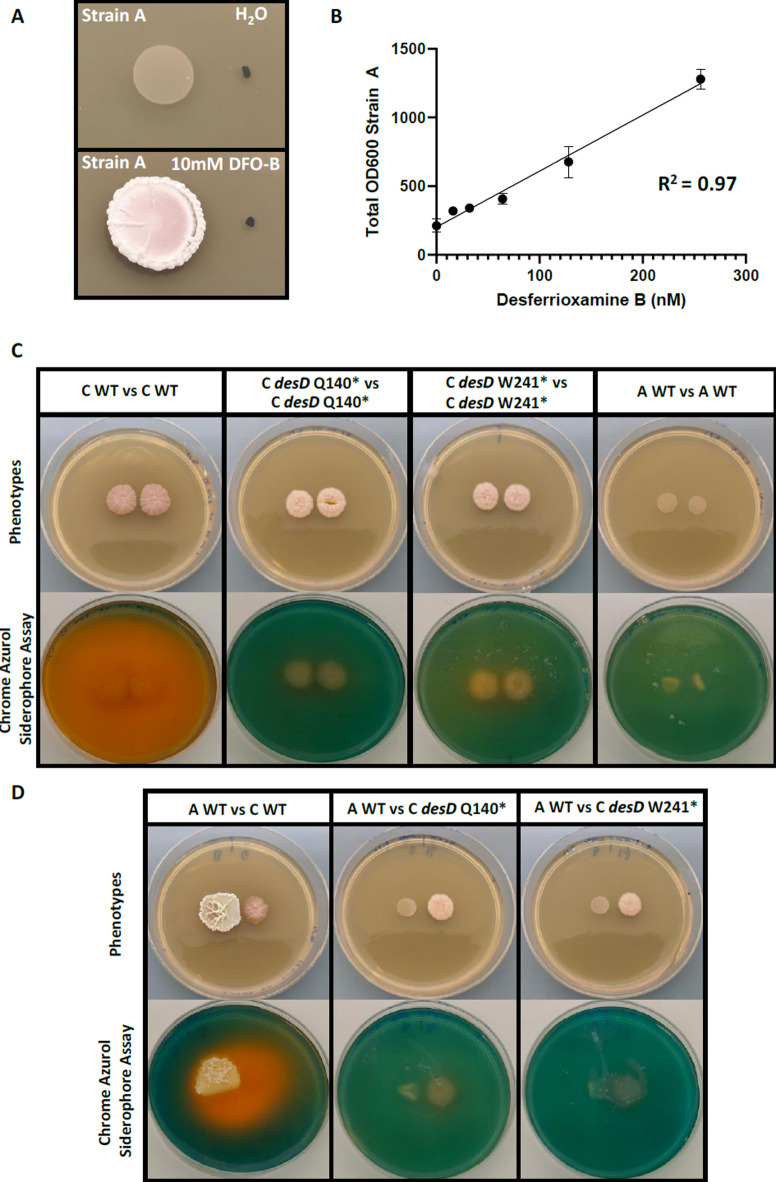
(**A**) Strain A inoculated 1 cm apart from 1 µl spots of water or DFO-B. (**B**) OD600 of strain A measured by well-scan mode in a plate reader of a series of DFO-B dilutions from 256 to 16 nM. Error bars represent standard deviation, *n* = 4. (**C**) Axenic cultures of strain C WT, *desD* nonsense mutations and strain A. The lower panel is the same plates, 16 h post chrome azurol assay overlay. Siderophore production is indicated by the colorimetric change from green to orange. (**D**) Paired cultures of strain A WT, strain C WT and *desD* nonsense mutations. The lower panel are the same plates, 16 h post chrome azurol assay overlay.

## Discussion

### Desferrioxamine modulates soil microorganism interactions

The remarkable phenotypic change in strain A when grown in combination with strain C, mirrored by large-scale metabolomic and transcriptomic shifts, is consistent with being largely driven by the DFOs produced by strain C. A similar morphological change in strain A was observed with the provision of exogenous DFO-B or FeCl_3_, and deletion of strain C’s DFO biosynthesis completely disrupted the phenotypic response of strain A. This demonstrates that DFOs produced by strain C modulate the fundamental growth of strain A, most likely in a direct fashion. Although it should be noted that indirect effects, where the lack of DFO production in strain C elicits changes in its own metabolome that subsequently also affect strain A, cannot be ruled out.

DFOs have been implicated in eliciting such responses in *Streptomyces* previously, for example exogenous DFO-E but not DFO-B was able to stimulate aerial growth in *S. tanashiensis*^26^. It is unclear why this would occur as both are thought to share biosynthesis, uptake and turnover mechanisms. Here, strain A was extremely responsive to DFO-B, and also to ferrioxamine E (DFO-E was not available) and FeCl_3_. Ferrioxamine E is already bound to iron, which itself elicits a response, hence the preference for DFO-B in the biochemical tests reported here.

It should be noted that high production of both DFO-B and DFO-E was detected from strain C, and that biosynthesis of both will be disrupted by the nonsense mutations of *desD*, as they share biosynthesis enzymes^39^. Thus DFO-E and other closely related hydroxamates produced by the BGC could also contribute to the stimulated growth in strain A in the co-culture. Notably, strain B was the second-best DFO-B producer and elicited the next highest growth response in strain A. DFO production should logically contribute to this interaction also, although the equivalent mutagenesis evidence is not available. However, the metabolomic and transcriptomic changes appear different when grown with strain B compared with strain C, and this may suggest further confounding cues or factors. 

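In strain A on day 4, 852 genes changed both next to B and next to C, 840 of them in the same direction (458 higher and 382 lower) and 12 in opposite directions. Glycine betaine transport genes were among the 12: the ATP-binding gene Ga0334680_117312 had a log2 fold change of 2.08 next to B (adjusted p = 4.8e-06) and -2.75 next to C (adjusted p = 1.9e-06), and the binding protein Ga0334680_117313 2.13 (adjusted p = 1.2e-06) and -2.69 (adjusted p = 9.2e-07). The ABC-2 type transporter gene Ga0334680_116670 also rose next to B (2.93) and fell next to C (-4.91), and the PKD domain gene Ga0334680_1154 fell next to B (-2.97) and rose next to C (4.41). These genes are named after their values were seen. Tested directly, 1162 genes differed between strain A next to C and next to B, 799 higher and 363 lower next to C. The WhiB family regulator Ga0334680_114664 was lower next to C than next to B (log2 fold change -6.56, SE 0.65, adjusted p = 1.77e-09) and the oligopeptide-binding protein Ga0334680_114981 had -0.53 (SE 0.43, adjusted p = 0.349). Of the 1452 genes changed next to C only 760 also differed in this direct test, as did 71 of the 263 changed next to B only. Independent lists of these sizes would share 110 higher and 75.89 lower genes and have 183.7 in opposite directions. Both comparisons use the same axenic libraries: across genes the fold changes correlated at 0.728 and co-varied by 2.86, against 0.51 and 0.239 in 20 simulations of unchanged groups with shared controls, in which no gene was called in both. Genes are not independent replicates. The paper proposes further confounding cues behind the difference between the partners. Ga0334680_117312, Ga0334680_117313 and Ga0334680_116670 have an end inside a neighbouring gene.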

*Streptomyces* have also been observed to respond with secondary metabolite production and increased antimicrobial activity to another siderophore, catechol^50^. Siderophores have also been implicated in *Streptomyces* responses to fungi^51^^,52^. Chemically diverse siderophores are found in soil^53^^,54^, and it is clear each may likely impact such interactions between microbiome members, which hints at the complexity of ecological and evolutionary interplay within the community. This study goes beyond previous work by showing that DFO-mediated interactions induce large-scale transcriptomic shifts affecting multiple pathways, rather than just altering colony morphology. The integration of KEGG pathway enrichment analysis allows us to pinpoint functional changes, providing a deeper mechanistic insight into microbial cross-talk.

### Alternative evolutionary strategies for iron chelation competition

DFOs provide an interesting opportunity to compare iron acquisition strategies between the environmental strains, given each shares a conserved DFO BGC (Fig. 5A). Strain C constitutively produces high levels of DFOs, yet it does not require any DFO production to grow in a similar fashion on this rich medium (Fig. 6C). No other siderophore activity was detected by CAS overlay assay. While in our study and others^55^^,56^, excess siderophores can be used by competitors, excess siderophore production can be a useful strategy for competing. A ‘locking away’ evolutionary strategy has been described in which excess siderophore is produced to chelate iron and render it inaccessible to competitors^20^. Competition between *Streptomyces* and pathogenic fungi has been observed in both directions, where locking away of bioavailable iron via siderophore production inhibits the growth of a competitor^25,^^,57^^,58^,. This explains why the excessive siderophore production of strain C may have evolved.

Strain B was observed to produce significantly less DFO-B, and at a later time point. This could be a straightforward response to decreasing iron availability as the culture establishes, or it might be tied to global developmental regulation. DFO and siderophore production itself has been observed responsive to external cues and competitors^59^^,60^; however, no changes in DFO production were observed in the metabolomics with respect to partner strains. An inherent limitation of exometabolomics, coupled with the shared ability of all strains to synthesise DFOs, means that diffusion of the high levels of DFOs produced by strain C could mask changes in any partner strain of C’s. 

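In strain A next to B on day 4, desferrioxamine synthesis and uptake genes were higher than in axenic colonies. The gene desA, Ga0334680_112883, rose from 715 ± 190.5 to 1707 ± 551 CPM (SD, n = 3 each; log2 fold change 1.25, SE 0.33, adjusted p = 0.0027), desE (1.17, SE 0.29, adjusted p = 0.0015) and desF (1.20, SE 0.24, adjusted p = 0.00013) rose with it, and desB, desC and desD had 1.14, SE 0.41, adjusted p = 0.023, 1.31, SE 0.41, adjusted p = 0.01 and 1.01, SE 0.34, adjusted p = 0.016. Next to C desE (1.15, SE 0.29, adjusted p = 0.0012) and desF (1.26, SE 0.24, adjusted p = 4.4e-05) rose, and desA had 0.84, SE 0.33, adjusted p = 0.031, at 1284 ± 160.4 CPM. There desB, desC and desD had log2 fold changes of 0.80, 0.83 and 0.40 (adjusted p = 0.091, 0.088 and 0.33). On day 2 desA was higher next to B (1.48, SE 0.34, adjusted p = 0.00069). The list of 7 genes adds the lysine N6-hydroxylase gene Ga0334680_112193 from elsewhere in the genome. In the list 6 genes were higher next to B and 4 next to C, also when adjusted over the list alone (camera adjusted p = 0.188 and 0.45). The paper turned to desferrioxamine from its metabolomic data and growth tests. It reports these genes as raised in these RNA samples, so this is not independent evidence. The call of desA next to C ends without day 4 mix 1 replicate 1 (adjusted p = 0.13), mix 1 replicate 2 (0.07), mix 2 replicate 1 (0.0683) or mix 2 replicate 2 (0.0809), and with replicates 2, 2b and 2c of day 3 mix 1 kept apart (0.0562). Next to B, desB has 0.143 and 0.185 without mix 1 replicate 1 and mix 3 replicate 2, desC 0.0805 and 0.0684, and desD 0.0977 and 0.0852. Ga0334680_112193 next to C has 0.0602 and 0.0534 without mix 1 replicates 2 and 3.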

Strain A did show a significant upregulation of DFO biosynthesis genes when cultured with strains C and B, with no corresponding detection on LC-MS subject to these caveats.

### Strain A exhibits siderophore piracy but does not conform to a classical cheating strategy

At a superficial level, strain A fits the evolutionary strategy classification as a cheat, defined as an individual that exploits communal public goods by benefiting from their production without bearing any of the associated metabolic costs^20^. It also employs siderophore piracy, defined as the uptake of iron-chelating siderophores secreted by other organisms via dedicated receptors, thereby avoiding the metabolic costs of siderophore biosynthesis^25^. It appears to avoid the expense of DFO production and instead relies on the DFO produced by others. The strains were isolated from the same soil core, and therefore strain A may have evolved with the DFO-B-producing strains B and C, as well as any other DFO producers in the microbiome, making a pirating strategy viable. However, RNA-seq revealed that the core DFO biosynthesis genes *desABCD* are transcribed at similar levels to strain D and higher levels than strain B. One possible explanation for the lack of DFO production in strain A despite BGC expression is the lack of available chemical precursors. 

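In axenic colonies on day 4 the core genes of strain A were at 463 CPM for desB, 174 for desC and 349 for desD. In strain D desA Ga0104731_03925 was at 275 ± 108 CPM, desB Ga0104731_03926 at 186, desC Ga0104731_03927 at 82.9 and desD Ga0104731_03928 at 277 (SD, n = 3). Across the days desA of D was at 132 CPM on day 2 and 173 on day 3. No test compares levels between strains, since genes of different strains differ in sequence and length. In strain D next to A desA rose on day 2 (log2 fold change 1.59, SE 0.36, adjusted p = 0.0047), and next to C on day 3 desA (-2.28, SE 0.43, adjusted p = 0.00017) and desD (-2.05, SE 0.42, adjusted p = 0.00062) were lower than in axenic colonies. In D next to A on day 4 the list of 7 desferrioxamine genes had a camera adjusted p of 0.00301 (0.272 with an estimated correlation). The paper reports such genes from these samples, so this is not independent evidence. In the list 5 genes were higher adjusted over the list alone, and 4 adjusted over all tested genes. Each of these calls ends on leaving out 1 library of day 4: without mix 1 replicate 1, mix 1 replicate 3 or mix 3 replicate 1 the adjusted p is 0.0607, 0.0758 and 0.065 for desE, 0.107, 0.134 and 0.0977 for desA, 0.173, 0.161 and 0.178 for desB and 0.169, 0.145 and 0.143 for desD. Without mix 3 replicate 3 it is 0.0508 for desB and 0.0666 for desD.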

DFO biosynthesis utilises L-lysine, acetyl-CoA (DFO-B only), and succinyl-CoA (both DFO-B and DFO-E)^40^. However, it does not seem plausible that such key primary metabolites are completely unavailable for DFO biosynthesis.

The CAS assays, LC-MS analysis and phenotypic data were all consistent in supporting the observation that strain A produces no DFOs or other siderophores, despite requiring them to stimulate its own growth. It remains perplexing why strain A would be such a strict cheat as to prevent its own proliferation, although perhaps the observed behaviour is an artefact of the defined laboratory experiment environment, as opposed to the much more diverse and competitive soil microbiome. Indeed, it is also strange that strain A would require exogenous iron or siderophores to stimulate growth on this rich medium at all, where one would not expect iron to be limiting. This is supported by the observation that strain C grows similarly to its siderophore-deficient *desD* mutants when each is grown axenically.

Upon culturing with strain C, strain A appears to repay the stimulation of its growth with inhibition of strain C, with a directional inhibition observed on the interaction plates (Fig. 2C and Supplementary Figure S14). One potential explanation would be that the piracy of siderophores inhibits strain C’s growth through iron starvation; such siderophore piracy-mediated growth inhibition has previously been observed from *Amycolatopsis* to *Streptomyces*^25^. That strain C with the DFO mutations which grows well, does not support this, although it should be noted that successful growth in the absence of a siderophore is not directly equivalent to growth when the siderophore is produced and pirated by a competitor. In the latter scenario, the produced siderophore is chelating and effectively removing iron from the shared environment as it is pirated. There has been a report of MALDI-TOF imaging of DFOs^24^, and such an approach could be telling as to the interface of strains C and A in a 2-D plane. Another plausible explanation is that DFO produced by strain C stimulates the observed large-scale metabolic and morphological changes in strain A, part of which could include the production of antimicrobials. This is supported by the activation of secondary metabolite BGCs as detected by RNA-seq (Supplementary Figure S1). 

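Of 822 tested genes in 37 antiSMASH regions of strain A, 271 were higher and 91 lower next to C on day 4. A higher gene lay in 32 regions and a lower gene in 26, and in 6 regions most tested genes were higher. In the region most like the pyrroloformamide cluster (region 1.10) 30 of 46 genes were higher and 1 lower (median log2 fold change 3.62), in that most like crocacin (1.19) 16 of 23 were higher (median 4.42), and in that most like friulimicin (1.23) 19 of 32 were higher and 4 lower (median 3.15). The region most like SapB (1.25), a peptide of aerial growth, had 11 of 21 higher and 1 lower (median 3.04), that most like avermitilol (1.4) 10 of 17 higher (median 2.46) and that most like the siderophore coelichelin (1.8) 16 of 35 higher and 5 lower (median 1.37). Others fell or were mixed: the spore pigment region (1.6) had 11 of 60 higher and 8 lower, the region most like JBIR-126 (1.7) 3 of 35 higher and 7 lower, and the alkylresorcinol region (1.30) 5 of 29 higher and 7 lower. Inside the regions 33% of tested genes were higher, against 17% outside, and 44% against 31.7% changed in either direction; genes of a cluster move together, so no p-value is given. Region names are antiSMASH's similarity to known clusters, not products measured. Regions 2.1, 2.2, 2.3 and 3.1 lie on contigs with almost no reads and had no tested gene. The paper proposes that desferrioxamine from strain C stimulates large changes in strain A, which could include antimicrobials, and cites the activation of clusters for this.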

Corresponding metabolites have not been identified (or inferred to be absent); this would represent a further challenge where BGCs are novel. Further work, such as testing extracts of strain A grown under different iron conditions for inhibitory activity against strain C, could help clarify whether secreted metabolites contribute to this effect.

Overall, these findings demonstrate that microbial interactions mediated by DFOs extend beyond simple iron acquisition, shaping both metabolic and phenotypic responses. By combining transcriptomic and metabolomic analyses with quantitative measurements, we establish a robust approach for investigating siderophore-mediated interactions in microbial communities. Our results highlight the role of DFOs as inter-species cues, triggering substantial phenotypic and molecular changes in responsive strains. Through a multimodal analysis incorporating transcriptomics, metabolomics, and automated colony measurements, we present the response of bacteria to their neighbours at the molecular level. This methodological framework strengthens the foundation for future research in microbial ecology, synthetic biology, and microbial consortia dynamics.

## Materials and methods

### Cultivation of strains and media

All strains, plasmids and primers used in this study are listed in Supplementary Tables S2, S3 and S4 respectively. For general cultivation, strains were incubated on SFM or ISP2 agar at 30 °C, conjugations were performed on SFM agar. All interaction, molecular profiling and desferrioxamine experiments were performed on ISP2 agar. SFM was prepared per litre of tap water: 20 g soya flour (Holland & Barrett), 20 g mannitol (Fisher), 20 g agar (Fisher). ISP2 was prepared per litre distilled water: 4 g yeast extract (Oxoid), 10 g malt extract (Difco), 4 g D-glucose (Fisher), optionally 20 g agar, with the pH adjusted to 7.2 by 2 M NaOH.

To culture the interacting bacteria for molecular profiling analysis, spores of each strain had first been standardised and aliquoted at 1 × 10^9^ CFU ml^− 1^ in 20% glycerol. Before use, these were diluted 10-fold to 1 × 10^8^ CFU ml^− 1^ in ISP2 broth, and 4 µl inoculated 1 cm apart in pairs on ISP2 agar. Each pairing was prepared in quadruplicate for each of the 5 timepoints (*n* = 20 total for each pairing), to allow for the metabolite and RNA sampling in triplicate daily (with one spare). One set of quadruplicate plates was chosen at random to be photographed daily, such that the same four plates were imaged to capture phenotypes, considering our sampling on earlier timepoints is destructive. Images were captured daily on days 2 through 6 of the quadruplicate set.

### **Taxonomic** assignment of isolates

The taxonomic classification of bacterial isolates was performed using multilocus sequence typing with autoMLST^30^ against NCBI Refseq. Average nucleotide identity to the closest reference genomes was determined using FastANI^61^.

### Colony area measurements and analysis

Bacterial colony areas were quantified from digital images of Petri dishes using custom Python scripts leveraging the OpenCV (https://github.com/itseez/opencv) and imutils (https://github.com/PyImageSearch/imutils) libraries. For each image, the analysis proceeded as follows: The image was first converted to grayscale. Colony segmentation was achieved by applying a binary threshold to isolate the colony pixels from the background. Contours representing distinct objects within the thresholded image were detected using the cv2.findContours function, further processed by imutils.grab_contours. The area (in pixels) of each detected contour was calculated using cv2.contourArea.

Pixel areas were converted to square millimetres (mm²) using a calculated conversion factor derived from the known size of the plate. Statistical comparisons of colony areas between different partner conditions for each primary strain were performed using pairwise two-sample t-tests. P-values were adjusted using the Benjamini-Hochberg correction method. A Tukey’s Honest Significant Difference test was also performed and found not to change the biological interpretation of the significant interactions (Figure S18).

### Construction of CRISPR plasmids

To prepare the base-editing plasmid for protospacer cloning, pCRISPR-cBEST^62^ was linearised with NcoI-HF (NEB), and dephosphorylated with Quick CIP (NEB). Protospacers were identified and checked for predicted genome-wide specificity with CRISPyweb^48^, with manual selection of good editing windows based on previously described efficiencies^49^. Two redundant base editing designs were generated: the first protospacer was designed to edit W241* in *desD* on the Strain C genome, the second for Q140* also in *desD*. Base editing plasmids were constructed by NEBuilder Hifi Assembly (NEB) between single-stranded oligonucleotides and *Nco*I linearised pCRISPR-cBEST (Supplementary Figure S11).

### Inactivation of *desD* by CRISPR base editing

Plasmids were conjugated to *Streptomyces* by intergeneric conjugation following established protocols^62^ from *E. coli* ET12567/pUZ8002, selecting for apramycin (50 µg ml^–1^). Exconjugants were restreaked to SFM nalidixic acid (15 µg ml^–1^) and apramycin (50 µg ml^–1^), before screening by colony PCR with primers oJC136 and oJC137. PCR products were Sanger sequenced (Eurofins genomics) in both directions to confirm mutant *desD* sequences.

### Chrome azurol assay for siderophore activity

The Chrome azurol S assay (CAS) is an established method of siderophore detection^63^. To prepare chrome azurol assay solution for siderophore assay, 50 ml of 2 mM chrome azurol S (Fisher Scientific) in ddH_2_O was mixed with 9 ml of 1 mM FeCl_3_ in 10 mM HCl, and subsequently mixed with 40 ml of 5 mM hexadecyltrimethylammonium bromide (HDTMA, Thermo Scientific) in ddH_2_O^64^. For liquid assays, a ratio of 1:10 of CAS solution to final volume sample solution was used. For example, 10 µl CAS solution was added to 90 µl of 2.22 mM DFO-B (Thermo Scientific) in water to test detection of 2 mM DFO-B. Test solutions were incubated for 16 h at 30 °C before imaging.

For plate-based assays, the previously described CAS agar assay utilised an alternative medium reported unsuitable for Gram positive bacteria. To allow assay on the same ISP2 agar as our experiments, a CAS overlay was instead applied, in a similar fashion to O-CAS^65^. To prepare the overlay, 100 mM MOPS (3-(N-morpholino)propanesulfonic acid, Merck) was adjusted to pH 7.2, and autoclaved with 1.1% (w/v) agar. As before, CAS solution was added at a 1:10 ratio to the final volume of CAS agar overlay. The CAS-agar solution (15 ml) was overlaid onto the ISP2 agar plates with established *Streptomyces* growth and incubated at 30 °C for 16 h before imaging.

### Plate reader assay for cell growth in a microwell on media supplemented with DFO-B

The experiment was performed in a 24-well microplate (Corning) in quadruplicate. ISP2 agar with 256, 128, 64, 32, 16 and 0 nM DFO-B was prepared from a 20 mM DFO-B stock in H_2_O, with 500 µl aliquoted per well. Plates were inoculated with 1 µL of 1 × 10^8^ CFU ml^− 1^ strain A spores, prepared by ten-fold dilution of 1 × 10^9^ CFU ml^− 1^ stocks in ISP2 broth. The plate was incubated at 30 °C, and OD600 measured in a Clariostar plate reader (BMG) daily in well-scan mode, with the matrix resolution set to the maximum of 900 readings per well (30 × 30).

### RNA isolation

*Streptomyces* mycelia were scraped from the agar surface with a spatula, and frozen in liquid nitrogen before storage at −80 °C. Frozen cells were transferred to Lysing Matrix E 2 ml tubes (MP Biomedicals LLC) before lysis with a FastPrep bead homogeniser (MP Biomedicals LLC) set to 6.0 m/s for 20 s. Trizol (1 ml, ThermoFisher) was added to each tube, mixed by hand inversion and incubated for 5 min to allow dissociation of the nucleoprotein complex. Samples were centrifuged at 16,000 x g for 10 min, and 700 µl of supernatant was collected. To each, 140 µl of chloroform was added with incubation at room temperature for 3 min with occasional mixing by hand. After centrifugation for 15 min at 12,000 x g at 4 °C, samples separate into a lower red phenol-chloroform, interphase and colourless upper aqueous phase. The aqueous phase (2 × 140 µl) containing the RNA was transferred to a fresh tube, before removal of 200 µl with the tube tilted to avoid any contamination of the other phases. An equal volume of 200 µl 100% of ethanol was added to each.

RNA isolation from the resulting samples was performed using the Direct-zol RNA Miniprep kit (Zymo Research) with the manufacturer’s protocol, omitting the on-column DNase treatment (that had proven ineffective in this experiment as indicated by qPCR). Samples were eluted in 50 µl autoclaved milli-Q water and concentration monitored by Qubit HS and BR RNA assay kits (Thermofisher). To remove residual gDNA in 50 µl samples, the manufacturer’s protocol was followed for TURBO DNase kit (Ambion), with 1 µl DNase per 50 µl input sample, including the DNase removal steps by kit reagent and centrifugation. RNA integrity was measured by recording RINs with a Bioanalyzer 2100 (Agilent).

### RNA-seq

Library preparation and sequencing was performed by Source Bioscience. The libraries were prepared with the NEBNext rRNA Depletion Kit for Bacteria (NEB) according to the manufacturer’s protocol. During this process, the libraries were indexed with NEBNext Multiplex Oligos for Illumina (NEB). Illumina sequencing was performed at depth 30 million read pairs per sample as 150 bp paired end reads.

RNA samples were multiplexed before library generation and subsequent sequencing. To confirm our assertion that all four strains could be multiplexed without significant data loss, preliminary RNA-seq was performed with samples from strains B and C run individually, compared with the same samples mixed with each other and all four strains. No significant changes were observed in gene expression due to multiplexing, and therefore this strategy was applied to all further RNA-seq. Samples were multiplexed as detailed in Supplementary Table S9.

### RNA-seq analysis

To reduce the total number of RNA samples a multiplexing approach was used. This required developing an ad hoc data processing pipeline for the resulting data. Fastq files containing the raw reads were processed with the BBDuk and BBMap bioinformatics tools (B. Bushnell, sourceforge.net/projects/bbmap/). On a first run, BBDuk was used to trim the adapter sequences from the reads. On a second run, BBDuk was used to perform an rRNA decontamination step. For this step the SILVA database^66^ was modified by including the rRNA sequence from the strains considered in this study. The BBMap tool was then used to map the remaining reads to the four concatenated genomes considered in this study. Reads with ambiguous matches across the four genomes were discarded. The alignment data obtained together with the concatenated genomes were then processed using the Bioconductor packages Rsamtools, GenomicFeatures and GenomicAlignments^67^ to obtain the raw counts data table. The transcript per million (TPM) values were obtained from an in-house developed R script following the procedure described previously^68^. Differential expression analysis was performed with the Bioconductor R package DESeq2^34^.

### Pathway enrichment analysis

Differential gene expression analysis between conditions was performed using the R package DESeq2^34^ with a likelihood ratio test (LRT) considering the experimental design factors ‘partner’ and ‘day’, and their interaction. Genes were considered significantly differentially expressed if the Benjamini-Hochberg adjusted p-value was ≤ 0.05 and the absolute log_2_ fold change was > 1.

Functional enrichment analysis of the resulting upregulated and downregulated gene sets was conducted separately using the R package clusterProfiler^69^. Gene annotations, specifically KEGG^35,36^^37^ Orthology (KO) identifiers, were obtained using eggNOG-mapper^70^ and processed into a format suitable for clusterProfiler. KEGG pathway enrichment was performed using the enrichKEGG function with KO identifiers. The analysis employed a hypergeometric test, considering pathways with a minimum gene set size of 10. Significance was determined based on a p-value cutoff of 0.05, adjusted for multiple comparisons using the Benjamini-Hochberg method.

### Metabolite extraction

Rectangular agar plugs (1 × 0.5 cm) were excised, including the *Streptomyces* mycelia and the surrounding agar, and stored at − 80 °C. Samples were thawed on ice and 1 ml of 100% methanol precooled to − 48 °C added to each. Three freeze–thaw cycles were performed between 1 min in liquid nitrogen, thawing on ice and mixing by vortex. Samples were centrifuged at 8000 x g for 10 min at 4 °C, and the 1 ml supernatant collected and dried by SpeedVac at room temperature (Thermo Fisher). Prior to injection, samples were reconstituted in 200 µl of 20% methanol, sonicated for 5 min, and passed through a 0.2 μm filter (F2517-5, Thermo Fisher).

### LC-MS data acquisition

Samples were analysed on a Q Exactive Plus coupled to an Ultimate 3000 UHPLC (Thermo Fisher) equipped with a Hypersil GOLD C18 reversed phase HPLC column (3 μm, 2.1 mm, 100 mm; 25003–102130- Thermo Fisher). The mobile phase consisted of solvent (A) water + 0.1% formic acid and solvent (B) methanol + 0.1% formic acid. The flow gradient was programmed to equilibrate at 95% A for 2 min, followed by a linear gradient to 95% B over 8 min, held at 95% B for 2 min, then followed by a return to 95% A in 0.25 min and held at 95% A for further 2 min. The column was maintained at 40 °C and samples chilled in the autosampler at 4 °C. The flow rate was set to 0.4 ml min^–1^. The sample injection volume was 5 µL. Blank injections were analysed at the start and end of the analytical batch to assess the carryover. In addition, pooled quality control (QC) samples were analysed at every 6th injection to assess for analytical drift over time. The sample sequence was randomised. Data were acquired in full MS mode in the scan range of 90–1350 m/z, with a resolution of 70,000, an AGC target 3e6 and a maximum integration time of 200 ms. The samples were analysed in positive and negative mode in separate acquisitions.

### LC-MS data analysis

Raw data files from the Q Exactive were converted into the mzML format by the ProteoWizard MS converter. Data analysis was performed with the use of mzMatch, a modular, open-source, and platform-independent data processing pipeline for metabolomics LC-MS data written in the Java language implemented in R^71^. Noise removal, signal filtering, and peak matching steps were performed. The detected features were grouped according to their likelihood to be associated with one single molecule, and only the most intense peak is considered for the subsequent statistical analysis. Putative annotation for the detected features was performed with the Integrated Probabilistic Annotation (IPA)^32^^,33^, using the built-in database updated with the information gathered for the analysis of different standards, as described in the tool’s documentation. It should be noted that this method has been developed in our group and therefore the built-in database was specifically constructed around the same experimental settings and instrumentation used in this work. Upstream of the statistical analysis, the following pre-processing steps were applied to the data: signal drift and batch-effect correction, probabilistic quotient normalization, missing values imputation through the k-nearest neighbour method and variance stabilization through the generalised logarithm (glog) transformation. The effect of the pre-processing pipeline is shown in Supplementary Figure S7. All these steps were performed using the pmp Bioconductor R package^72^.

For the selection of peaks produced by different strains in response to their partner the following method was used. When looking for peaks produced by A in response to C, a t-test was used to compare the sample of A growing next to C (A-C) with the sample of A growing next to itself (A-A) and with the sampling of C growing next to A (C-A). Features showing a statistically significant difference (*p*_*adj*_ < = 0.05 and log_2_FC > = 1.5) in at least one time point were selected. P-values were corrected for multiple testing using the Benjamini-Hochberg method^73^.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

Plasmid sequences and DNA have been deposited with Addgene, https://www.addgene.org/219650/ for pTE1643, https://www.addgene.org/219651/ for pTE1644. Datasets have been deposited with the Environmental Information Data Centre (NERC): phenotypic photographs (DOI: 10.5285/3f48eb4c-bc0d-49e3-af71-dcff6d88c534), analysed metabolic profiles (DOI: 10.5285/4921f306-5efa-4bf7-a15e-a157c2665889), raw metabolic data (DOI:10.5285/475d6c02-45bb-4ac4-a31a-4a23c7c9cb2e). Genomes are available on the JGI Genome Portal: strain A (genome ID 2863083887), strain B (genome ID 2781126040), strain C (genome ID 2758568662), and strain D (genome ID 2675903008). The RNAseq datasets are available at NCBI Gene Expression Omnibus (Geo) with accession GSE318666.

# Supplementary material for: Multi-omics analysis of interspecies interactions in a soil Streptomyces community provides functional insights into siderophore ecology
**Source:** Sci Rep. 2026 Apr 6;16:11742. doi: 10.1038/s41598-026-45368-6
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Multi-omics analysis of interspecies interactions in a soil *Streptomyces* community provides functional insights into siderophore ecology**

Connolly, J. A. ^# A^, Del Carratore, F.^# B A^, Schmidt, K.^A C^, Bisesi, A.^D^, Martinson J. N. V. ^D E^, Chua, J. ^A^, Kuhs, M.^D^, Boneza, M.^F^, Heinsch, S.^F^, Kinkel, L.^G^, Smanski, M.^F H^, Harcombe, W.R.^D H^, Breitling, R. ^A^, Takano, E^* A^.

^#^ Contributed equally

**Supplementary Tables and Figures**

**Contents**

[Table S1 – Genes used to generate phylogeny with AutoMLST ^1^. 3](#_Toc224313333)

[Table S2 – Bacterial strains used in this study. 5](#_Toc224313334)

[Table S3 – Plasmids used in this study, with Addgene repository numbers. 5](#_Toc224313335)

[Table S4 – Oligonucleotides used in this study. 5](#_Toc224313336)

[Table S5 – AntiSMASH summary output of predicted BGC of Strain A 6](#_Toc224313337)

[Table S6 – AntiSMASH summary output of predicted biosynthetic gene clusters of Strain B 8](#_Toc224313338)

[Table S7 – AntiSMASH summary output of predicted biosynthetic gene clusters of Strain C 9](#_Toc224313339)

[Table S8 – AntiSMASH summary output of predicted biosynthetic gene clusters of Strain D 12](#_Toc224313340)

[Table S9 – Transcriptomic sample labelling and multiplexing. Samples were multiplexed into 4 mixes per replicate (n=3) per day (days 2, 3 and 4). Resulting in 36 multiplexed RNA-Seq samples. 14](#_Toc224313341)

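Next to B on day 4, 130 of 822 tested genes in the clusters of strain A were higher and 63 lower, 15.8% higher against 7.36% outside the clusters. The region most like pyrroloformamide (region 1.10) had 31 of 46 genes higher (median log2 fold change 3.38), that most like friulimicin (1.23) 20 of 32 higher (median 2.87), that most like coelichelin (1.8) 14 of 35 higher and 2 lower (median 1.84) and that most like dehydrofosmidomycin (1.12) 17 of 61 higher and 2 lower (median 0.31). The region most like JBIR-126 (1.7) had 1 higher and 7 lower of 35 (median -1.16) and that most like leupeptin (1.22) 3 higher and 10 lower of 44 (median -0.62). Next to D, 17 cluster genes were higher and 24 lower, 4.99% of those tested against 3.7% outside. The leupeptin-like region held 7 of the higher and 3 of the lower.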

[Figure S1 – Significant changes in expression of strain A core BGC genes in response to partner strains (right label), relative to axenic cultures. Top labels correspond to sampling day 2, 3 or 4. Summary information on the corresponding BGCs is presented in Table S5. 15](#_Toc224313342)

[Figure S2 – Significant changes in expression of strain B core BGC genes in response to partner strains (right label), relative to axenic cultures. 

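In strain B next to C on day 4, 12 of 384 tested genes in 14 regions changed, 7 higher and 5 lower, which is 3.12% inside the regions against 2.65% outside. The galtamycin-like region (12) had 3 of 92 genes higher and the spore pigment region (7) had 2 of 60 lower. The lowered genes of other regions include Ga0151166_7622, annotated as an enzyme of isoprenoid synthesis, in the hopene region (13); it fell from 218 ± 241 to 25.4 ± 7.56 CPM (SD, n = 3 each; log2 fold change -3.08, SE 0.73, adjusted p = 0.0025). Its call ends without day 4 mix 1 replicate 1 (adjusted p = 0.135).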

Top labels correspond to sampling day 2, 3 or 4. Summary information on the corresponding BGCs is presented in Table S6. 16](#_Toc224313343)

[Figure S3 – Significant changes in expression of strain C core BGC genes in response to partner strains (right label), relative to axenic cultures. 

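In strain C 41 regions hold 1143 tested genes. On day 4 next to A 5 were higher and 1 lower, next to B 2 were higher, and next to D 2 were higher and 1 lower. The mucin-like gene Ga0181102_4580 lies in a region of the LAP type (1.21), where next to A it was the gene that passed out of 19. The region most like enduracidin (1.7) held both higher genes next to B and next to D. The hydrolase gene Ga0181102_1257 of that region went from 8.43 ± 7.41 CPM to 87.9 ± 35.3 next to D and 69.6 ± 42.6 next to B (SD, n = 3 each; adjusted p = 0.0058 and 0.0096). The calls of Ga0181102_1257 end without day 4 mix 1 replicate 2 (adjusted p = 0.085 next to D and 0.163 next to B) or mix 1 replicate 3 (0.0595 and 0.1). In coordinates Ga0181102_1257 overlaps a neighbouring gene.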

Top labels correspond to sampling day 2, 3 or 4. Summary information on the corresponding BGCs is presented in Table S7. 17](#_Toc224313344)

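The region of strain D most like the fogacin cluster (region 1.12, type II polyketide) had lower genes next to every partner on day 4. Of 59 tested genes 14 were lower and 1 higher next to C (median log2 fold change -0.80), 10 lower and 1 higher next to A (median -0.60) and 6 lower and 1 higher next to B (median -0.28). Over all 25 regions, 15 genes were lower and 4 higher next to C, 10 lower and 1 higher next to A and 7 lower and 4 higher next to B, of 561 tested. A higher pair lay in the stenothricin-like region (1.18) next to C, and the desferrioxamine region (1.10) had 1 of 9 genes higher next to B. Changed genes made up 3.39%, 1.96% and 1.96% of cluster genes next to C, A and B, against 2.39%, 1.02% and 1.46% outside.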

[Figure S4 – Significant changes in expression of strain D core BGC genes in response to partner strains (right label), relative to axenic cultures. Top labels correspond to sampling day 2, 3 or 4. Summary information on the corresponding BGCs is presented in Table S8. 18](#_Toc224313345)

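Filtered by the words of Figure S5, 88 tested genes of strain A relate to iron. Next to C 29 were higher and 32 lower on day 4, and next to B 20 higher and 28 lower. The iron-regulated iron-sulfur assembly gene sufB, Ga0334680_112106, fell next to C (log2 fold change -3.93, SE 0.31, adjusted p = 5.6e-12) and B (-2.65, SE 0.30, adjusted p = 1.1e-08), and the siderophore synthetase gene Ga0334680_115676 rose next to C from 8.61 to 61.9 CPM (2.84, SE 0.55, adjusted p = 4.4e-05). The ferredoxin oxidoreductase gene Ga0334680_114533 fell next to B (-2.49, SE 0.24, adjusted p = 7.5e-10). In strain B next to C 15 of 107 such genes were higher and 20 lower. The iron-regulated membrane protein gene Ga0151166_1044 rose (6.35, SE 0.80, adjusted p = 2.5e-07), and the iron complex substrate-binding gene Ga0151166_0361 fell from 30.0 to 6.20 CPM (-2.33, SE 0.41, adjusted p = 7.3e-05). In strain D next to A 11 of 98 were higher, among them the iron transporter gene Ga0104731_01064 (2.24, SE 0.47, adjusted p = 0.0017) and the binding protein gene Ga0104731_06400 (1.28, SE 0.25, adjusted p = 0.00076). The camera adjusted p was 0.768 and 0.525 in A next to C and B, 0.556 in B next to C and 0.108 in D next to A. Adjusted over the list alone, the counts were 29 and 33, 21 and 28, 16 and 22, and 12 higher. The study reports genes with these words from these samples, so the list is not independent evidence. Ga0334680_112106, Ga0334680_114533 and Ga0104731_01064 share bases with a gene beside them.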

[Figure S5 – Heatmap of expression of iron-related genes filtered by annotation containing ‘ferr’, ‘iron’, ‘sidero’, ‘heme’, ‘haem’, ‘hemo’ and ‘fur’. Significantly (P<0.05) upregulated genes are indicated red, downregulated indicated blue. 19](#_Toc224313346)

[Figure S6 – Heatmaps of the normalised intensities associated with ions likely produced by the different strains. Ions detected in positive mode are on the left and negative mode on the right. Each column represents one sampling day, and each group of columns represent the partner strain. Putative compound annotations are included here, where ipaPy2 gives a posterior probability > 0.6. 20](#_Toc224313347)

[Figure S8 – LC-MS detection of DFO-E. Top panel overlays extracted ion chromatograms showing detected peak shape across the retention time window. Bottom panels show abundance of ion m/z 601.3558 corresponding to DFO-E [M+H] in each strain combination, including agar controls. 22](#_Toc224313348)

[Figure S9 – Response of Strain A to an iron chloride gradient. Strain A was incubated for 3 days at 30 °C on an ISP2 agar plate prepared with slanted layers of 0 and 250 nM FeCl_3_ to give a gradient approximately as indicated. 23](#_Toc224313349)

[Figure S10 – Strain A spotted 1 cm away from indicated compounds, after 4 days incubation at 30 °C, n=3. 23](#_Toc224313350)

[Figure S11 – Overview of base editing CRISPR plasmid designs. Plasmids were constructed by NEBuilder Hifi Assembly into pCRISPR-cBEST linearised by *Nco*I digest and dephosphorylated with Quick CIP (NEB). Full oligonucleotide sequences are listed in Table S4. 24](#_Toc224313351)

[Figure S12 – A) Daily phenotype photos of Strain C WT axenic pairs. The bottom row includes 50 µM DFO-B throughout the agar, the top row has none. B) Daily phenotype photos of Strain C *desD* W241* DFO-B biosynthesis mutants. The bottom row includes 50 µM DFO-B throughout the agar, the top row has none. 25](#_Toc224313352)

[Figure S13 – Chrome azurol solution control assay of DFO-B standards. 26](#_Toc224313353)

[Figure S14 – Zoomed photos of the interaction of strains A and C. Guidelines are added to help visualise the apparent directional inhibition of Strain C by Strain A, solid lines represent where a symmetrical colony would reach, dashed lines represent approximately where the colony border is. The top right photo is the same but unmarked. 27](#_Toc224313354)

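In strain B next to A and next to D, several lists passed camera on day 4, none of them with an estimated correlation. Next to D the desferrioxamine genes had a median log2 fold change of -1.07, with 4 of 6 lower adjusted over the list alone (camera adjusted p = 0.00068; 0.395 with an estimated correlation). Branched-chain amino acid biosynthesis had a median of -0.29 over 15 genes (adjusted p = 0.0123; 0.456 with an estimated correlation) and amino acid biosynthesis -0.14 over 57 (adjusted p = 0.0485; 0.666 with an estimated correlation). Next to A, branched-chain amino acid biosynthesis had a median of -0.29 (adjusted p = 0.0226; 0.518 with an estimated correlation), complex I -0.23 over 30 genes (adjusted p = 0.0135; 0.302 with an estimated correlation) and the citrate cycle -0.16 over 58 (adjusted p = 0.0135; 0.518 with an estimated correlation). The study reports the amino acid pathways and the desferrioxamine genes from these samples, so these lists are not independent evidence. The comparisons computed here are against axenic colonies only; those of strain B between partners were not analysed here.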

[Figure S15 – Enrichment analysis of **strain B** – KEGG pathways up/downregulated in the RNAseq data. Each panel shows pathways differentially expressed in strain B in the comparison given in the subtitle. For instance, the A vs D upregulated panel shows pathways upregulated in strain B when next to D compared with when next to A. Where comparisons are absent, e.g. A vs B, the analysis showed no pathways enriched. 28](#_Toc224313355)

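In strain C next to A, 2 of 13 genes of branched-chain amino acid biosynthesis were higher on day 4 (8 adjusted over the list alone), among them 2-isopropylmalate synthase Ga0181102_5524 of leucine synthesis (log2 fold change 1.09, SE 0.31, adjusted p = 0.048). Of 6 sulfur assimilation genes 1 was higher, sulfate adenylyltransferase Ga0181102_1737 (1.09, SE 0.29, adjusted p = 0.034; 5 higher adjusted over the list alone). Next to B 1 of 17 genes for nitrogen and phosphate uptake was higher, the ammonium transporter Ga0181102_2334 (1.66, SE 0.41, adjusted p = 0.039; 3 adjusted over the list alone), and next to D 2 were (3 adjusted over the list alone). Next to A camera gave an adjusted p of 0.0012 for branched-chain synthesis and 0.0154 for sulfur assimilation (adjusted p = 0.527 for both with an estimated correlation), pathways chosen by the study on these samples and so not independent evidence. For nitrogen and phosphate uptake it was 5.69e-05 next to B and 0.00242 next to D (adjusted p = 0.157 and 0.252 with an estimated correlation). Each named call ends without some library of day 4. For Ga0181102_5524 the adjusted p is 0.268 and 0.141 without mix 1 replicates 2 and 3, and 0.122 and 0.236 without mix 3 replicates 1 and 2. For Ga0181102_1737 it is 0.217 and 0.145 without mix 1 replicates 2 and 3, and 0.0855, 0.116 and 0.0581 without mix 3 replicates 1, 2 and 3. For Ga0181102_2334 next to B it is 0.0987, 0.0793 and 0.134 without mix 1 replicates 1, 2 and 3, and 0.224 without mix 2 replicate 2. Ga0181102_1737 and Ga0181102_2334 overlap a neighbouring gene.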

[Figure S16 – Enrichment analysis of **strain C** – KEGG pathways up/downregulated in the RNAseq data. Each panel shows pathways differentially expressed in strain C in the comparison given in the subtitle. For instance, the A vs D upregulated panel shows pathways upregulated in strain C when next to D compared with when next to A. Where comparisons are absent, e.g. B vs D, the analysis showed no pathways enriched. 30](#_Toc224313356)

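In strain D next to B, 5 of 25 sporulation genes were higher on day 4, among them the WhiB family regulator Ga0104731_06644 (log2 fold change 1.78, SE 0.32, adjusted p = 0.00032). Of 25 genes for nitrogen and phosphate uptake 2 were higher (5 adjusted over the list alone). Next to C 6 of these 25 were higher, with the phosphate-binding gene Ga0104731_05539 going from 21.6 to 442 CPM (4.20, SE 0.73, adjusted p = 6.6e-05) and the adjacent permease Ga0104731_05538 rising (3.13, SE 0.54, adjusted p = 5.7e-05). Of 64 ribosomal protein genes 2 were higher next to B, 6 next to A and 8 (1 lower) next to C, such as L21P Ga0104731_03665 next to A (1.02, SE 0.21, adjusted p = 0.0015). Against the other genes (camera, next to B) the adjusted p was 0.0114 for sporulation (0.0365 with an estimated correlation; 7 higher and 1 lower adjusted over the list alone) and 0.0497 for nitrogen and phosphate uptake (0.382 with an estimated correlation). Next to C the latter had 0.0267 (0.232 with an estimated correlation; 7 higher adjusted over the list alone). For ribosomal proteins it was 0.0114, 0.00165 and 0.00373 next to B, A and C (adjusted p = 0.95, 0.402 and 0.411 with an estimated correlation). Ga0104731_06644 and Ga0104731_05538 share bases with a gene beside them.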

[Figure S17 – Enrichment analysis of **strain D** – KEGG pathways up/downregulated in the RNAseq data. Each panel shows pathways differentially expressed in strain D in the comparison given in the subtitle. For instance, the B vs C upregulated panel shows pathways upregulated in strain D when next to C compared with when next to B. 31](#_Toc224313357)

[Figure S18 – Comparison of multiple testing correction methods for pairwise comparisons of computed strain areas (comparative to Figure 2B). Areas were determined algorithmically on day 6, n=4. The manuscript uses multiple t-tests with a Benjamini-Hochberg correction for multiple testing (left panel). Tukey’s Honest Significant Difference test (right panel) does not change the biological interpretation of the significant interactions. Significance levels are indicated as follows: **** = P <0.0001 *** = *P* < 0.001, ** = *P* < 0.01, * = *P* < 0.05 32](#_Toc224313358)

[Supplementary Material References 33](#_Toc224313359)

# Table S1 – Genes used to generate phylogeny with AutoMLST ^1^.

# Table S2 – Bacterial strains used in this study.

| **Species/strain** | **Description** | **Source** | **Closest NCBI Refseq Genome** | **NCBI Refseq Assembly** | **Average Nucleotide Identity** |
| --- | --- | --- | --- | --- | --- |
| *Streptomyces sp.* strain A | Environmental strains isolated from Cedar Creek Ecosystem Science Reserve in Minnesota, USA. | ^2^ | *Streptomyces virginiae* | GCF_000716685 | 98.14 |
| *Streptomyces sp.* strain B |  |  | *Streptomyces hygroscopicus* | GCF_026168105 | 86.59 |
| *Streptomyces sp.* strain C |  |  | *Streptomyces griseochromogenes* | GCF_001542625 | 91.72 |
| *Streptomyces sp.* strain D |  |  | *Streptomyces hokutonensis* | GCF_000376565 | 96.38 |
| *Streptomyces sp.* strain C *desD* Q140* | Strain C with mutation to disrupt desferrioxamine biosynthesis | This work | *Streptomyces griseochromogenes* | GCF_001542625 | 91.72 |
| *Streptomyces sp.* strain C *desD* W241* | Strain C with mutation to disrupt desferrioxamine biosynthesis | This work | *Streptomyces griseochromogenes* | GCF_001542625 | 91.72 |
| *Escherichia coli* ET12567 [pUZ8002] | Conjugation donor strain | ^3^ | - |  | - |

# Table S3 – Plasmids used in this study, with Addgene repository numbers.

| **Plasmids** | **Description** | **Addgene Number** | **Source** |
| --- | --- | --- | --- |
| pCRISPR-cBEST | *Streptomyces* base editing plasmid | 125689 | ^4^ |
| pTE1643 | For generating mutation W241* in DesD | 219650 | This work |
| pTE1644 | For generating mutation Q140* in DesD | 219651 | This work |

# Table S4 – Oligonucleotides used in this study.

| **Primer Name** | **Sequence (5’ to 3’)** | **Description** |
| --- | --- | --- |
| oJC134 | CGGTTGGTAGGATCGACGGCTGTTCCACCA CTGCCAGGGGGTTTTAGAGCTAGAAATAGC | Insertion of W241* to pCRISPR-cBEST by single stranded NEB HiFi Assembly |
| oJC135 | CGGTTGGTAGGATCGACGGCGGCTTCCAGG CGATCGAGACGTTTTAGAGCTAGAAATAGC | Insertion of Q140* to pCRISPR-cBEST by single stranded NEB HiFi Assembly |
| sgRNA-test-F | AATTGTACGCGGTCGATCTT | Sequencing of protospacers in plasmids |
| sgRNA-test-R | TACGTAAAAAAAGCACCGAC |  |
| oJC136 | TGTGGCTGAGCGACGAGA | PCR amplification and Sanger sequencing of *desD* mutation in the chromosome |
| oJC137 | GGTGTTGAAGAAGGTCCGTATG |  |

# Table S5 – AntiSMASH summary output of predicted BGC of Strain A

| **Region** |  | **Type** | **From** | **To** | **Most similar known cluster** | | | **Similarity** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Region 1.1 |  | thiopeptide,LAP | 40,628 | 70,694 | lactazole | RiPP:Thiopeptide | 55% | |  |
| Region 1.2 |  | ectoine | 98,189 | 108,207 | kosinostatin | NRP+Polyketide | 13% | |  |
| Region 1.3 |  | butyrolactone | 136,357 | 145,537 | lactonamycin | Polyketide | 7% | |  |
| Region 1.4 |  | terpene | 165,121 | 183,576 | avermitilol | Terpene | 100% | |  |
| Region 1.5 |  | ectoine | 646,027 | 656,431 | ectoine | Other | 100% | |  |
| Region 1.6 |  | T2PKS | 719,087 | 791,617 | spore pigment | Polyketide | 66% | |  |
| Region 1.7 |  | NRPS | 1,217,755 | 1,282,978 | JBIR-126 | NRP | 96% | |  |
| Region 1.8 |  | NRPS,T1PKS | 1,348,968 | 1,412,661 | coelichelin | NRP | 72% | |  |
| Region 1.9 |  | butyrolactone | 1,444,453 | 1,453,838 | Neocarzinostatin | Polyketide:Iterative type I polyketide+Polyketide:Enediyne type I polyketide | 6% | |  |
| Region 1.10 |  | betalactone,NRPS,T1PKS | 1,483,068 | 1,544,952 | pyrroloformamide A/pyrroloformamide B/  pyrroloformamide D/pyrroloformamide C | NRP+Other | 8% | |  |
| Region 1.11 |  | NI-siderophore | 3,096,914 | 3,107,836 | desferrioxamin B | Other | 100% | |  |
| Region 1.12 |  | ladderane,phosphonate,T1PKS,  nucleoside | 3,528,517 | 3,597,786 | dehydrofosmidomycin | Other | 23% | |  |
| Region 1.13 |  | butyrolactone | 4,231,389 | 4,242,402 | alanylclavam/2-hydroxymethylclavam/  2-formyloxymethylclavam/clavam-2-carboxylate | Other:Non-NRP beta-lactam | 12% | |  |
| Region 1.14 |  | arylpolyene,lanthipeptide-class-iii | 5,098,563 | 5,139,726 | atratumycin | NRP | 10% | |  |
| Region 1.15 |  | NI-siderophore | 6,031,856 | 6,045,298 |  | | | | |
| Region 1.16 |  | NRPS,T1PKS,other | 6,137,706 | 6,243,541 | himastatin | NRP | 52% | |  |
| Region 1.17 |  | terpene | 6,468,249 | 6,489,909 | geosmin | Terpene | 100% | |  |
| Region 1.18 |  | T1PKS | 6,493,588 | 6,535,051 | 4-hexadecanoyl-3-hydroxy-2-(hydroxymethyl)  -2H-furan-5-one | Polyketide | 45% | |  |
| Region 1.19 |  | T1PKS | 6,554,088 | 6,598,466 | crocacin | NRP+Polyketide | 9% | |  |
| Region 1.20 |  | terpene | 6,878,944 | 6,905,827 | hopene | Terpene | 61% | |  |
| Region 1.21 |  | T1PKS,hglE-KS | 6,963,138 | 7,014,751 | hexacosalactone A | Other | 9% | |  |
| Region 1.22 |  | NRPS | 7,054,956 | 7,140,587 | leupeptin Pr/leupeptin Ac | NRP | 100% | |  |
| Region 1.23 |  | NRPS | 7,240,291 | 7,285,345 | friulimicin A/friulimicin B/friulimicin C/friulimicin D | NRP | 12% | |  |
| Region 1.24 |  | terpene | 7,487,169 | 7,506,809 | bombyxamycin A/bombyxamycin B | Polyketide | 3% | |  |
| Region 1.25 |  | lanthipeptide-class-iii | 7,576,410 | 7,599,118 | SapB | RiPP:Lanthipeptide | 100% | |  |
| Region 1.26 |  | terpene | 7,637,239 | 7,657,906 | ebelactone | Polyketide | 5% | |  |
| Region 1.27 |  | terpene | 7,741,551 | 7,762,456 | monensin | Polyketide | 5% | |  |
| Region 1.28 |  | melanin | 7,766,398 | 7,793,205 | istamycin | Saccharide | 4% | |  |
| Region 1.29 |  | NI-siderophore | 7,922,498 | 7,935,689 |  | | | | |
| Region 1.30 |  | T3PKS | 7,965,814 | 8,006,875 | alkylresorcinol | Polyketide | 100% | |  |
| Region 1.31 |  | CDPS | 8,054,240 | 8,074,980 |  | | | | |
| Region 1.32 |  | NAPAA | 8,076,720 | 8,110,631 | ε-Poly-L-lysine | NRP | 100% | |  |
| Region 1.33 |  | NRPS | 8,180,585 | 8,223,761 | antipain | NRP | 100% | |  |
| Region 2.1 |  | lanthipeptide-class-ii | 275,029 | 297,872 |  | | | | |
| Region 2.2 |  | NRPS | 323,365 | 368,449 | mycotrienin I | NRP+Polyketide | 7% | |  |
| Region 2.3 |  | terpene | 484,903 | 505,997 | goadsporin | RiPP:LAP | 12% | |  |
| Region 3.1 |  | terpene | 45,362 | 66,456 | hopene | Terpene | 15% | |  |

# Table S6 – AntiSMASH summary output of predicted biosynthetic gene clusters of Strain B

| **Region** | **Type** | **From** | **To** | **Most similar known cluster** | | **Similarity** |
| --- | --- | --- | --- | --- | --- | --- |
| Region 1 | NRPS,NAPAA | 668,339 | 711,608 | stenothricin | NRP:Cyclic depsipeptide | 18% |
| Region 2 | melanin | 780,568 | 790,951 | melanin | Other | 42% |
| Region 3 | T3PKS | 1,733,998 | 1,772,465 | naringenin | Polyketide:Type III polyketide | 100% |
| Region 4 | NAPAA | 2,316,007 | 2,346,449 | chalcomycin A | Polyketide | 9% |
| Region 5 | ectoine | 2,483,438 | 2,493,836 | ectoine | Other | 100% |
| Region 6 | NI-siderophore | 3,670,589 | 3,681,869 | desferrioxamin B/ desferrioxamine E | Other | 66% |
| Region 7 | T2PKS | 4,516,705 | 4,587,123 | spore pigment | Polyketide | 83% |
| Region 8 | terpene | 6,234,626 | 6,255,590 | albaflavenone | Terpene | 100% |
| Region 9 | NI-siderophore | 6,908,517 | 6,918,649 |  |  |  |
| Region 10 | terpene | 7,199,284 | 7,220,754 | geosmin | Terpene | 100% |
| Region 11 | NI-siderophore | 7,338,959 | 7,352,054 | grincamycin | Polyketide:Type II polyketide+Saccharide:Hybrid/tailoring saccharide | 8% |
| Region 12 | T3PKS,T2PKS, oligosaccharide | 7,734,334 | 7,841,211 | galtamycin C/galtamycin D | Polyketide | 97% |
| Region 13 | terpene | 8,178,453 | 8,205,183 | hopene | Terpene | 92% |
| Region 14 | NAPAA | 8,374,245 | 8,408,129 | ε-Poly-L-lysine | NRP | 100% |

# Table S7 – AntiSMASH summary output of predicted biosynthetic gene clusters of Strain C

| **Region** | **Type** | **From** | **To** | **Most similar known cluster** | | **Similarity** |
| --- | --- | --- | --- | --- | --- | --- |
| Region 1.1 | terpene | 47,498 | 68,199 |  |  |  |
| Region 1.2 | lanthipeptide-class-iv,T1PKS | 163,335 | 227,178 | blasticidin S | Other | 67% |
| Region 1.3 | lanthipeptide-class-ii,T1PKS,NRPS,NAPAA | 264,537 | 389,158 | meilingmycin | Polyketide | 14% |
| Region 1.4 | T1PKS | 417,704 | 460,207 | fuelimycin A/fuelimicin B/fuelimicin C | Polyketide | 100% |
| Region 1.5 | lanthipeptide-class-iii | 630,789 | 653,479 | informatipeptin | RiPP:Lanthipeptide | 100% |
| Region 1.6 | terpene | 1,211,039 | 1,237,106 | hopene | Terpene | 76% |
| Region 1.7 | NRPS,terpene | 1,364,866 | 1,500,806 | enduracidin | NRP | 20% |
| Region 1.8 | redox-cofactor,NRP-metallophore,NRPS | 1,560,190 | 1,617,690 | aminochelin/azotochelin/protochelin | NRP | 50% |
| Region 1.9 | T1PKS,NRPS | 1,715,607 | 1,802,468 | guadinomine/guadinomine B/guadinomic acid | NRP+Polyketide | 30% |
| Region 1.10 | NI-siderophore | 1,843,746 | 1,855,703 | grincamycin | Polyketide:Type II polyketide+Saccharide:Hybrid/tailoring saccharide | 8% |
| Region 1.11 | terpene | 2,048,497 | 2,069,839 | geosmin | Terpene | 100% |
| Region 1.12 | T1PKS,other | 2,173,620 | 2,225,069 | tambjamine BE-18591 | Alkaloid+Polyketide | 21% |
| Region 1.13 | NRPS,other | 2,242,349 | 2,297,177 | leucomycin | Polyketide | 11% |
| Region 1.14 | NRPS,T1PKS,NI-siderophore | 2,375,270 | 2,550,843 | apoptolidin | Polyketide | 33% |
| Region 1.15 | transAT-PKS,NRPS | 2,712,367 | 2,803,794 | phthoxazolin | NRP+Polyketide | 20% |
| Region 1.16 | T1PKS | 3,126,384 | 3,254,278 | oligomycin | Polyketide | 88% |
| Region 1.17 | terpene | 3,377,452 | 3,398,257 | albaflavenone | Terpene | 100% |
| Region 1.18 | T1PKS,aminocoumarin | 3,580,933 | 3,667,264 | rubradirin | Polyketide | 37% |
| Region 1.19 | lanthipeptide-class-v | 4,996,191 | 5,040,202 | TVA-YJ-2 | RiPP | 33% |
| Region 1.20 | T2PKS | 5,161,391 | 5,233,915 | spore pigment | Polyketide | 83% |
| Region 1.21 | LAP | 5,294,935 | 5,315,837 |  |  |  |
| Region 1.22 | NRPS | 5,400,146 | 5,467,893 | cadaside A/cadaside B | NRP | 23% |
| Region 1.23 | NI-siderophore | 6,009,640 | 6,020,097 | desferrioxamin B/desferrioxamine E | Other | 83% |
| Region 1.24 | thiopeptide,LAP | 6,053,776 | 6,083,697 | lactazole | RiPP:Thiopeptide | 66% |
| Region 1.25 | melanin | 6,119,718 | 6,130,024 | melanin | Other | 100% |
| Region 1.26 | terpene | 6,567,692 | 6,587,879 | kanamycin | Saccharide | 12% |
| Region 1.27 | ectoine | 7,221,143 | 7,231,547 | ectoine | Other | 100% |
| Region 1.28 | NAPAA | 7,464,154 | 7,498,011 | ε-Poly-L-lysine | NRP | 100% |
| Region 1.29 | hglE-KS,T1PKS | 7,906,940 | 7,958,945 | hexacosalactone A | Other | 13% |
| Region 1.30 | T3PKS | 8,032,026 | 8,073,090 | flaviolin/1,3,6,8-tetrahydroxynaphthalene | Polyketide | 100% |
| Region 1.31 | NRPS,lassopeptide,prodigiosin | 8,075,489 | 8,127,578 | tyrobetaine | NRP | 80% |
| Region 1.32 | lassopeptide | 8,343,697 | 8,366,433 | lagmysin | RiPP | 80% |
| Region 1.33 | other | 8,445,212 | 8,486,585 | A-503083 A/A-503083 B/A-503083 E/A-503083 F | NRP | 7% |
| Region 1.34 | T1PKS | 8,588,568 | 8,632,532 | nocathiacin | RiPP:Thiopeptide | 4% |
| Region 1.35 | terpene,T1PKS | 8,751,862 | 8,824,417 | foxicin A/foxicin B/foxicin C/foxicin | NRP+Polyketide | 12% |
| Region 1.36 | terpene,melanin | 8,854,359 | 8,875,323 | melanin | Other | 57% |
| Region 1.37 | CDPS | 8,989,142 | 9,009,852 | prunipeptin | RiPP | 100% |
| Region 1.38 | terpene | 9,482,908 | 9,503,143 | pentalenolactone | Terpene | 58% |
| Region 1.39 | NI-siderophore | 9,736,740 | 9,750,061 | peucechelin | NRP | 10% |
| Region 1.40 | thioamitides | 9,881,411 | 9,903,805 |  |  |  |
| Region 1.41 | terpene | 9,965,234 | 9,986,130 | A54145 | NRP | 3% |

# Table S8 – AntiSMASH summary output of predicted biosynthetic gene clusters of Strain D

| **Region** | **Type** | **From** | **To** | **Most similar known cluster** | | **Similarity** |
| --- | --- | --- | --- | --- | --- | --- |
| Region 1.1 | lanthipeptide-class-i | 64,478 | 89,630 | griselimycin | NRP | 7% |
| Region 1.2 | NRPS,T1PKS | 576,859 | 632,927 | azicemicin B | Polyketide | 15% |
| Region 1.3 | NRPS | 809,297 | 861,939 | rimosamide | NRP | 35% |
| Region 1.4 | T3PKS | 1,898,605 | 1,939,669 | flaviolin/1,3,6,8-tetrahydroxynaphthalene | Polyketide | 100% |
| Region 1.5 | NRP-metallophore,NRPS,T1PKS | 2,050,581 | 2,225,915 | naphthomycin A | Polyketide | 71% |
| Region 1.6 | terpene | 2,579,103 | 2,596,731 | pradimicin-A | Polyketide | 7% |
| Region 1.7 | NAPAA | 2,661,295 | 2,694,387 | ε-Poly-L-lysine | NRP | 100% |
| Region 1.8 | ectoine | 2,973,183 | 2,983,587 | ectoine | Other | 100% |
| Region 1.9 | melanin | 4,149,041 | 4,159,484 | melanin | Other | 60% |
| Region 1.10 | NI-siderophore | 4,263,060 | 4,273,691 | desferrioxamin B/desferrioxamine E | Other | 83% |
| Region 1.11 | other | 4,368,015 | 4,408,635 | armeniaspirol A/armeniaspirol B/armeniaspirol C | Polyketide | 13% |
| Region 1.12 | T2PKS | 5,313,694 | 5,386,182 | α naphtocyclinoic acid/fogacin | Polyketide | 62% |
| Region 1.13 | terpene | 7,224,190 | 7,245,017 | albaflavenone | Terpene | 100% |
| Region 1.14 | NI-siderophore | 7,980,551 | 7,991,233 |  |  |  |
| Region 1.15 | betalactone | 8,198,105 | 8,230,139 |  |  |  |
| Region 1.16 | T1PKS,hglE-KS | 8,361,333 | 8,411,902 | hexacosalactone A | Other | 13% |
| Region 1.17 | terpene | 8,449,103 | 8,469,505 | geosmin | Terpene | 100% |
| Region 1.18 | NAPAA | 8,511,964 | 8,546,541 | stenothricin | NRP:Cyclic depsipeptide | 13% |
| Region 1.19 | butyrolactone | 8,648,889 | 8,659,815 |  |  |  |
| Region 1.20 | NI-siderophore | 8,714,937 | 8,728,045 | grincamycin | Polyketide:Type II polyketide+Saccharide:Hybrid/tailoring saccharide | 8% |
| Region 1.21 | terpene | 9,238,172 | 9,262,918 | hopene | Terpene | 92% |
| Region 1.22 | T1PKS | 9,417,317 | 9,458,319 | chlorothricin/deschlorothricin | Polyketide:Modular type I polyketide+Polyketide:Iterative type I polyketide+Saccharide:Oligosaccharide | 4% |
| Region 1.23 | terpene | 9,984,434 | 10,015,384 | ebelactone | Polyketide | 5% |
| Region 1.24 | T1PKS | 10,266,471 | 10,313,439 | desertomycin B/desertomycin A/desertomycin G | NRP | 10% |
| Region 1.25 | NRPS,nucleoside | 10,824,765 | 10,869,717 | toyocamycin | Other | 30% |

# Table S9 – Transcriptomic sample labelling and multiplexing. Samples were multiplexed into 4 mixes per replicate (n=3) per day (days 2, 3 and 4). Resulting in 36 multiplexed RNA-Seq samples.

| **Strain left** | **Mix number** | **Strain right** | **Mix number** | **Replicate number** |
| --- | --- | --- | --- | --- |
| A | 1 | A | 0 | 1 |
| A | 1 | A | 0 | 2 |
| A | 1 | A | 0 | 3 |
| A | 1 | A | 0 | 4 |
| C | 1 | C | 0 | 1 |
| C | 1 | C | 0 | 2 |
| C | 1 | C | 0 | 3 |
| C | 1 | C | 0 | 4 |
| D | 1 | D | 0 | 1 |
| D | 1 | D | 0 | 2 |
| D | 1 | D | 0 | 3 |
| D | 1 | D | 0 | 4 |
| B | 1 | B | 0 | 1 |
| B | 1 | B | 0 | 2 |
| B | 1 | B | 0 | 3 |
| B | 1 | B | 0 | 4 |
| A | 2 | C | 3 | 1 |
| A | 2 | C | 3 | 2 |
| A | 2 | C | 3 | 3 |
| A | 2 | C | 3 | 4 |
| C | 2 | B | 4 | 1 |
| C | 2 | B | 4 | 2 |
| C | 2 | B | 4 | 3 |
| C | 2 | B | 4 | 4 |
| C | 4 | D | 2 | 1 |
| C | 4 | D | 2 | 2 |
| C | 4 | D | 2 | 3 |
| C | 4 | D | 2 | 4 |
| A | 3 | B | 2 | 1 |
| A | 3 | B | 2 | 2 |
| A | 3 | B | 2 | 3 |
| A | 3 | B | 2 | 4 |
| B | 3 | D | 4 | 1 |
| B | 3 | D | 4 | 2 |
| B | 3 | D | 4 | 3 |
| B | 3 | D | 4 | 4 |
| A | 4 | D | 3 | 1 |
| A | 4 | D | 3 | 2 |
| A | 4 | D | 3 | 3 |
| A | 4 | D | 3 | 4 |

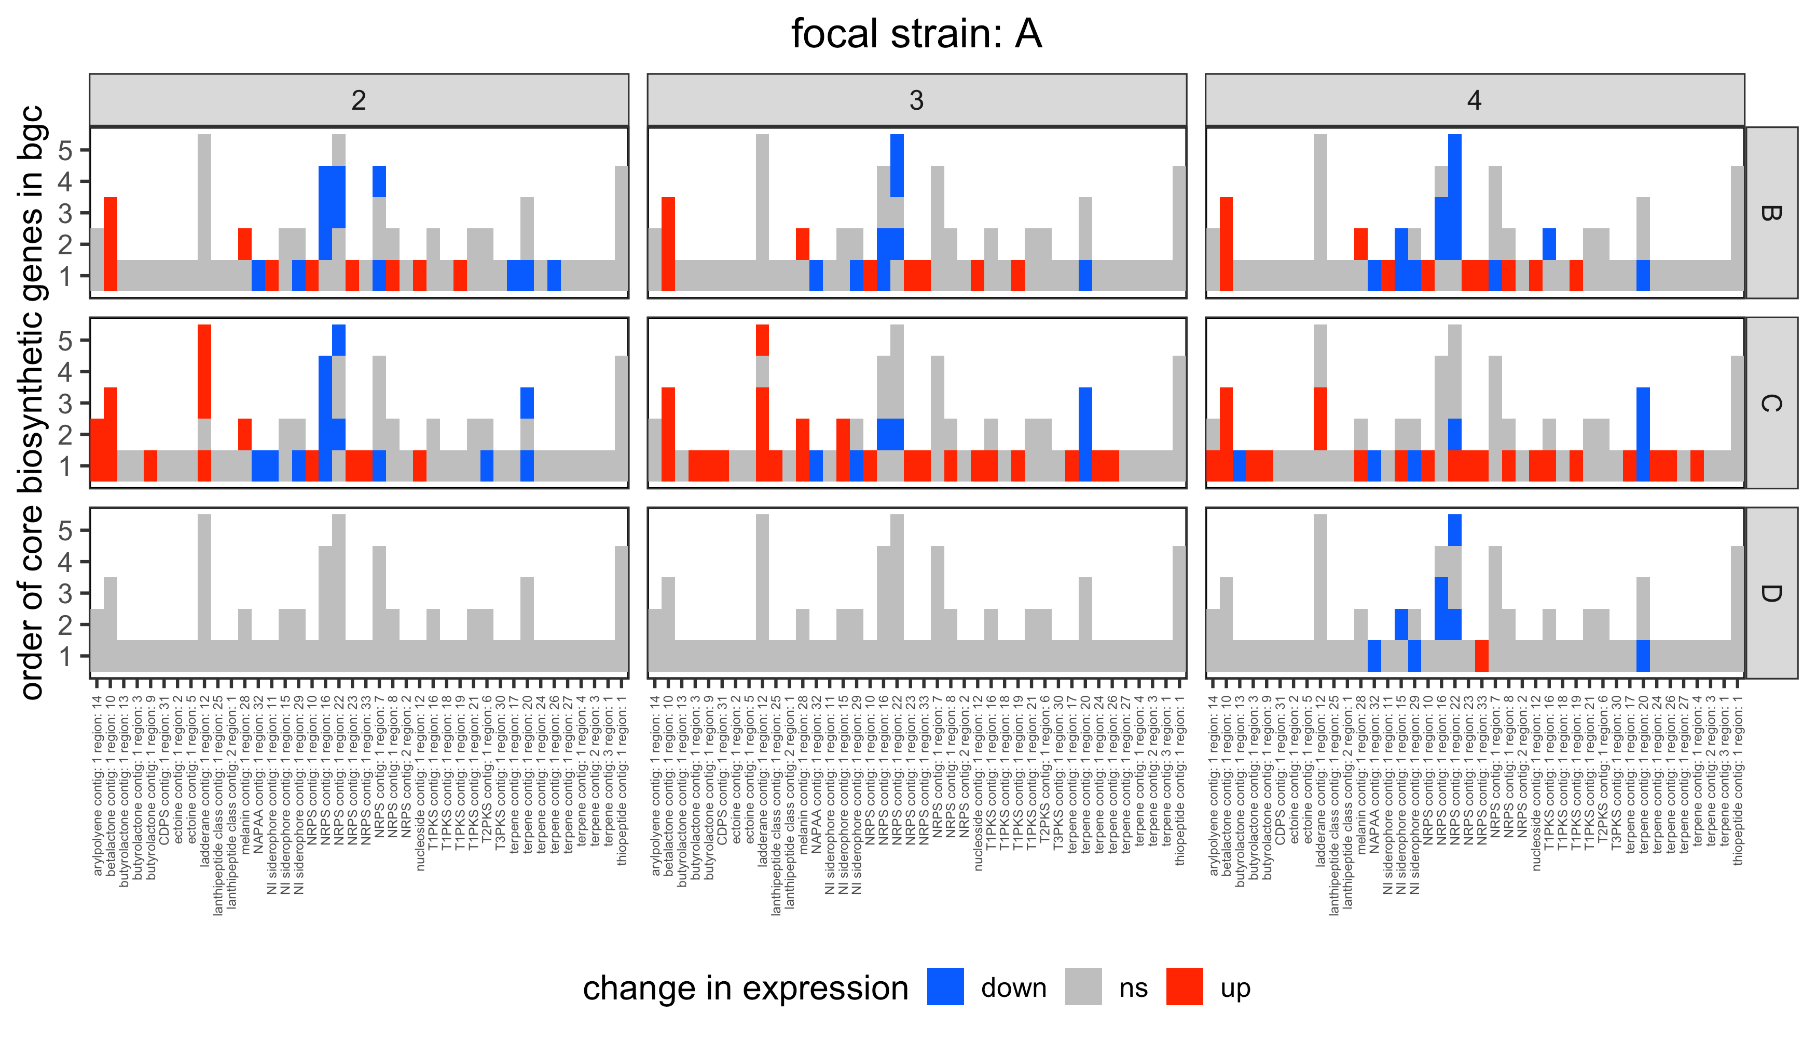

# Figure S1 – Significant changes in expression of strain A core BGC genes in response to partner strains (right label), relative to axenic cultures. Top labels correspond to sampling day 2, 3 or 4. Summary information on the corresponding BGCs is presented in Table S5.

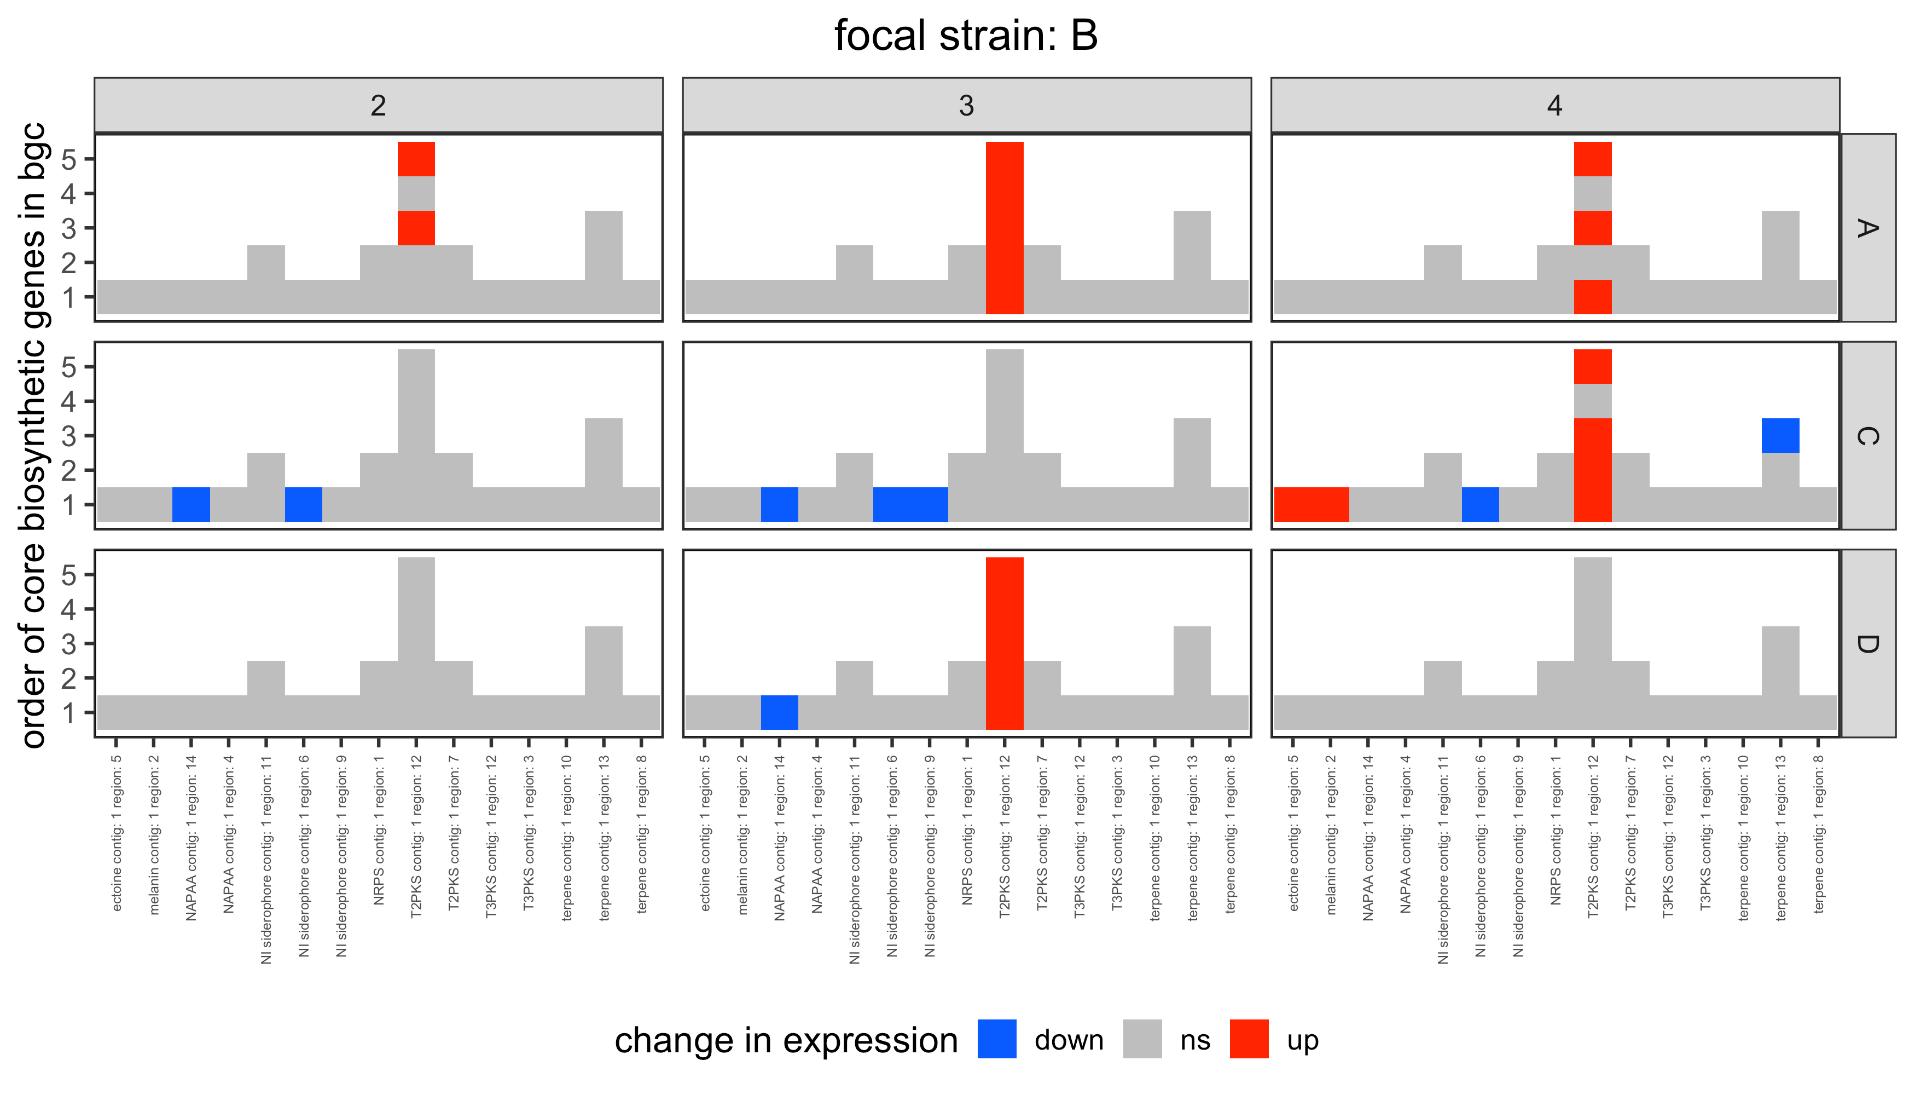

# Figure S2 – Significant changes in expression of strain B core BGC genes in response to partner strains (right label), relative to axenic cultures. Top labels correspond to sampling day 2, 3 or 4. Summary information on the corresponding BGCs is presented in Table S6.

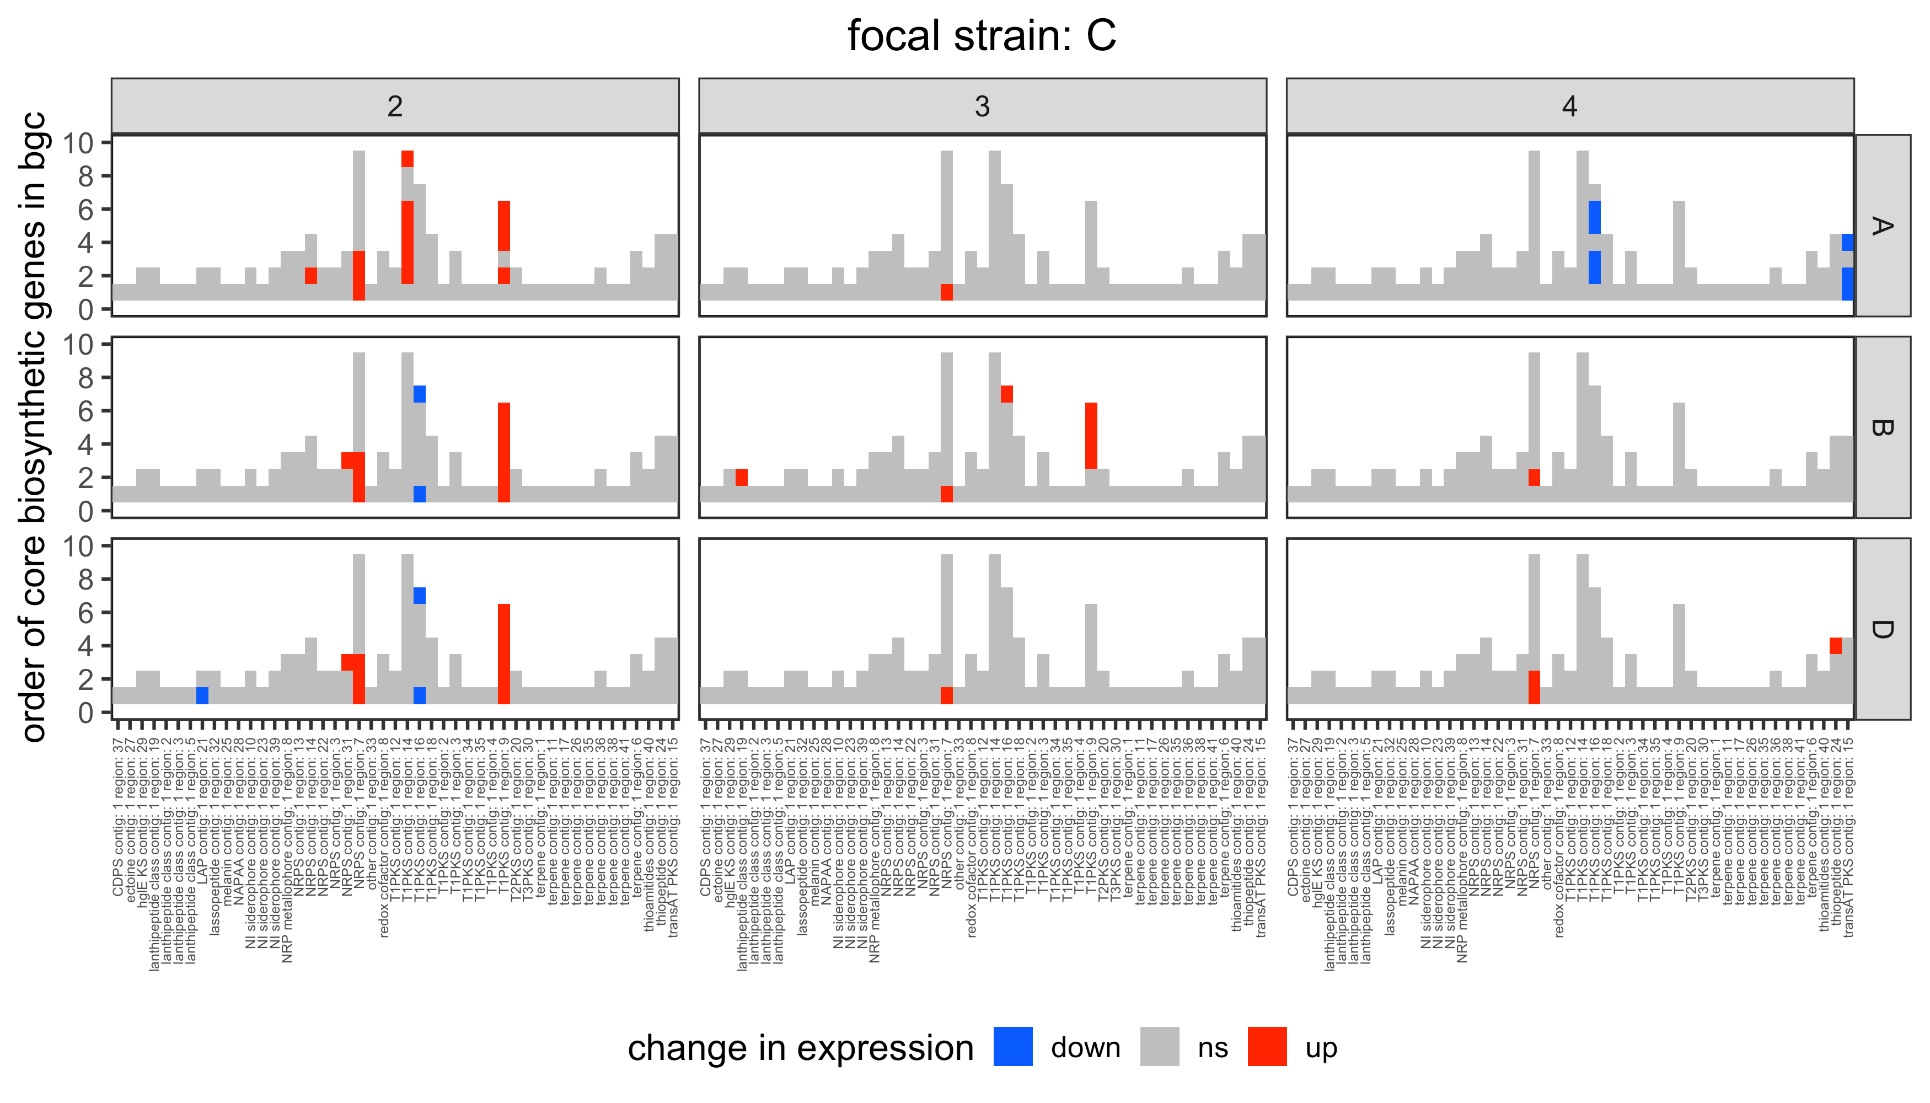

# Figure S3 – Significant changes in expression of strain C core BGC genes in response to partner strains (right label), relative to axenic cultures. Top labels correspond to sampling day 2, 3 or 4. Summary information on the corresponding BGCs is presented in Table S7.

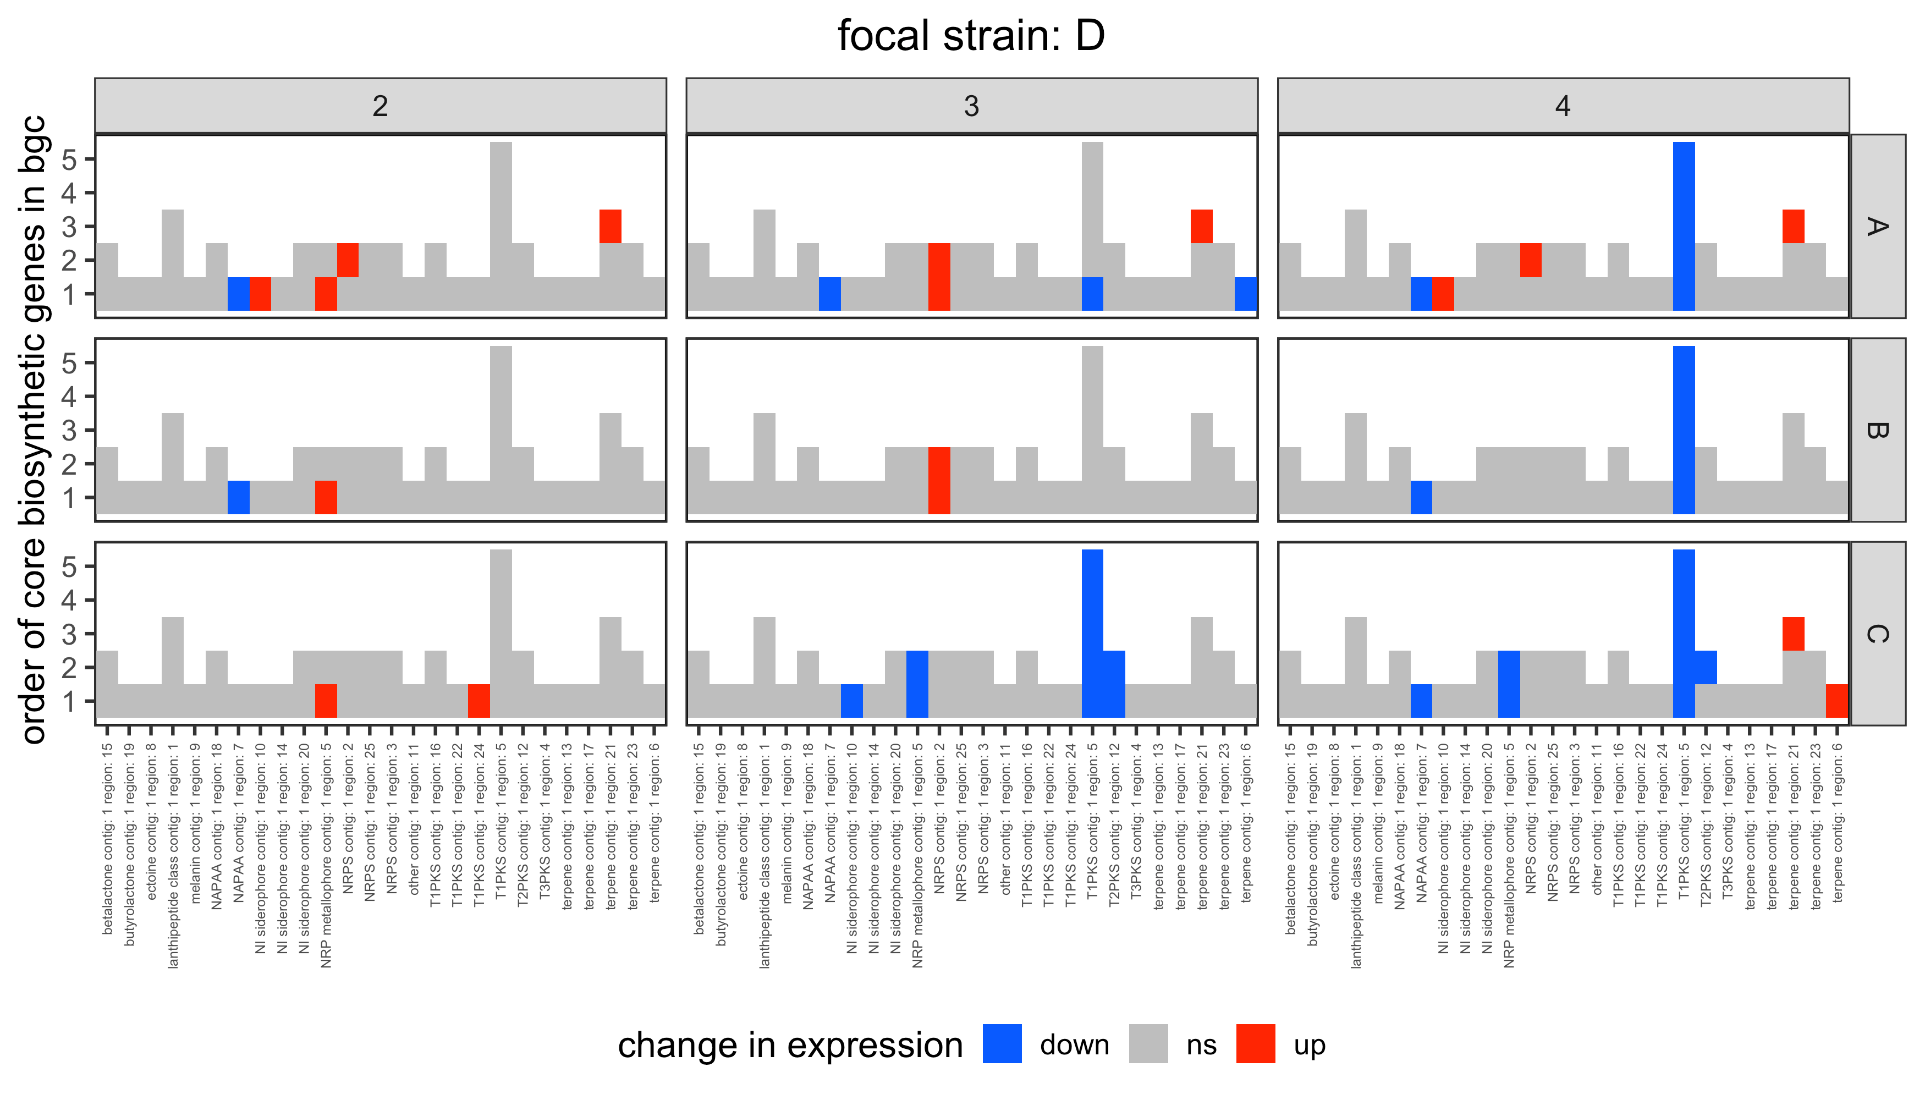

# Figure S4 – Significant changes in expression of strain D core BGC genes in response to partner strains (right label), relative to axenic cultures. Top labels correspond to sampling day 2, 3 or 4. Summary information on the corresponding BGCs is presented in Table S8.

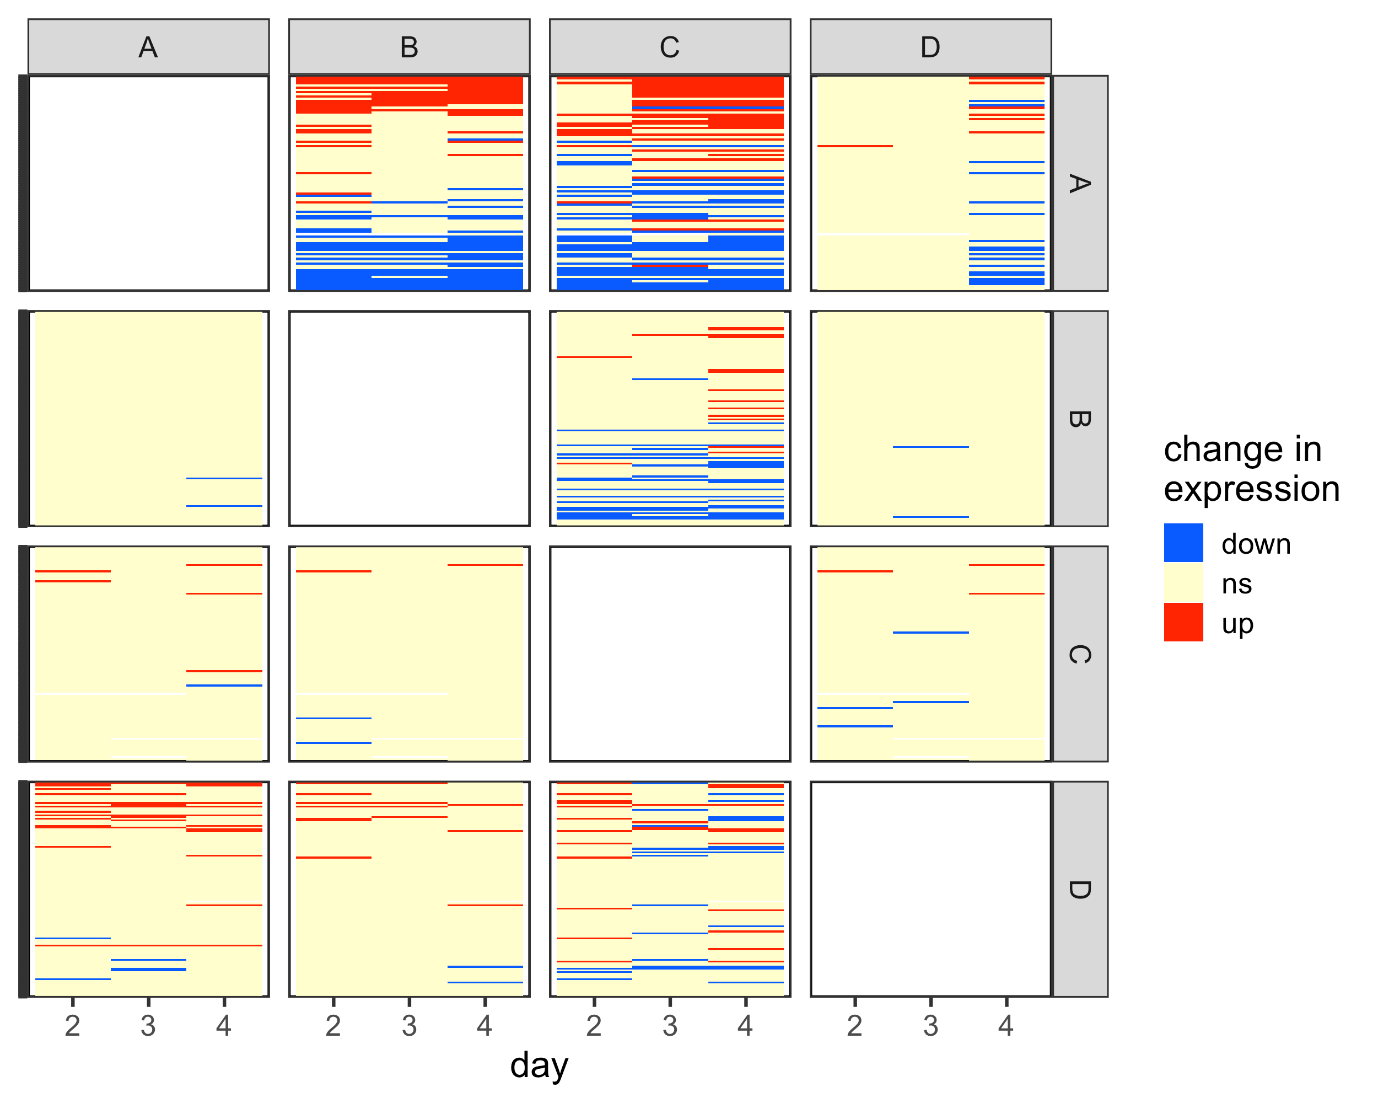

# Figure S5 – Heatmap of expression of iron-related genes filtered by annotation containing ‘ferr’, ‘iron’, ‘sidero’, ‘heme’, ‘haem’, ‘hemo’ and ‘fur’. Significantly (P<0.05) upregulated genes are indicated red, downregulated indicated blue.

**

# Figure S6 – Heatmaps of the normalised intensities associated with ions likely produced by the different strains. Ions detected in positive mode are on the left and negative mode on the right. Each column represents one sampling day, and each group of columns represent the partner strain. Putative compound annotations are included here, where ipaPy2 gives a posterior probability > 0.6.

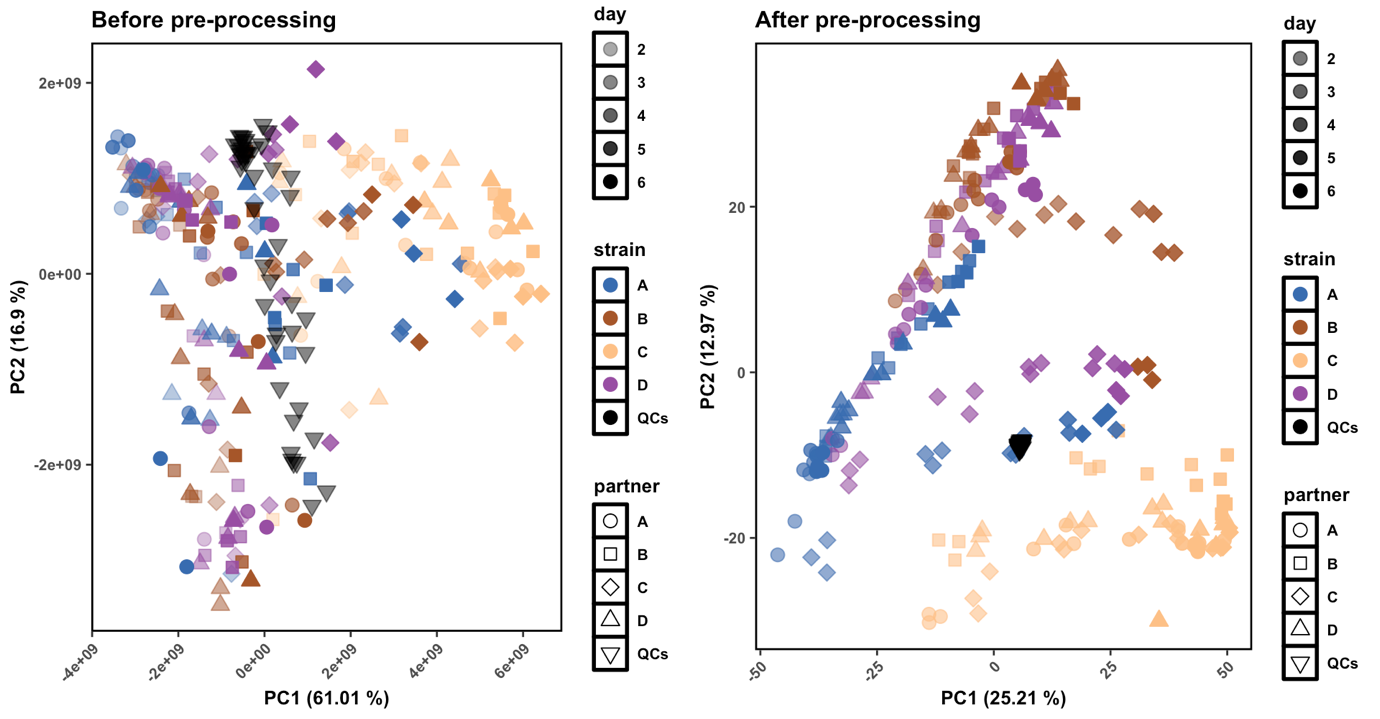
Figure S7 – Effect of QC Correction and Probabilistic Quotient Normalization (PQN) on Sample Clustering in Principal Component Analysis (PCA). Left Panel – PCA plot of the data before QC correction and PQN normalization. Samples exhibit wide dispersion, and QC samples (black diamonds) show considerable spread. Right Panel – PCA plot of the same data after QC correction and PQN normalization. The processing has resulted in a marked improvement in data structure. QC samples (black) are now tightly clustered, indicating a successful reduction in technical variability. Furthermore, biological groups show clearer separation and more distinct clustering.

#
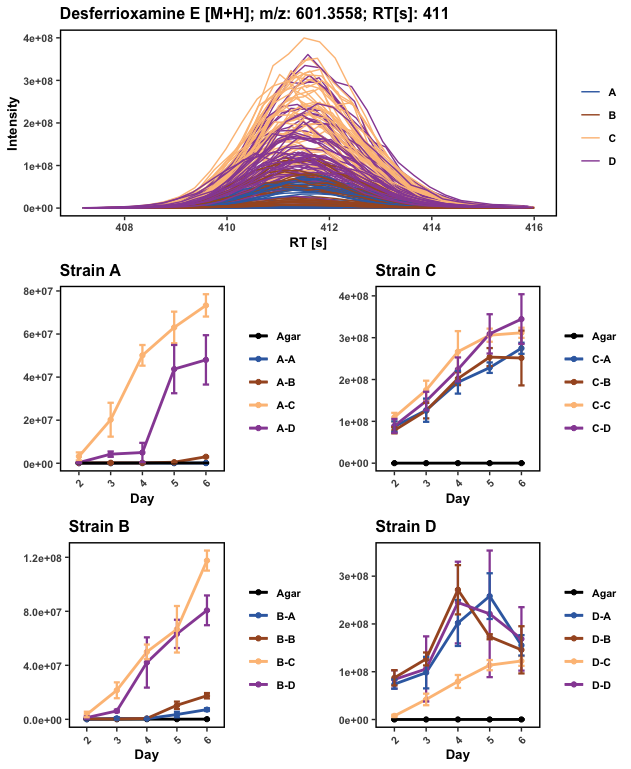
Figure S8 – LC-MS detection of DFO-E. Top panel overlays extracted ion chromatograms showing detected peak shape across the retention time window. Bottom panels show abundance of ion m/z 601.3558 corresponding to DFO-E [M+H] in each strain combination, including agar controls.

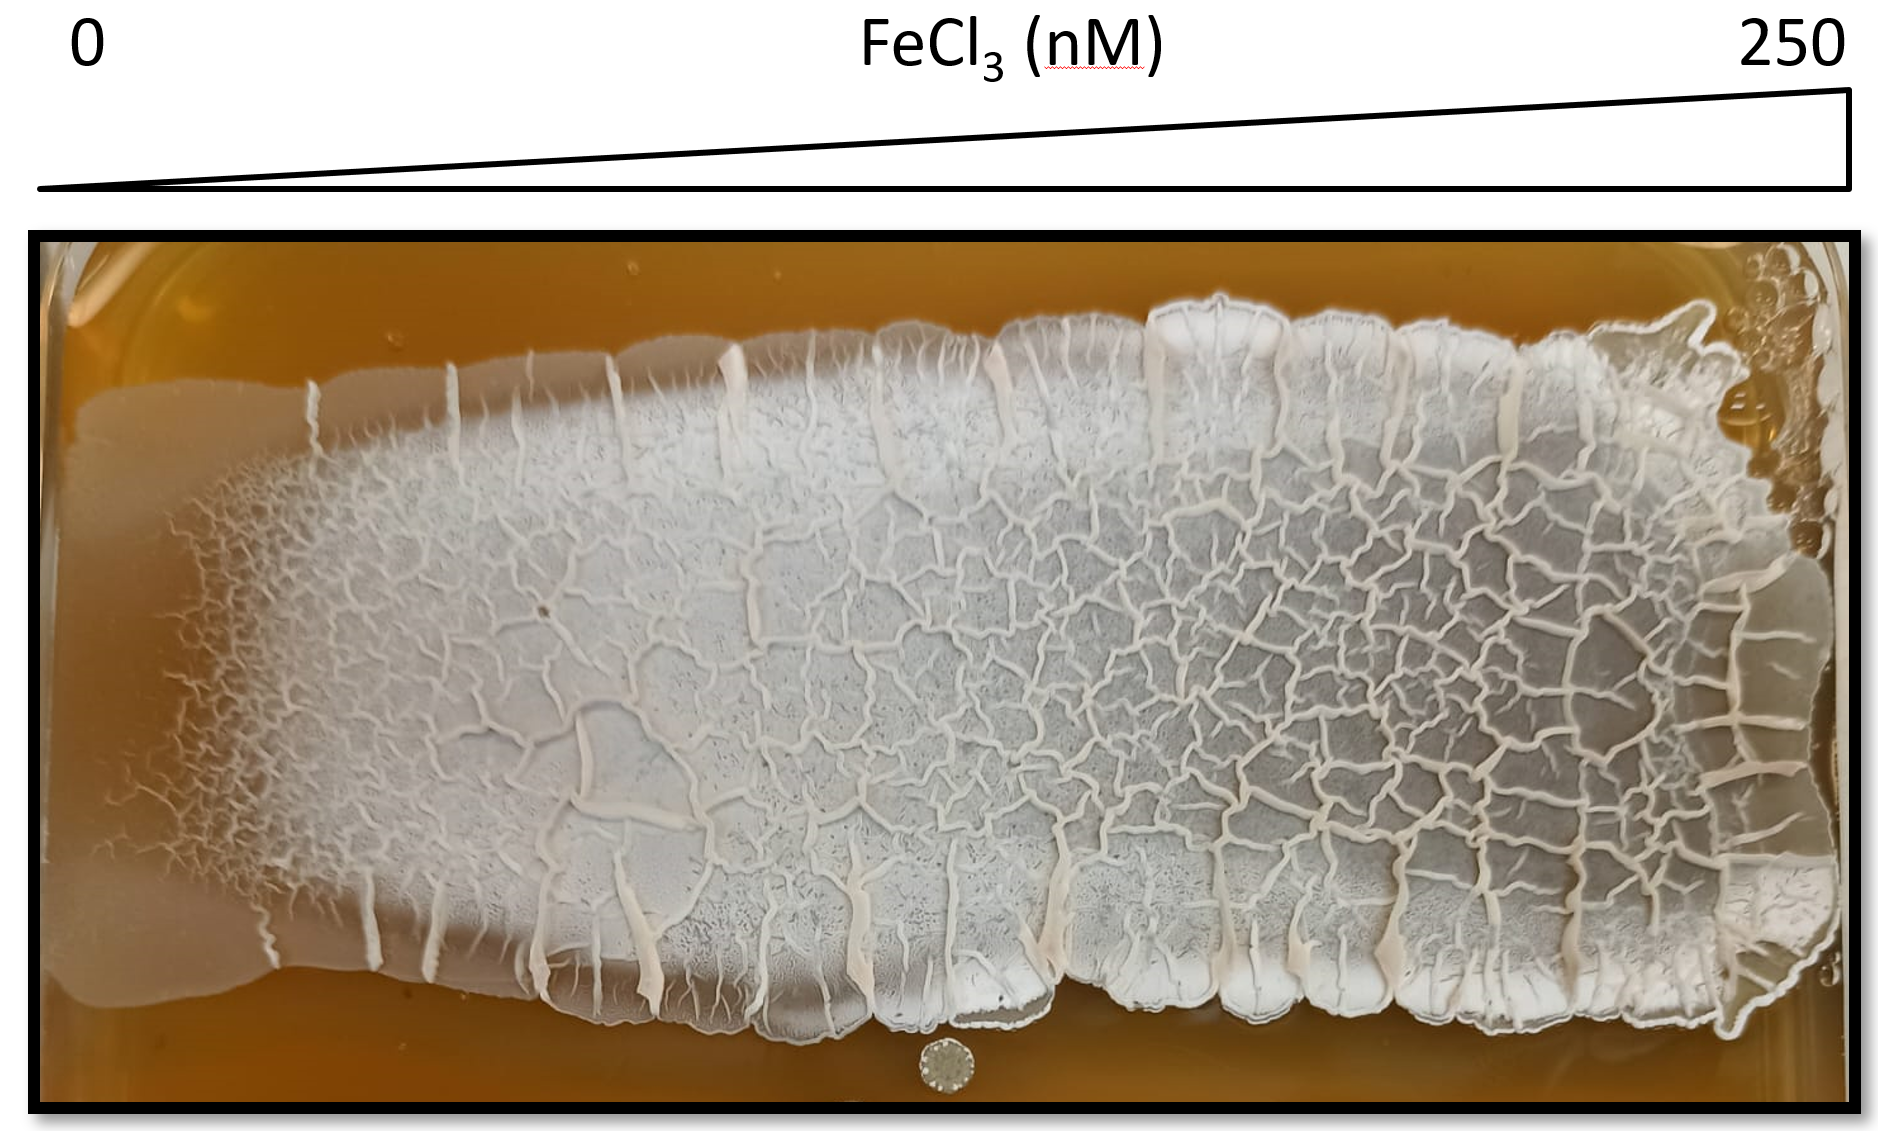

# Figure S9 – Response of Strain A to an iron chloride gradient. Strain A was incubated for 3 days at 30 °C on an ISP2 agar plate prepared with slanted layers of 0 and 250 nM FeCl_3_ to give a gradient approximately as indicated.

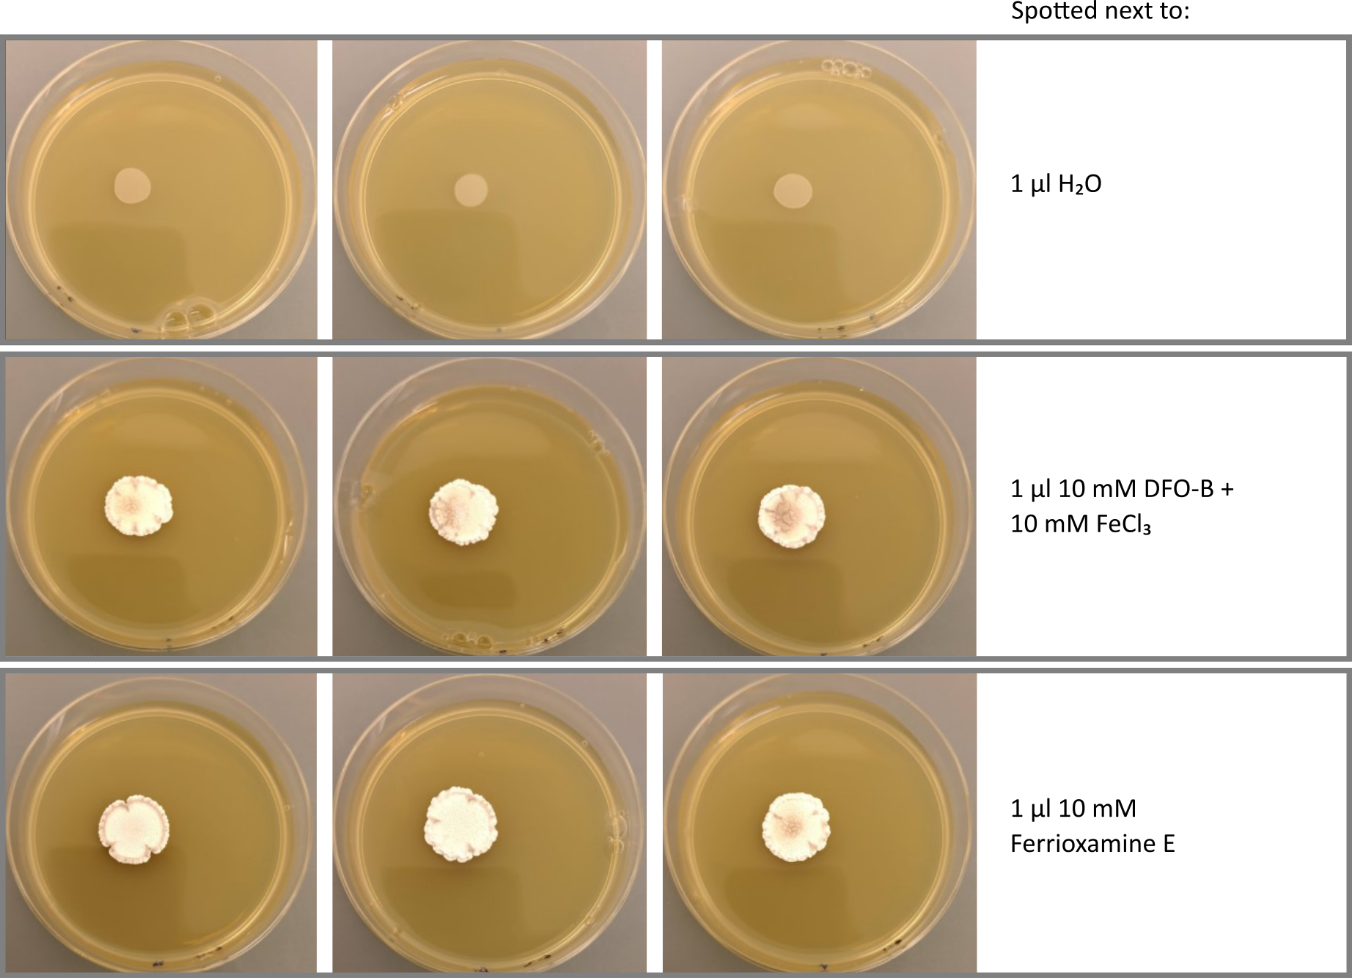

# Figure S10 – Strain A spotted 1 cm away from indicated compounds, after 4 days incubation at 30 °C, n=3.

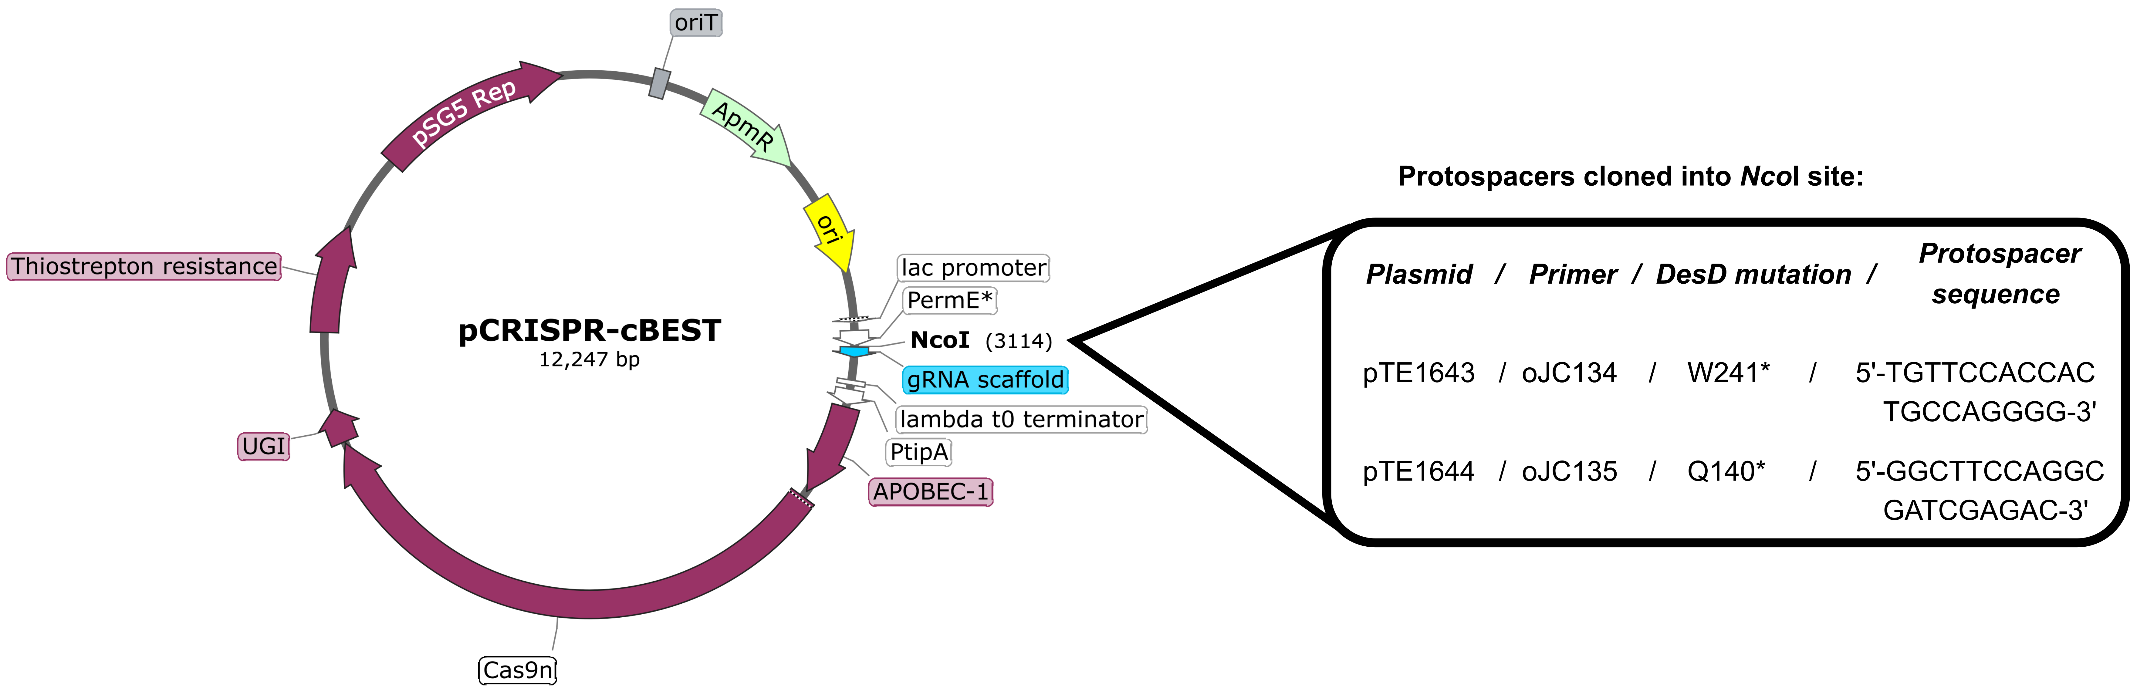

# Figure S11 – Overview of base editing CRISPR plasmid designs. Plasmids were constructed by NEBuilder Hifi Assembly into pCRISPR-cBEST linearised by *Nco*I digest and dephosphorylated with Quick CIP (NEB). Full oligonucleotide sequences are listed in Table S4.

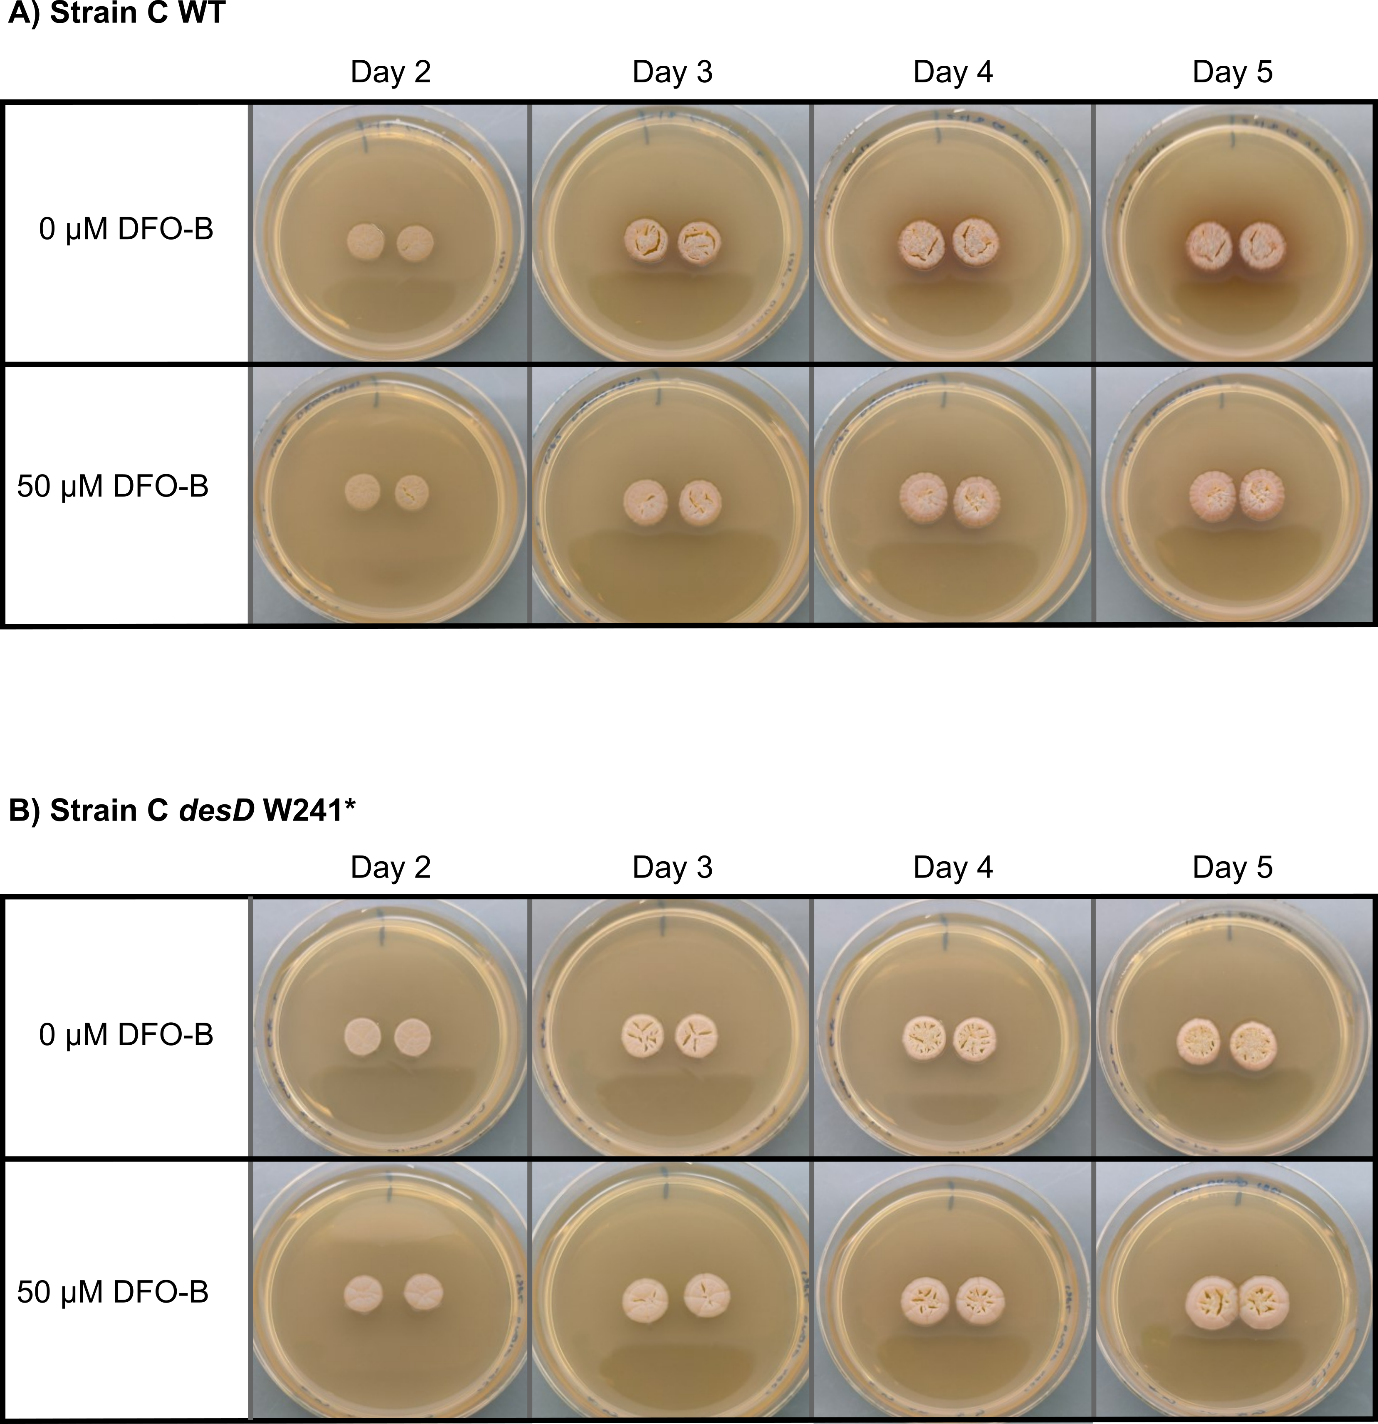

# Figure S12 – A) Daily phenotype photos of Strain C WT axenic pairs. The bottom row includes 50 µM DFO-B throughout the agar, the top row has none. B) Daily phenotype photos of Strain C *desD* W241* DFO-B biosynthesis mutants. The bottom row includes 50 µM DFO-B throughout the agar, the top row has none.

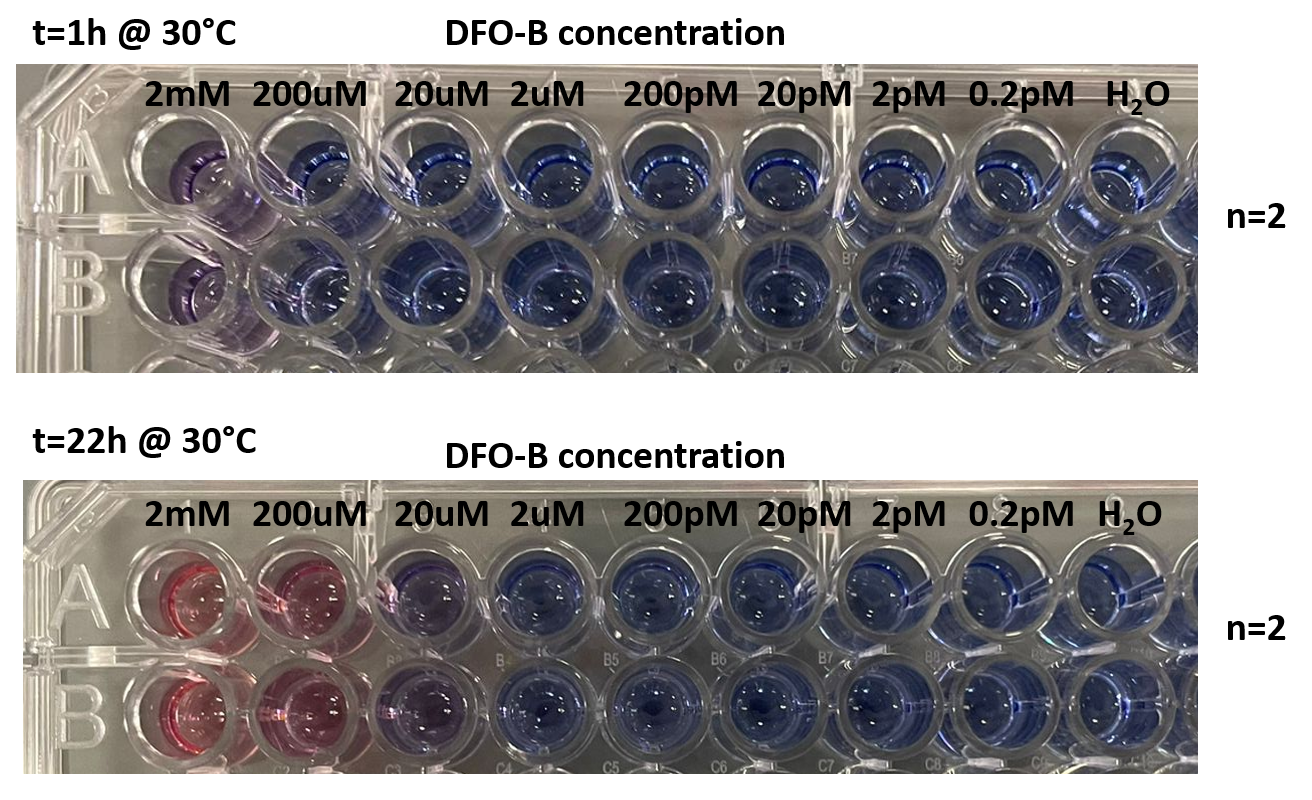

# Figure S13 – Chrome azurol solution control assay of DFO-B standards.

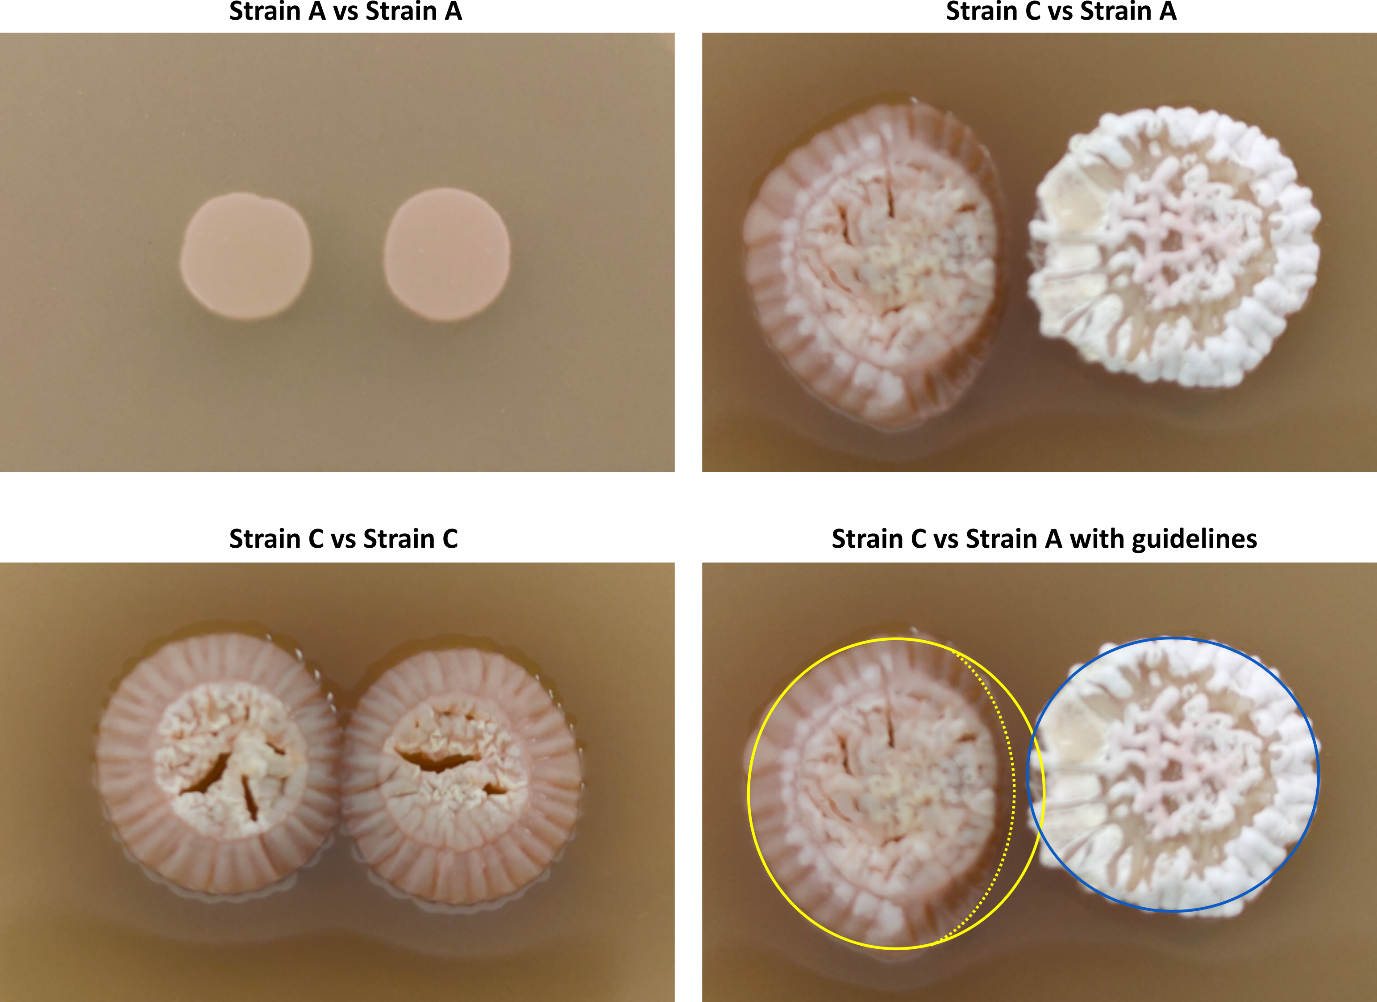

# Figure S14 – Zoomed photos of the interaction of strains A and C. Guidelines are added to help visualise the apparent directional inhibition of Strain C by Strain A, solid lines represent where a symmetrical colony would reach, dashed lines represent approximately where the colony border is. The top right photo is the same but unmarked.

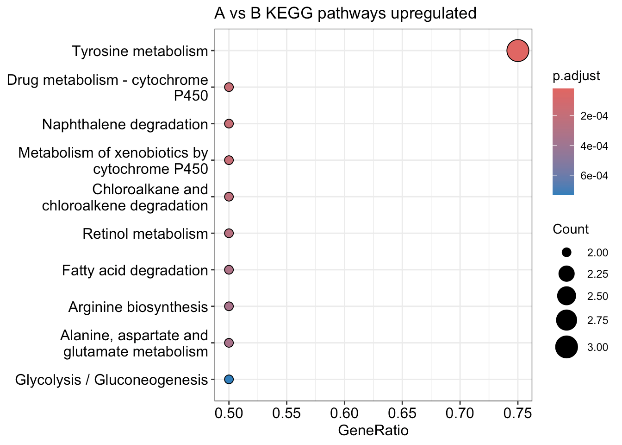

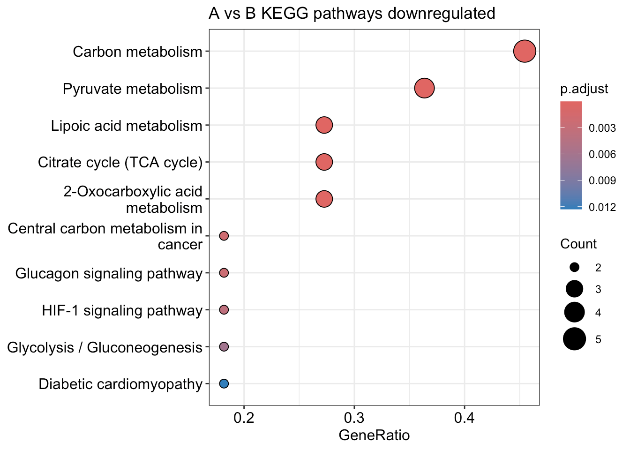

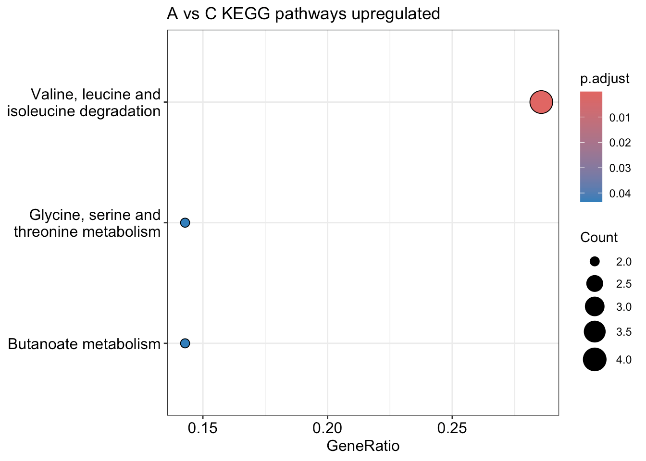

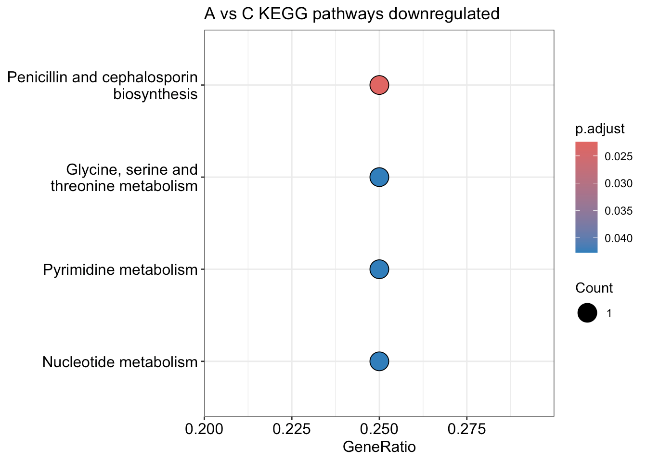

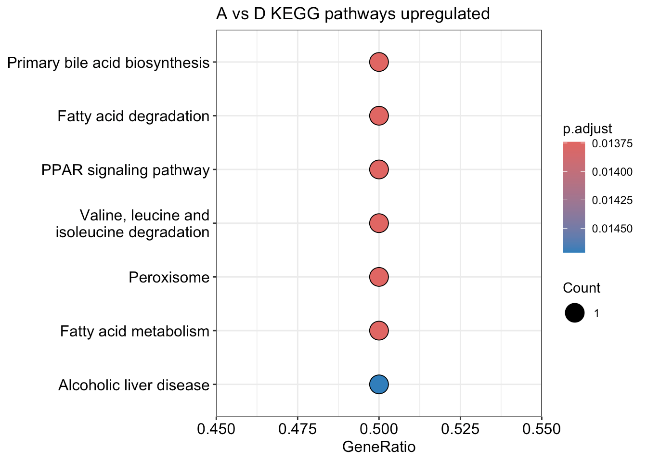

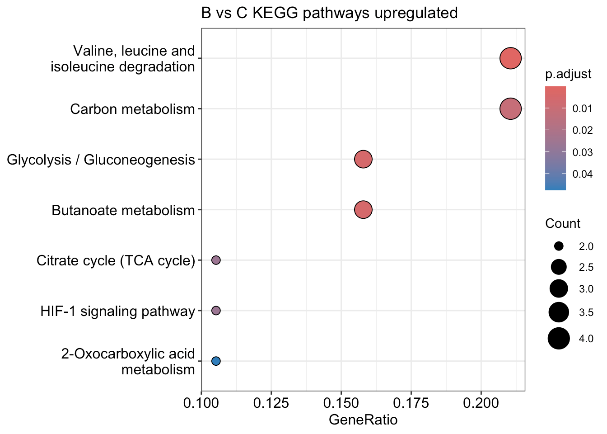

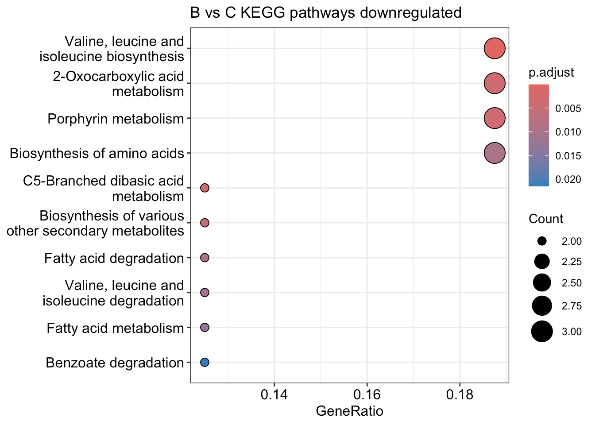

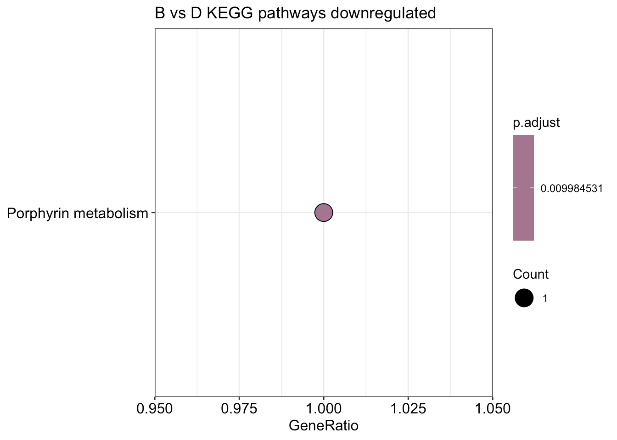

# Figure S15 – Enrichment analysis of **strain B** – KEGG pathways up/downregulated in the RNAseq data. Each panel shows pathways differentially expressed in strain B in the comparison given in the subtitle. For instance, the A vs D upregulated panel shows pathways upregulated in strain B when next to D compared with when next to A. Where comparisons are absent, e.g. A vs B, the analysis showed no pathways enriched.

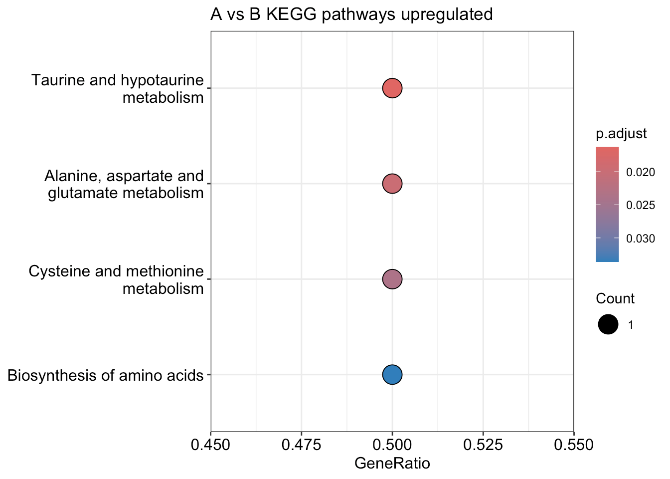

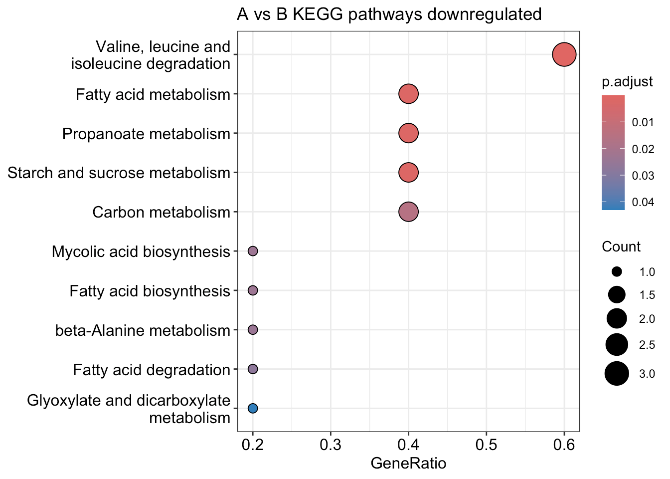

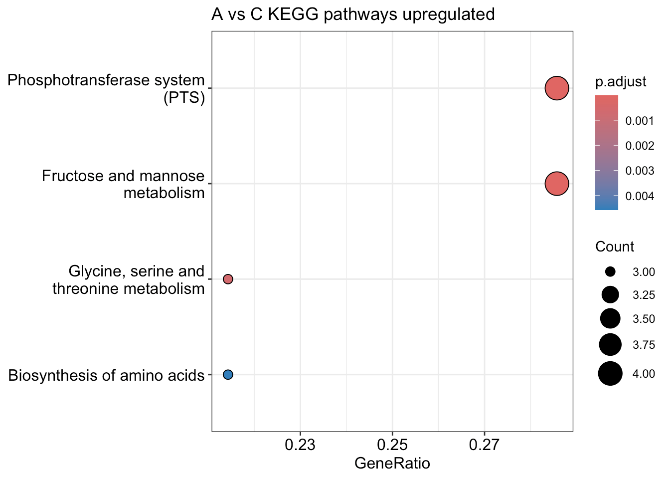

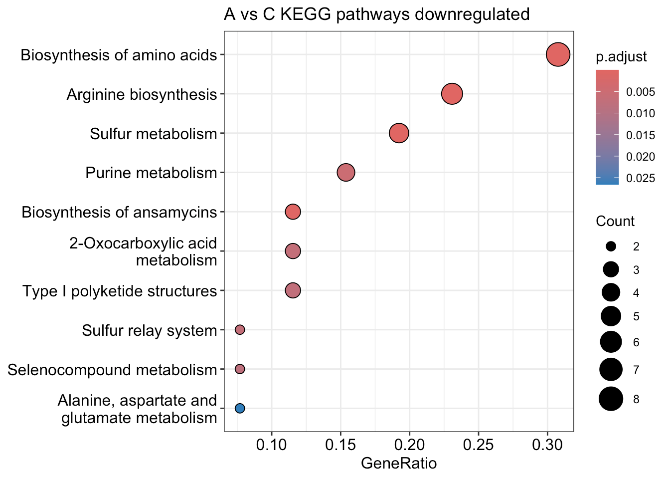

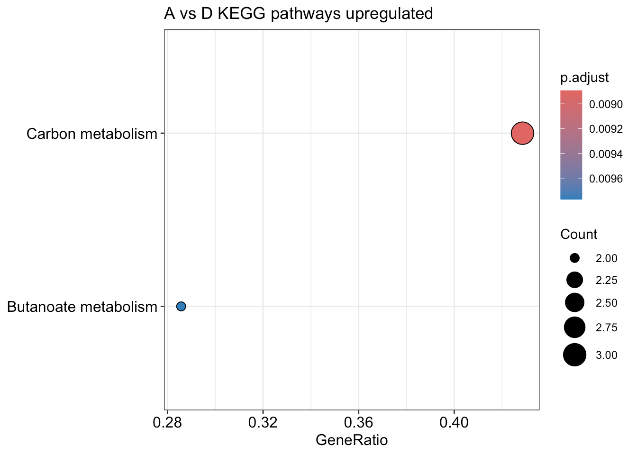

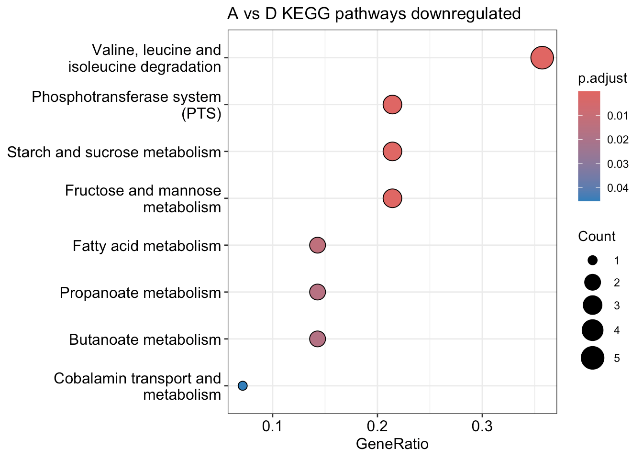

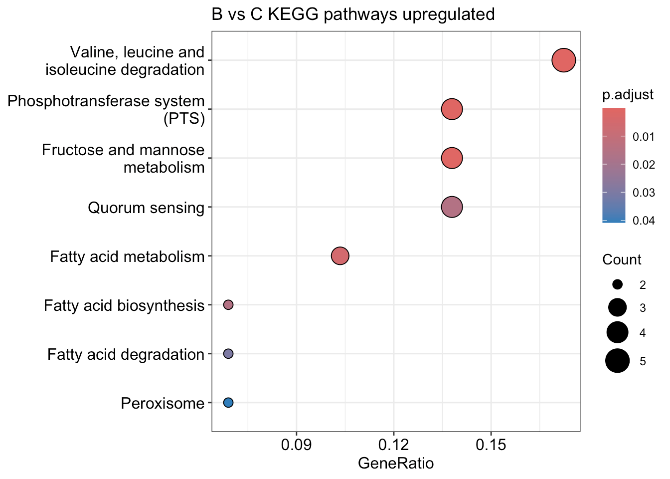

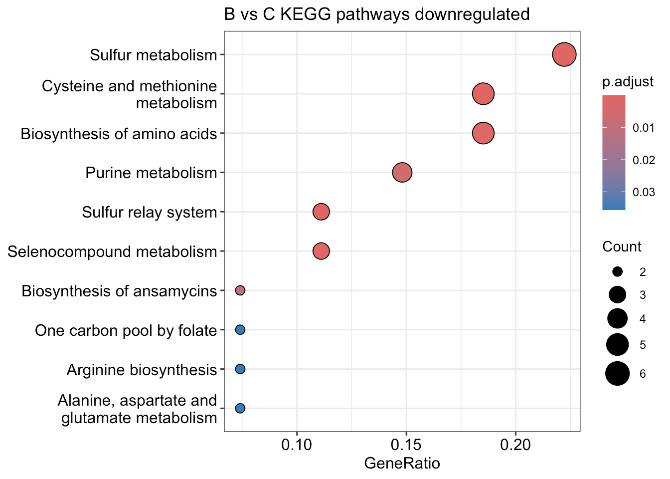

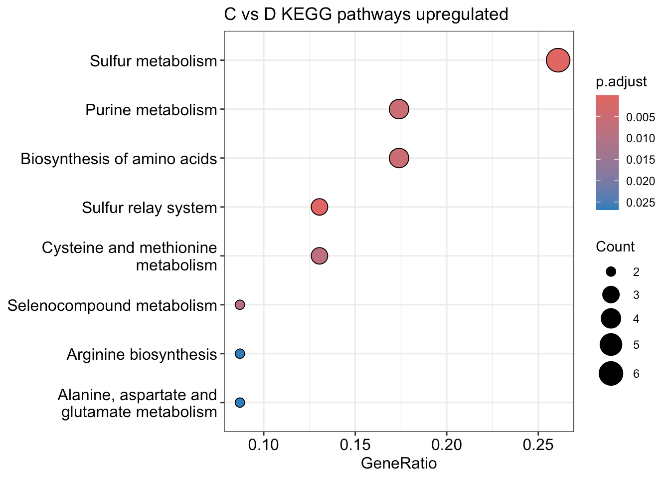

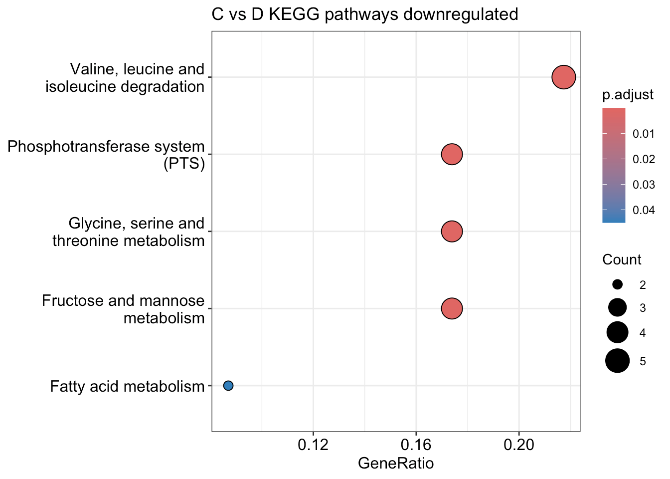

# Figure S16 – Enrichment analysis of **strain C** – KEGG pathways up/downregulated in the RNAseq data. Each panel shows pathways differentially expressed in strain C in the comparison given in the subtitle. For instance, the A vs D upregulated panel shows pathways upregulated in strain C when next to D compared with when next to A. Where comparisons are absent, e.g. B vs D, the analysis showed no pathways enriched.

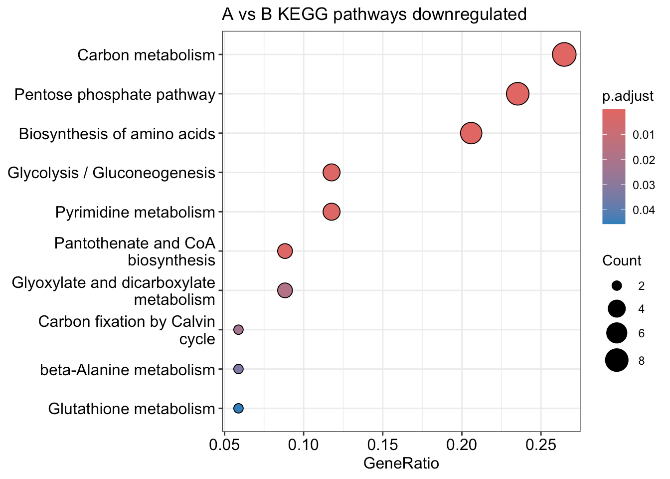

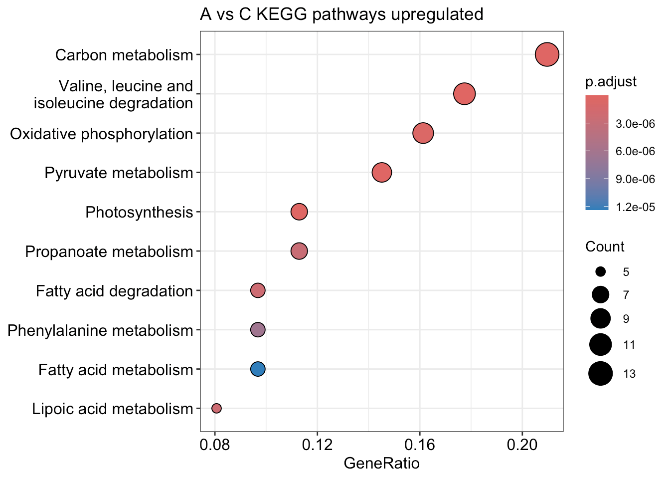

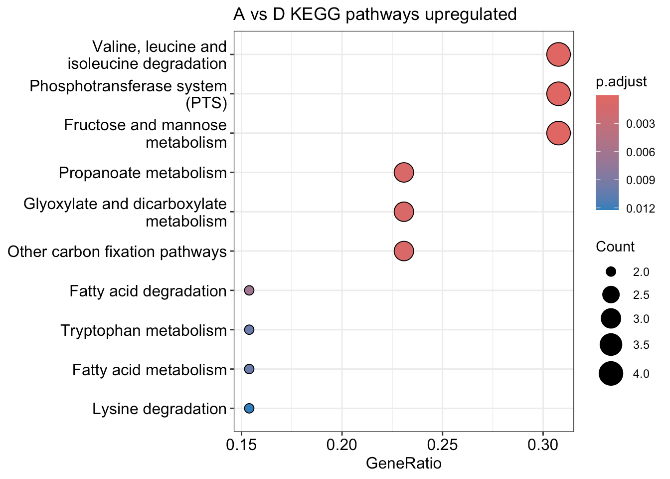

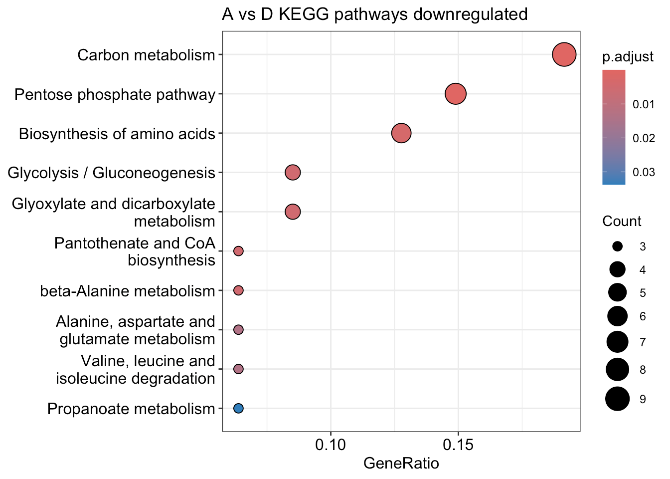

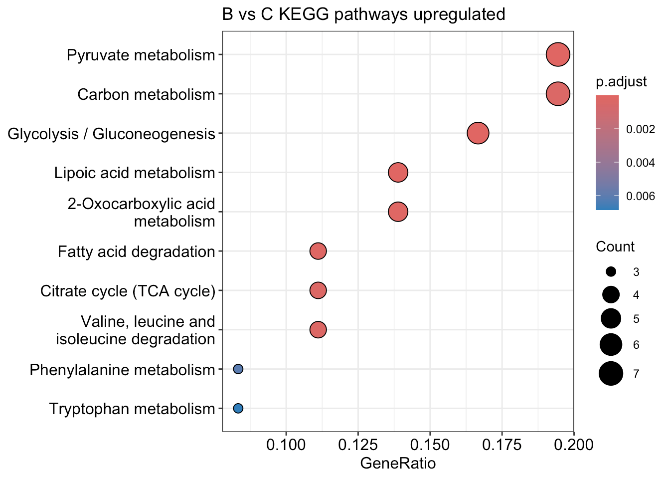

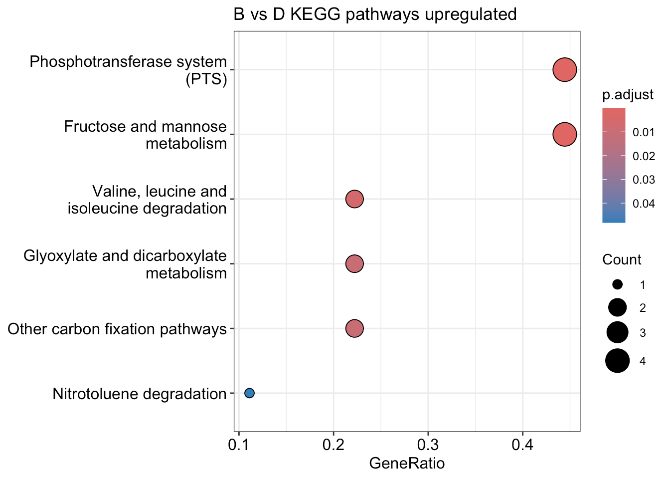

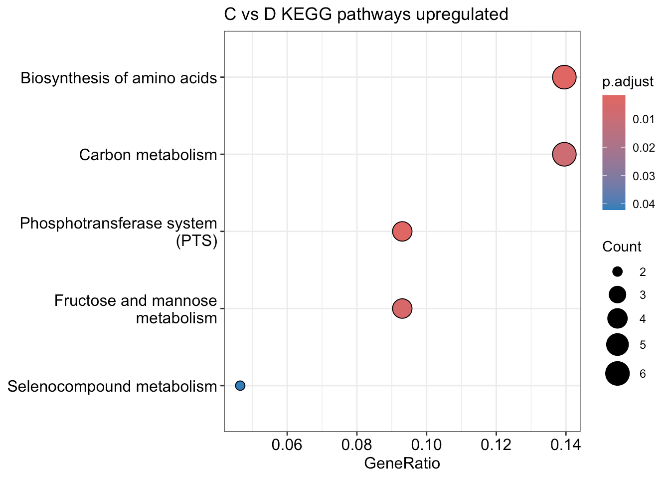

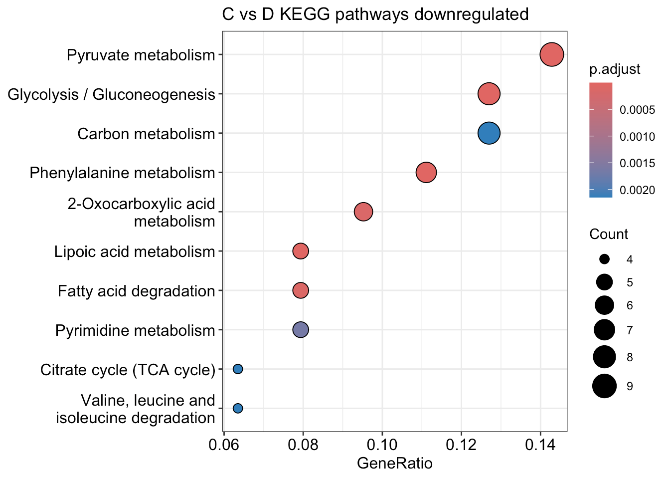

# Figure S17 – Enrichment analysis of **strain D** – KEGG pathways up/downregulated in the RNAseq data. Each panel shows pathways differentially expressed in strain D in the comparison given in the subtitle. For instance, the B vs C upregulated panel shows pathways upregulated in strain D when next to C compared with when next to B.

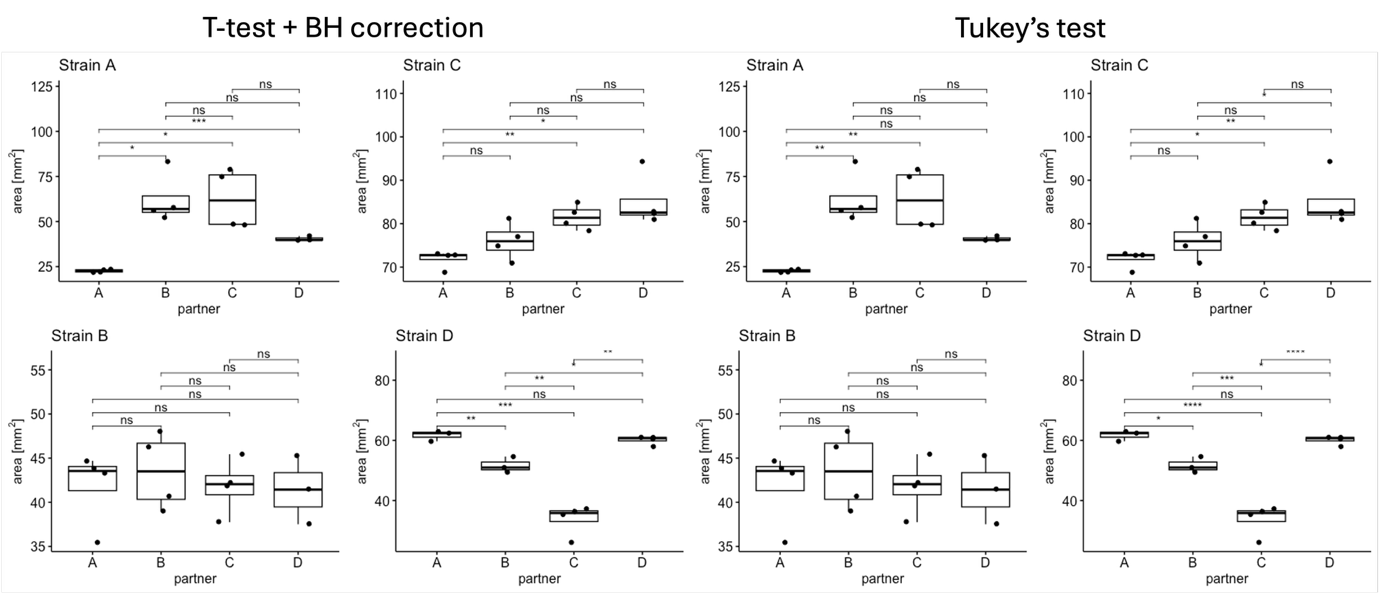

# Figure S18 – Comparison of multiple testing correction methods for pairwise comparisons of computed strain areas (comparative to Figure 2B). Areas were determined algorithmically on day 6, n=4. The manuscript uses multiple t-tests with a Benjamini-Hochberg correction for multiple testing (left panel). Tukey’s Honest Significant Difference test (right panel) does not change the biological interpretation of the significant interactions. Significance levels are indicated as follows: **** = P <0.0001 *** = *P* < 0.001, ** = *P* < 0.01, * = *P* < 0.05

# Supplementary Material References

1. Alanjary, M., Steinke, K. & Ziemert, N. AutoMLST: an automated web server for generating multi-locus species trees highlighting natural product potential. *Nucleic Acids Research* **47**, W276–W282 (2019).

2. Schlatter, D. C., DavelosBaines, A. L., Xiao, K. & Kinkel, L. L. Resource use of soilborne *Streptomyces* varies with location, phylogeny, and nitrogen amendment. *Microbial Ecology* **66**, 961–971 (2013).

3. Flett, F., Mersinias, V. & Smith, C. P. High efficiency intergeneric conjugal transfer of plasmid DNA from *Escherichia coli* to methyl DNA-restricting streptomycetes. *FEMS Microbiology Letters* **155**, 223–229 (1997).

4. Tong, Y. *et al.* Highly efficient DSB-free base editing for streptomycetes with CRISPR-BEST. *PNAS* **116**, 20366–20375 (2019).

How the deposited data were processed for this re-analysis (not part of the article)

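RNA was sequenced from pairs of colonies of strains A, B, C and D harvested on days 2, 3 and 4. The 36 libraries were made as pools of RNA of the 4 strains, in 1 of 4 mixes that set the partner of each strain; in library 2c of day 3 mix 1 strain A was almost absent (109 reads). Libraries were grouped by strain, partner and day from their labels alone. The 2, 2b and 2c libraries of day 3 mix 1 were taken as repeats of replicate 2 and summed, which leaves 34 samples per strain.

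The values are raw read counts per annotated gene, as deposited. To make these counts the authors trimmed adapters with BBDuk, removed reads of rRNA with SILVA and the strains' own rRNA genes, aligned the remainder with BBMap to the 4 genomes joined together, discarded reads that fit more than 1 place and counted reads per gene with Rsamtools, GenomicFeatures and GenomicAlignments. The annotation is that of IMG. The versions and the strand setting are not given in the sources used here. The table holds 36728 features, of which 8103 are coding genes of A, 9120 of B, 9155 of C and 9881 of D. All libraries together hold 216744634 counted reads, 28.9% from A, 34.7% from B, 17.2% from C and 19.2% from D. Unnamed RNA genes take 31.9% of the reads of A, 16.3% in B, 18.5% in C and 17.4% in D.

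Computed from the counts: each strain was analysed on its own, so that a change in its share of a pool does not act on its genes. Counts were scaled by TMM within a strain, and genes with low counts were removed with filterByExpr of edgeR 4.0.16 (minimum count 10), in R 4.3.3. A quasi-likelihood model (glmQLFit, glmQLFTest) with 12 groups of partner and day per strain gave p-values for each comparison, adjusted after Benjamini and Hochberg over the tested genes of the strain. A gene was counted as changed at an adjusted p under 0.05 and an absolute log2 fold change over 2. The SE of a log2 fold change is its absolute value divided by the square root of the F statistic of its test. It is thus approximate and holds no information beyond that test. The median reads per sample were 1613172 in A, 1988042.5 in B, 963498 in C and 1003442 in D. On day 4, strain A had 894654 to 1633776 reads in axenic samples, 468930 to 807210 next to C, 3102969 to 3617535 next to B and 1449320 to 2960633 next to D. Where a group has no reads of a gene, the fold is given against a floor of 3 counts over the group; where it has 1 to 3 counts, a ratio of pooled counts with a 95% counting interval is given.

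Gene lists were made from gene names and product words: desferrioxamine genes, iron words of the paper, ribosomal proteins, ATP synthase, NADH dehydrogenase complex I, aerial hyphae and sporulation, phosphotransferase system, glycolysis, citrate cycle and pyruvate dehydrogenase, branched-chain amino acid biosynthesis and degradation, amino acid biosynthesis, sulfur assimilation, polyketide and nonribosomal peptide synthesis, sigma factors, chaperones and heat shock, oxidative stress defence, secreted hydrolases, nitrogen and phosphate uptake, and mobile elements. Each was tested against the other genes with camera of limma 3.58.1 at an inter-gene correlation of 0.01, and again with the correlation estimated, with p-values adjusted over the 20 lists of a comparison. The lists follow product words, so a member may not do what the name of the list says. Principal components were taken from log2 CPM (counts scaled to the same total) with a prior count of 2. Cluster regions are the antiSMASH regions that the paper's supplement lists; those of strain A were placed on the contigs of the count table, on the assumption that both are the same genome, which no source used here states.

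The genes named in the text were chosen by a rule set before the data were examined: every gene the paper names, up to 10 higher and 10 lower annotated genes of each day 4 comparison with the largest changes among called genes whose library values do not overlap, and up to 4 members of each list with the smallest adjusted p. Genes outside the rule are marked where they occur. cdtB, vtlA and hrdB have no gene identifier in the paper, so genes were chosen for them by annotation.

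The alternatives tried were the Wald test of DESeq2 1.42.0, DESeq2 size factors in edgeR, no filter and a stricter filter (mean count 50). Others were a log2 fold change limit of 1, glmTreat against a log2 fold change of 1, and the replicate number as a block. The repeats of day 3 mix 1 were kept apart or left out, and 1 fit took only the groups compared. All samples of a strain were thinned to the total of its own smallest sample, and each library was left out in turn. The test was run on simulated counts with known changes: of genes with a log2 change of 3 in the setting of A next to C, 89 of 99 passed at an adjusted p under 0.05, of those with 1.5 41 of 97, and of 6650 unchanged genes 12. In the setting of D next to C these were 93 of 100, 68 of 98 and 11 of 7110. In both settings few genes were changed, and they were set to rise and fall alike. In the real counts of A next to C 1316 genes were higher and 988 lower, so the simulation does not test the scaling where so many genes change. Figures and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Random steps used the seed 20260401. Comparisons between partners other than C and B next to strain A were not analysed here, and neither were the metabolomic data.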

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

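The first test of wrongly assigned reads and the splits of A next to B, C and D and of C against B were planned, and thinning was planned, though its use as a test of depth was chosen after the result was seen; the other tests of this part, among them those of the outlying libraries and of the day 4 against day 2 responses, were chosen after results were seen.

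Some day 3 axenic libraries lay far from the other libraries of their group of 5. In strain A library 2c had a mean correlation of 0.2025 with the others, in strain B library 2b had 0.9006 and in strain C library 2b had 0.836; their gaps over the range of the group were 0.787, 0.766 and 0.752, above the critical value of 0.71. For independent values chance does this in about 1 in 20 groups. These mean correlations share libraries, so that rate is only a rough guide. The correlations of strain D, the total reads and the share of each strain were tested in the same way and did not pass. Library 2c held 109 reads of strain A among 5346613 of the other strains, which is 0.00204% of its reads, so strain A was almost absent from that pool.

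The response to a partner was compared between day 2 and day 4 in an interaction test of edgeR. In strain A it differed for 1391 genes next to C (802 with a higher and 589 with a lower log2 fold change on day 4), 119 next to B (27 and 92) and 108 next to D (47 and 61). In strain B the numbers were 298 next to C (153 and 145), 5 next to A (4 and 1) and 0 next to D. In strain C they were 61 next to A (44 and 17), 26 next to B (11 and 15) and 43 next to D (20 and 23). In strain D they were 95 next to C (57 and 38), 64 next to B (42 and 22) and 16 next to A (9 and 7). The counts of B next to C, A next to D, C next to D and D next to B rest partly on day 2 mix 4 replicate 2. That library has the fewest reads and stood apart in the principal components of B and C. None of these counts was repeated without it.

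Some genes of zinc, cobalt and nickel uptake, which the paper does not discuss, were called in strain A next to C on day 4; they were picked after their values were seen and no list of them was tested. The zinc transport permease Ga0334680_116492 had a log2 fold change of 9.90 (SE 1.41) from 1 count in axenic colonies, with a ratio of pooled counts of 1141.7 (95% counting interval 204.31 to 45154.4), the cobalt transporter subunit Ga0334680_111098 4.21 and the nickel uptake regulator Ga0334680_113611 -4.34 (adjusted p = 5.33e-07, 2.73e-12 and 2.72e-10). The cobalt transporter subunit Ga0334680_114099 (-0.44, adjusted p = 0.339) and the zinc uptake regulator Ga0334680_112690 (0.12, adjusted p = 0.638) were not.

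The changes of strain A next to C on day 4 (2304 genes) were weighed. Reads of the other strains wrongly assigned to A would rise with the reads of those strains per read of A, which were up to 8.22 times higher next to C than in axenic libraries, so that test alone left higher genes up to that ratio, 496 of them, open. These held 110616 reads next to C (median 91 per gene), where wrong assignment at the upper limit of the rate in library 2c, which is 1 library, gives 414.4 over all genes of A, and at the rate of the nearly silent contigs in all libraries 115.2 over as many genes. This argues against it for these genes as a set. Single genes with few reads stay open, as the lowest held 10 reads and 1 gene took 14 of the 109 reads of strain A in library 2c. For the rest, 1808 genes that are lower, or higher by more than that ratio, argue against it. With every library thinned to the same total 1523 genes were called, and with coding genes only 2300, which argues against depth and against abundant RNA as the whole cause. The other strains in the same libraries had at most 186 called genes, which argues against a fault of the shared libraries. Changed genes were also called in separate samples on days 2 and 3 (521 and 2071). What stays open is the biological explanation, a response to strain C, which may be the cause. For the RNA changes it is a hypothesis, since they were found and tested on the same counts. For growth the paper has separate evidence. Strain A grew more next to C or to added desferrioxamine B, and not next to desD mutants of C. The libraries used here hold no RNA from those tests.

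Other splits of the 6 libraries of a comparison into groups of 3 make 10 splits, too few for a share under 0.05. The real count and the highest of the other splits were 853 and 0, 801 and 0 and 1115 and 18 for A next to B on days 2, 3 and 4, 521 and 54, 2071 and 164 and 2304 and 0 next to C, and 2 and 0 and 268 and 0 next to D on days 2 and 4. They were 1162 and 0 for C against B, and 62 and 0, 22 and 21, 1489 and 0 and 129 and 0 for A from day 2 to day 4 next to itself, B, C and D. In strain B they were 11 and 0, 223 and 21 and 4 and 0 next to A, C and D, in strain C 26 and 0, 15 and 125 and 32 and 0 next to A, B and D, and in strain D 82 and 0, 113 and 1 and 186 and 0 next to A, B and C. The number of splits with a count as large, the real one included, was 1 in each of these but C next to B, where it was 2; that other split calls many more genes than the real one, which points to a structure of those samples other than the partner.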

How the results depend on the processing

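Coding genes only and day 3 left out were alternatives added after seeing the data; the others were set earlier. Of 1882 values of named genes DESeq2 kept 1731 on their side of the threshold in the same direction, ended 52 calls and added 99. DESeq2 size factors kept 1845, no filter 1859, the block 1795 and the repeats apart 1815. The stricter filter kept 1185 of 1272, a fit of only the groups compared 1529 of 1655 and thinning 1359 of 1741, ending 371. Of 11073 values with 1 library left out 10058 were kept and 899 calls ended. Of 240 list results 44 calls ended with an estimated correlation, among them glycolysis and amino acid biosynthesis of D next to C (0.327 and 0.335 against 0.00294 and 0.0267). A stricter filter and thinning lower counts by construction (fewer genes tested, fewer reads), a limit of 1 raises them by construction and glmTreat asks for more; for all other changes below the cause was not tested.

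With DESeq2, A next to D on day 2 had 15 genes, B next to A 5 and D next to A 36. With DESeq2 size factors A next to D on day 2 had 5. With the repeats apart it had 1 and B next to D 2, and with day 3 left out both had 0.

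With the stricter filter A next to B had 491, 440 and 628 genes on days 2, 3 and 4, A next to C 281, 943 and 1056, A next to D on day 4 124, C against B 378, A from day 2 to day 4 597 next to C and 64 next to D. B had 3 next to A, 97 next to C and 0 next to D, C had 9, 4 and 15 next to A, B and D, and D had 12, 14 and 40 next to A, B and C.

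With a limit of 1, A next to B had 2138, 2014 and 2597, A next to C 1593, 3506 and 3652, A next to D 12 and 1161 on days 2 and 4, C against B 2415, and A from day 2 to day 4 216, 98, 2819 and 590 next to itself, B, C and D. B had 50, 824 and 16 next to A, C and D, C 151, 41 and 96 next to A, B and D, and D 319, 271 and 695 next to A, B and C. Shared genes in the same direction were 1890 and opposite 51. Cluster genes were 345 and 115 in A next to B and D, 4 and 46 in B next to A and C, 17, 4 and 15 in C next to A, B and D, and 29, 23 and 75 in D next to A, B and C.

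With glmTreat A next to D had 0, 9 and 131 on days 2, 3 and 4, A from day 2 to day 4 28, 4 and 23 next to itself, B and D, B 3 and 0 next to A and D, C 1, 0 and 5 next to A, B and D, and D 20, 58 and 92 next to A, B and C.

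Thinned, A next to B had 523 and 416 on days 2 and 3, A next to C 318, 1370 and 1523, A next to D 0 and 113 on days 2 and 4, C against B 628, and A from day 2 to day 4 29, 840 and 60 next to itself, C and D. B had 0, 51 and 0 next to A, C and D, C 7, 3 and 0 next to A, B and D, and D 14, 24 and 92 next to A, B and C. Log2 fold changes that turned lost significance: Ga0334680_112687 of A next to B -1.04 (adjusted p = 0.588), Ga0151166_5625 0.07, Ga0151166_5273 0.03, Ga0151166_2789 -3.35 and Ga0151166_0839 -0.04 of B next to C, Ga0151166_6148 of B next to D -1.36 and Ga0181102_6989 of C next to A 0.41.

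With only the groups compared, A next to D had 0 and 8 on days 2 and 3, A from day 2 to day 4 next to D 72, B next to D 2, C 17 and 0 next to A and B, and D 32, 73 and 109 next to A, B and C.

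The replicate numbers do not pair the samples: correlations of same-numbered samples ran from -0.388 to 0.334. With the replicate block, A next to D on day 2 had 4 genes, A from day 2 to day 4 26, 0 and 74 next to itself, B and D, and B next to D 1. Ga0334680_115045 next to C (-0.25, adjusted p = 0.852) and Ga0334680_117226 next to D (0.43, adjusted p = 0.904) turned from day 2 to day 4.

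Principal components over the 500 most variable genes gave a first component of 73.97%, 41.28%, 48.41% and 31.82% in A, B, C and D, a second of 14.18% in D and shares of partner of 66.5% in A, 19.52% in B and 41.73% in D. With a prior count of 0.5 the first component was 28.91% in B and 12.93% in D and the share of partner 20.62% in D. With variance-stabilised counts the first component of C was 25.59%.

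With 1 library left out the counts ran from 737 to 878, 689 to 891 and 1023 to 1242 in A next to B on days 2, 3 and 4, 390 to 700, 1954 to 2173 and 2233 to 2309 next to C, and 0 to 14, 12 to 13 and 174 to 385 next to D. They ran from 1048 to 1294 for C against B and from 42 to 65, 6 to 61, 1358 to 1555 and 85 to 226 for A from day 2 to day 4 next to itself, B, C and D. In B they ran from 8 to 11, 174 to 308 and 0 to 4 next to A, C and D, in C from 6 to 59, 4 to 69 and 6 to 125 next to A, B and D, and in D from 47 to 80, 95 to 113 and 136 to 199 next to A, B and C.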

Differences from the paper's values

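The paper states a depth of 30 M read pairs per sample, while the median library holds 5.46 M counted reads; the former are sequenced pairs and the latter reads counted on genes, and no alternative bears on it.

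The second principal component carries about 9.5% in strain B in the paper's Fig. 4A, read by eye, and 15.32% here; with variance-stabilised counts and the 500 most variable genes the values also differ, and with a prior count of 0.5 they do not. In strain C it is about 7.1% in the paper's Fig. 4A, read by eye, and 13.23% here; with variance-stabilised counts and a prior count of 0.5 the values differ, and over the 500 most variable genes they do not.

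Fold changes below are said to differ where they lie further from the paper's value than the SE given here, or have the other sign. This is a narrow limit, and values read by eye carry an error of their own, so such a difference may be no more than error. The caption of Fig. 5D names expression levels scaled by DESeq2's median of ratios, not by TMM. For desA of A next to C on day 4 the paper's Fig. 5D shows a log2 fold change of about 1.2, read by eye, and the value here is 0.84 (SE 0.33). The values do not differ with DESeq2 (1.03), DESeq2 size factors (1.03), the stricter filter (1.07), thinning (0.98) or without mix 1 replicate 3 or mix 2 replicate 3, and differ with no filter, the block, the repeats apart or left out, only the groups compared and without each other library. For desA of B next to C the paper's Fig. 5D shows about -3.3 on day 2 and about -2.6 on day 3, read by eye, and the values here are -4.49 (SE 0.89) and -4.01 (SE 1.07, n = 1 next to C). On day 2 they do not differ with the block (-3.65) or without mix 1 replicate 2 or mix 4 replicate 4 and differ with every other setting; on day 3 they differ with every setting. For dmdR1 of A next to C on day 4 Fig. 5D shows about -2.7, read by eye, and the value here is -3.14 (SE 0.36). The values do not differ with DESeq2, DESeq2 size factors, the stricter filter or without mix 1 replicate 1 or mix 2 replicate 2, and differ with the other settings.

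The paper sees no pattern in dmdR1; here dmdR1 of strain A is lower next to C on day 4 as above. The paper tests KEGG pathways on genes that a likelihood ratio test over partner, day and their interaction calls at a log2 fold change over 1, while the lists here follow product words, on day 4 alone and at any fold change, so list, threshold and samples differ. The paper reports lower amino acid biosynthesis in D next to C. Here 10 of 67 such genes are higher (camera adjusted p = 0.0267, and 0.335 with an estimated correlation). The named fructose genes are lower, as the paper reports for fructose and mannose metabolism. The sorbitol and mannitol uptake genes, which its text does not name, are lower too. For B next to C the paper reports lower synthesis and higher degradation of branched-chain amino acids; here the named genes go that way and neither list passes camera (adjusted p = 0.484 and 0.441). The paper finds no pathway enriched in A; here nitrogen and phosphate uptake and sporulation, which are not KEGG pathways, passed next to C (adjusted p = 0.00171 for both; 0.247 and 0.0165 with an estimated correlation). The paper reports higher desferrioxamine genes in A next to C; desB, desC and desD (0.40, adjusted p = 0.33) do not pass here, and desB and desC pass with DESeq2 (adjusted p = 0.0294 and 0.0286). The paper pairs cdtB with no gene identifier, and 4 genes of A fit the annotation. Of their 8 folds next to C on days 3 and 4, 7 differ by more than 1.5 times from the lower end of the paper's range. Among the 7 is the fitted fold of Ga0334680_115735 on day 4, where axenic colonies had no reads. Its lower limit alone does not set it apart from that range. That the 7 are not counted as differences, for want of an identifier, was decided after this was seen. In the paper's Fig. 5D, read by eye, cdtB and desE of strain C look equal. On day 4 the log2 fold change was 0.07 for Ga0334680_112505, 3.80 for Ga0334680_117162 and 7.81 for Ga0334680_111320, and Ga0334680_115735, not read in axenic colonies, was at least 99.9-fold higher.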

Other observations

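Strain A next to C also changed genes outside the paper's claims. On day 4 15 of 48 sigma factor genes were higher and 16 lower (camera adjusted p = 0.71), 7 of 32 oxidative stress defence genes were higher and 7 lower (camera adjusted p = 0.71), 18 of 71 secreted hydrolase genes were higher and 20 lower (camera adjusted p = 0.71), 3 of 19 chaperone and heat shock genes were higher and 2 lower (camera adjusted p = 0.924) and 2 of 10 mobile element genes were higher and 2 lower (camera adjusted p = 0.983). The sigma factor gene Ga0334680_114382 rose (6.35, SE 0.58, adjusted p = 8.6e-11) and Ga0334680_113282 fell (-4.20, SE 0.32, adjusted p = 2.7e-12). In strain D next to A the chaperonin genes groES Ga0104731_06163 (log2 fold change 1.72, SE 0.17, adjusted p = 7.3e-09) and groEL Ga0104731_06164 (1.55, SE 0.17, adjusted p = 1e-07) rose, 5 of 21 chaperone genes being higher (camera adjusted p = 0.00167; 0.0401 with an estimated correlation). In strain B next to C catalase Ga0151166_5892 rose from 1004 to 5206 CPM (2.37, SE 0.25, adjusted p = 6.5e-09). Nickel superoxide dismutase Ga0334680_115146 of A fell next to C and rose next to D (-2.82 and 2.55, adjusted p = 2.75e-06 and 7.39e-05).

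Fig. 5D of the paper also shows hrdB, without an identifier; genes annotated as an RpoD-like or RpoD sigma 70 subunit, 1 in each strain, were at 556 CPM in A (Ga0334680_115700), 854 in B (Ga0151166_6525), 690 in C (Ga0181102_2042) and 760 in D (Ga0104731_07397) in axenic colonies on day 4.

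The tests below of the contigs and of zinc uptake were chosen after the result was seen.

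Contigs Ga0334680_12 and Ga0334680_13 of strain A carried almost no reads: 623 of their 658 genes had none, against 19 of 7557 on the chromosome. That 35 genes have reads argues against contigs left out of the mapping. Of the named genes compared, 11.6% have a gene of the same product and length in another strain, against 23.5% on the chromosome. This argues against reads discarded as shared with another strain, as far as product and length stand for sequence. Sequences were not compared, and copies elsewhere in strain A were not looked for. All 1399 reads, 1320 of them in Ga0334680_12245, exceed the 432.6 (upper limit 713.6) that wrong assignment at the rate of library 2c on these contigs, 15 reads, would give over all libraries. Since that is 1 library, contigs missing from the cultured strain stay open. So does silence under these conditions, as the 9 replication and partition genes have 2 reads together.

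Lower genes of the sporulation list next to C could mean that these colonies are at the stage of younger axenic colonies. In that case they would be higher on day 4 than on day 2 in axenic colonies; of 23 such genes 2 were, with a median log2 fold change of 0.24 (from -1.30 to 1.81). This argues against the stage of day 2 axenic colonies as the whole cause. It cannot decide on an earlier stage, since none was sampled. Axenic colonies changed only 62 of 6952 tested genes between these days, and the paper reports that their area did not grow after day 2. The 2 days may thus span little development. The paper also reports that strain A next to C grew to a larger area and formed aerial hyphae, judged by its white colour. Lower genes in a list of aerial hyphae and sporulation run counter to that report. The larger area and the hyphae go against an earlier stage only if they were present on day 4. The paper's text does not give the day on which the hyphae formed, so the stage stays undecided.

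All 5 zinc transport genes of strain A were higher next to C, such as Ga0334680_112687 (4.59, SE 0.45, adjusted p = 2.9e-10) and Ga0334680_116491 (8.28, SE 1.17, adjusted p = 3.26e-07). The zinc uptake regulator Ga0334680_112690 had 0.12 there (adjusted p = 0.638). Next to B 3 of 5 were higher, with an adjusted p of 0.0472 for Ga0334680_112687. The other 2 calls next to B have SDs above their means, 42.9 ± 46.3 CPM for Ga0334680_116491 and 31.8 ± 39.4 CPM for Ga0334680_116492 (n = 3). If zinc were short for every neighbour of C, zinc transport genes of B and D would rise there too. The highest log2 fold change among these 6 was 0.10. The permease gene Ga0151166_3142 of B was lower (-1.54, adjusted p = 0.0334), a call that ends without day 4 mix 1 replicate 1 (adjusted p = 0.107). These values argue against this explanation only if the genes rise in B and D when zinc is short, which was not tested. The zinc uptake regulator Ga0151166_3143 of B was higher, though (0.67, adjusted p = 0.0113). That call ends without day 4 mix 4 replicate 2 (adjusted p = 0.122) or replicate 3 (0.0642). What raises the genes in A was not tested.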
